# The microglia-derived protein Sema4ab attenuates regenerative neurogenesis after spinal cord injury in zebrafish

**DOI:** 10.1371/journal.pbio.3003865

**Published:** 2026-06-18

**Authors:** Alberto Docampo-Seara, Mehmet Ilyas Cosacak, Kim Heilemann, Friederike Kessel, Ana-Maria Oprişoreanu, Markus Westphal, Özge Çark, Daniela Zöller, Josi Arnold, Anja Bretschneider, Alisa Hnatiuk, Nikolay Ninov, Catherina G. Becker, Thomas Becker

## Abstract

Zebrafish, in contrast to mammals, regenerate neurons after spinal cord injury, but little is known about the control mechanisms of this process. Here we use scRNA-seq and *in vivo* experiments to show that *sema4ab*, mainly expressed by lesion-reactive microglia, attenuates regenerative neurogenesis by changing the complex lesion environment. After spinal injury, disruption of *sema4ab* doubles the number of newly generated progenitor cells and neurons but attenuates axon regrowth and recovery of swimming function. Disruption of the *plxnb1a/b* receptors, selectively expressed by neural progenitor cells, increases regenerative neurogenesis. In addition, disruption of *sema4ab* alters activation state and cytokine expression of microglia, such that fibroblasts increase expression of the cytokine *tgfb3*, which strongly promotes regenerative neurogenesis. Hence, we propose that *sema4ab* expression in microglia attenuates regenerative neurogenesis in multiple ways, likely directly through *plxnb1a/b* receptors and indirectly, by controlling the inflammatory milieu and *tgfb3* levels*.* Targeting Sema4A-dependent signaling in non-regenerating vertebrates may be a future strategy to improve regenerative outcomes.

## Abstract 2

Zebrafish can regenerate neurons after spinal cord injury, but the mechanisms influencing this ability remain unknown. This study shows that Sema4ab, a protein expressed in lesion-reactive microglia, attenuates regenerative neurogenesis by directly regulating neural progenitors and altering cytokine signaling in the niche.

## Introduction

Mammals, including humans, fail to regenerate neurons lost to protracted secondary cell death around a spinal injury site [1,2]. Spinal progenitor cells can generate new neurons in a conducive environment and can even be re-programmed *in vivo* to produce oligodendrocytes, but so far not neurons [3–5]. Reasons underlying lack of regenerative neurogenesis after spinal cord injuries are currently unknown, but this failure has been partially attributed to a complex and largely inhibitory environment, which consists of immune cells, such as invading blood-derived macrophages (BDMs) and tissue-resident microglia, astrocytes, oligodendrocytes, and fibroblasts. Interactions of these cell types result in an inhibitory environment for regenerative neurogenesis in which prolonged inflammation, as well as fibrotic and astrocytic scarring predominates, which supresses regenerative neurogenesis and axonal regrowth [6–10].

In contrast to mammals, zebrafish functionally regenerate their spinal cord at the adult and larval stage, restoring axonal connectivity and swimming function [11–15]. This includes injury-induced generation of new neurons from resident progenitors [14,16–19]. We use the term ependymo-radial glial cells (ERGs) for these progenitors, to illustrate their combination of ependymal and astroglial features [20]. Importantly, regenerative neurogenesis does not lead to over-proliferation and tumor formation, which may be encountered when transplanting neural progenitor cells to a spinal lesion [21], or exhaustion of the progenitor pool, for example, observed in a stroke model in mice [22]. Moreover, functionality of neural networks can be perturbed by overproduction of new neurons, such as in the hippocampus of mice after stroke-induced neurogenesis [23]. Hence, production of new neurons must be precisely regulated in zebrafish.

Successful spinal cord regeneration requires a precise balance between multiple repair processes, including neurogenesis, axon regrowth, inflammatory resolution, and tissue remodeling. A relatively large number of signaling molecules from various cellular sources have been discovered that promote regenerative neurogenesis and axon growth in the zebrafish model [13,24–30]. However, only a few negative regulators of regenerative neurogenesis are known in zebrafish [31].

Microglia are in a key position to provide control mechanisms during regeneration. After a spinal cord injury, microglial cells proliferate and invade the lesion site [32]. In humans, microglia are known to promote developmental neurogenesis [33], but activated microglia is mostly detrimental to it [34]. In regeneration, microglia likely influence the signaling milieu in the entire injury environment [35], which affects the state of other regeneration-relevant cell types that also influence regenerative neurogenesis. For example, ERGs and astrocyte-like cells produce a range of regeneration-promoting growth factors in central nervous system (CNS) injuries in zebrafish [13,26,27]. Additionally, microglia may influence fibroblasts in the spinal lesion site, which in turn promote regeneration by producing favorable extracellular matrix components [30,36,37].

To understand how microglia influence the signaling landscape in the injury site and regenerative neurogenesis in zebrafish, we analyzed the role of the conserved signaling molecule Semaphorin 4A (Sema4A), which is mainly expressed by microglia and can modulate their activation state [38,39]. Sema4A has been shown to promote a pro-fibrotic phenotype in fibroblasts *in vitro*, suggesting possible effects on fibroblasts [40]. Knock out of the principal Sema4A receptors Plexin B1 and B2 impairs neurogenesis in the developing mouse brain [41], suggesting microglia to progenitor cell communication via Sema4A.

Here, we find that disrupting a zebrafish orthologue of *Sema4A*, *semaphorin 4ab (sema4ab)*, increases regenerative neurogenesis, but impairs axon regrowth and functional recovery. *Sema4ab* potentially acts on ERGs via the receptor paralogs *plexin b1a* (*plxnb1a*) and *plexin b1b (plxnb1b*) and indirectly by altering the cytokine milieu, which leads to reduced production of the pro-neurogenic factor *tgfb3* in fibroblasts. Hence, we propose that *sema4ab+* microglia regulate regenerative neurogenesis in the regeneration-permissive cellular environment and promote recovery of the zebrafish spinal cord after lesion.

## Results

### *sema4ab*-dependent microglia signaling indicated by scRNA-seq

After a complete spinal lesion at 3 days post-fertilization (dpf), lesion-induced neurogenesis peaks at 24 hours post-lesion (hpl) in larval zebrafish. By 48 hpl, axons have regrown over the lesion site and swimming function is largely recovered [14,30], such that major events in spinal cord regeneration occur within 48 hours in this system.

To find potential signals from microglia that act on neural progenitors after injury, we interrogated previous scRNA-seq data sets of enriched immune cells and of enriched neural progenitors at 24 hpl in larval zebrafish that had received a spinal cord lesion at 3 dpf [42]. In the immune cell data set, immune cells were enriched by FACS sorting for GFP expression under the *mpeg1.1* regulatory sequences (S1A Fig). This strongly enriched BDMs and microglia, but the sample also contained neutrophils and other cell types, possibly because *mpeg1.1* was also expressed in other cell types [42–44]. We observed a sharp increase in microglia, identified by expression of *apoeb* [45], at 24 hpl (S1B and S1C Fig). We found that the signaling molecule *sema4ab* was expressed by microglia and BDMs (S1D Fig). Interestingly, of all the semaphorins detectably expressed in this dataset, *sema4ab* was markedly more strongly expressed and also upregulated after lesion, compared to all other family members, including the paralog *sema4aa* (S1E Fig).

We also searched for potential ligand-receptor interactions with progenitor cells using a data set enriched for expression of *her4.1*, a marker of ERGs, which contain spinal progenitor cells (S1F and S1G Fig). We found enriched expression of the potential *sema4ab* receptor paralogs *plxnb1a* and *plxnb1b* [39,46] in ERGs (S1H–S1J Fig). While this indicates the potential for direct ligand-receptor interactions between these two cell types, cell interactions between different types of neural and non-neural cells in the injury site are complex, and altered signaling from microglia is likely to change the entire lesion environment.

To get an overview of most, if not all cells in the injury site, and to assess the effect of *sema4ab* ablation simultaneously on all of these cell types, we generated scRNA-seq profiles of the entire trunk tissue flanking the spinal injury site with and without disruption of *sema4ab*. To disrupt *sema4ab,* we injected larvae with highly-active CrRNAs (haCRs) that lead to mutagenesis of the targeted site in nearly all somatic cells, allowing phenotype analysis already in haCR-injected somatic mutants for *sema4ab* [42,47–50]. 

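The deposited scRNA-seq data hold, for each gene and cell barcode, the number of unique molecular identifiers (UMIs), each of which marks 1 captured mRNA molecule. The authors counted them with Cell Ranger on the zebrafish genome GRCz11, without normalization, for 3 libraries, which were 1 control gRNA library (gControl) and 2 technical repeats of the *sema4ab* haCR condition (gSema4abR1 and gSema4abR2). The repeats are called technical in the results of the paper, and each condition is therefore taken here as 1 pool of larvae without biological replicates, so no test was run. The methods give 50 larvae per sample, which leaves open whether the repeats came from separate pools. All intervals given for these data are 95% intervals that cover counting error only, exact Poisson for a level, exact conditional binomial for a log2 ratio and exact binomial for a share of cells. Barcodes were filtered with the limits of the paper, and the barcodes with the highest Scrublet scores were removed as doublets. Cells were clustered with Seurat after CCA integration of the libraries and named anew from marker genes. A name such as ERG-like or MM#1-like therefore stands for a class made here, which need not hold the same cells as the cluster of that name in the paper. The UMIs of a gene were summed over the cells of a class in each library and scaled by the total UMIs of these cells to CPM, a unit that makes groups of cells of different size and depth comparable. A log2 ratio compares the mean of both gSema4ab libraries with gControl after 0.5 UMIs were added to each count. Shares of cells with a UMI and shares of cells in a cell cycle phase were also computed after each cell had been thinned at random to 2000 UMIs, since they depend on depth.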

We generated scRNA-seq profiles of lesion site tissue from 50 control gRNA-injected and 50 *sema4ab* haCR*-*injected larvae at 24 hpl, the peak of regenerative neurogenesis [14] (Fig 1A).

**Fig 1:**
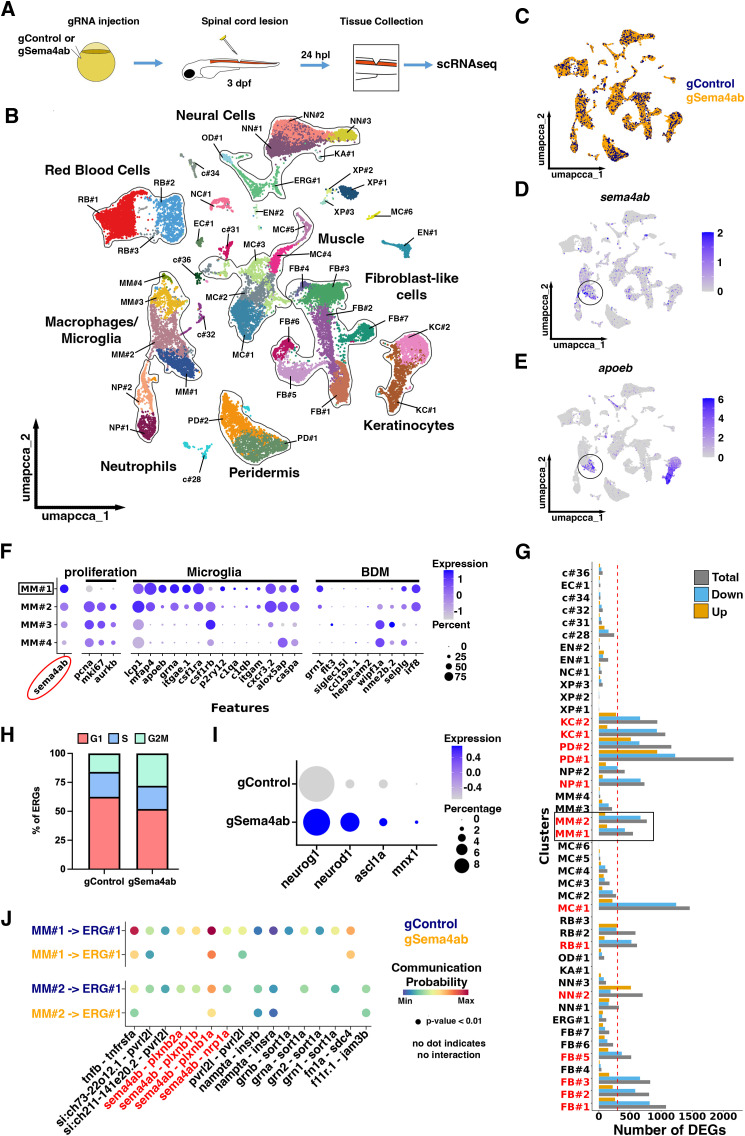
scRNA-seq indicates changes gene expression after *sema4ab* ablation and predicts changes in regenerative neurogenesis. **(A)** A schematic of the experimental design for scRNA-seq in somatic mutants is shown. **(B)** Cluster analysis identifies 44 cell clusters that represent the main expected cell types in the injury site at 24 hpl. **(C)** A UMAP shows no major changes in cell type representation resulting from *sema4ab* disruption (gControl in blue, gSema4ab in yellow). **(D,E)** Feature plots for *sema4ab* (D) and *apoeb* (microglia; E) show overlap (black circles). **(F)** A dot plot of the four BDMs/microglia clusters showing that *sema4ab*-enriched clusters align with the expression of microglia marker genes. **(G)** A graph indicating differential expression of genes (DEG) between samples is shown. Cell clusters with major changes (>300 DEGs) are indicated in red. Microglia clusters MM#1 and MM#2 are boxed. **(H)** Graph shows the proportions of ERGs in each cell cycle phase in control gRNA-injected larvae and *sema4ab* gRNA-injected larvae. Note that the proportion of cells in M/G2 phase is increased in *sema4ab* somatic mutants (gControl: 16% vs gSema4ab: 28%). **(I)** Dot plot showing an increase in differentiation marker gene expression in ERG progenitors when *sema4ab* is disrupted. **(J)** Dot plot illustrating the communication probabilities of all ligand-receptor interactions identified between MM#1 and ERGs, as well as between MM#2 and ERGs. The absence of dots indicates that no interaction was detected. For a key to cluster abbreviations in B and G, see S5 Table.

Our scRNA-seq experiments yielded 11,788 cells for the control gRNA-injected sample (gControl), 11,621 cells for sample 1 (gSema4abR1), and 11,330 cells for sample 2 (gSema4abR2) of two technical repeats of *sema4ab* haCR*-*injected larvae, after quality control (S1 and S2 Tables). 

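The filters on genes, UMIs and mitochondrial UMIs kept 13841 of 14398 gControl barcodes, 13650 of 14384 gSema4abR1 barcodes and 13466 of 14163 gSema4abR2 barcodes. Removal of 1594, 1571 and 1526 presumed doublets left 12247, 12079 and 11940 cells, 36266 in all. The number of doublets was set by the number of barcodes of each library, because the threshold that Scrublet itself chose would have called 492, 242 and 0 of them. In the kept cells, gControl had 122493205 UMIs, gSema4abR1 113677754 and gSema4abR2 113712805. The median cell held 7186 UMIs and 2351 genes in gControl, 6499 UMIs and 2007 genes in gSema4abR1, and 6712.5 UMIs and 1999.5 genes in gSema4abR2. Thinning left out 1458, 1679 and 1737 cells that held fewer than 2000 UMIs.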

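Over all barcodes, before any filter, *sema4ab* (ENSDARG00000062352) had 7617 of 152455137 UMIs in gControl. It had 4082 of 140055125 UMIs in gSema4abR1 and 4199 of 139165621 UMIs in gSema4abR2. The UMI counts add up all reads of a gene and do not show whether a transcript carried a mutation. The reads over the targeted site were not analysed here.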

The haCR manipulation of *sema4ab* was highly penetrant, as no intact reads of the targeted site could be retrieved, contrary to controls (151 correct reads in controls; 4 and 6 reads, none of which were correct, in *sema4ab* haCR*-*injected larvae; S3 and S4 Tables). Moreover, principal component analysis indicated that the two technical repeats of the *sema4ab* haCR-treated condition were closely related and more distant from the control sample, indicating reproducibility of the approach (S2A Fig).

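The distance between 2 libraries, taken as the root mean square difference of log2 CPM over 9876 genes, was 0.403 between gControl and gSema4abR1 and 0.401 between gControl and gSema4abR2. Between the technical repeats it was 0.146. The mean distance to gControl was thus 2.75 times that between the repeats. Pearson's r across these genes, which are not independent replicates, was 0.964 and 0.967 between gControl and each repeat and 0.995 between the repeats. Within the cell classes, both distances to gControl exceeded that between the repeats in 13 of 15 classes, and the ratio ran from 0.866 in melanophore-like cells to 5.14 in epidermis-like cells. Without the removal of doublets, the alternative that moved the ratio over all cells most, it was 3.86. With 1 control pool, a difference between pools of larvae and an effect of *sema4ab* disruption both widen these distances.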

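At a resolution of 1, the setting of the paper, the 36266 cells formed 49 clusters here. A list of marker genes written before clustering, with detection limits set after a first clustering had been seen, gave a name to 33 of them. These fell into 15 classes and held 72.6% of the cells. The other 16 clusters lacked 3 markers of a class, had few UMIs, or were led by genes of cell types outside the list, such as smooth muscle, ionocytes and neural crest glia, and were left unnamed. At a resolution of 0.5 there were 35 clusters, at a resolution of 2 there were 65, and without integration there were 45.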

Unsupervised clustering and annotation revealed 44 distinct cell clusters that fell into 15 major cell categories (Fig 1B and S5 Table). 

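Shares were taken over all 36266 cells kept here, named or not. Fibroblast-like cells (7 clusters) made up 21.0% of them, epidermis-like cells (5 clusters) 15.4% and red blood cell-like cells (3 clusters) 11.3%. Neural cells, which were neuron-like (2 clusters), ERG-like, oligodendrocyte-like and Kolmer-Agduhr-like, made up 7.99%. Immune cells made up 8.09%, with 1 macrophage/microglia-like cluster and 2 neutrophil-like clusters. Muscle-like cells (3 clusters) made up 2.86%. Unnamed clusters held 25.7% of gControl cells, 29.1% of gSema4abR1 cells and 27.5% of gSema4abR2 cells, and the shares of the named classes are lower limits to that extent.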

Fibroblast-like cells constituted the majority of all cells (21.13%), consisting of 7 clusters, followed by neural cells (14.86%), consisting of ERGs, oligodendrocytes and 4 neuronal clusters, red blood cells (13.54%), consisting of three clusters, muscle cells (13.54%), consisting of 5 clusters, and immune cells (11.63%), consisting of 4 BDM/microglia and 2 neutrophil clusters. These clusters were represented in both conditions, as observed in a UMAP projection showing intermingling between cells from control and *sema4ab*-disrupted samples (Fig 1C). Hence, all major cell types expected from histology were represented in the samples, allowing for comprehensive analyses of cell interactions in the lesioned larval zebrafish spinal cord.

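All 49 clusters held cells of all 3 libraries, and the smallest cluster had 23 cells. Cluster 37, which was unnamed, held 38 gControl, 28 gSema4abR1 and 135 gSema4abR2 cells. At a resolution of 2, unnamed cluster 59 held 3 gControl and 2 gSema4abR1 cells against 79 gSema4abR2 cells, which is 0.662% (0.524% to 0.824%) of that library against 0.0245% (0.0051% to 0.0716%) of gControl. These clusters were mostly made up of 1 technical repeat.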

High and selective expression of *sema4ab* was found in a cluster of macrophages/microglia and mainly in the *apoeb+* cluster MM#1 (Fig 1D and 1E). 

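In the macrophage/microglia-like cluster, which was high in *apoeb* and is called MM#1-like here, *sema4ab* stood at 322 CPM in gControl (310.0 to 334), 126 in gSema4abR1 (119 to 134) and 157 in gSema4abR2 (149 to 166). These levels rest on 2732, 1033 and 1202 UMIs in 552, 545 and 589 cells. An *apoeb* UMI was found in 188, 281 and 327 of these cells, so that most gControl cells of the cluster had none and the mix of cells with and without one differed between the libraries. The log2 ratio was -1.18 (-1.27 to -1.11). The repeats differed from each other by a log2 ratio of 0.32 (0.19 to 0.44), more than counting error, with ratios to gControl of -1.35 and -1.03. When only cells with an *apoeb* UMI were used, the alternative that moved the ratio most, it was -1.59. Scaling by edgeR's TMM factors, which moved the median of all genes in these cells by 0.21, gave -0.97. Of gControl cells in this cluster, 76.4% had a *sema4ab* UMI, against 58.0% in gSema4abR1 and 53.0% in gSema4abR2, at median depths of 16102.5, 14737 and 12245 UMIs. Thinned cells gave 39.6%, 20.4% and 21.3%. Red blood cell-like cells, taken as background, gave 1.01%, 0.650% and 0.458% at median depths of 3877, 4402 and 5296 UMIs, and 0.699%, 0.232% and 0.158% once thinned. Among the 49 clusters, MM#1-like cells ranked 2 in gControl, after xanthophore-like cluster 42, which had 37 gControl, 45 gSema4abR1 and 40 gSema4abR2 cells. That cluster stood at 552 (446 to 675), 270.1 and 407 CPM on 94, 72 and 95 UMIs.

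**Figure D1:**
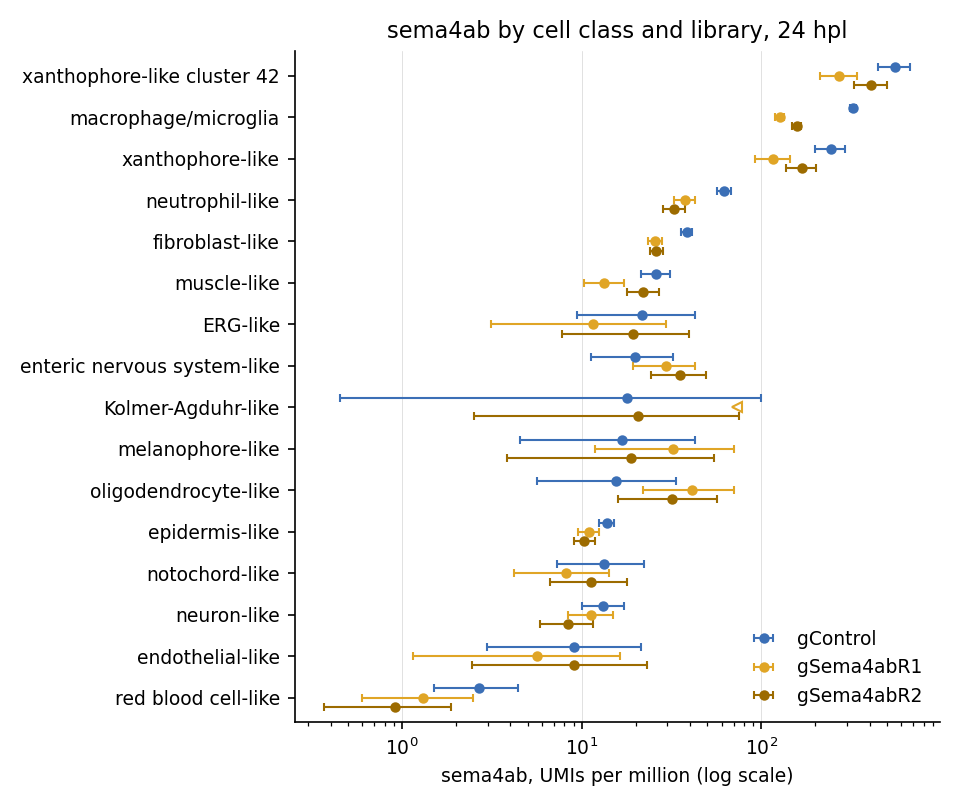
*sema4ab* in CPM (log axis) in cluster 42 and in 15 cell classes for gControl, gSema4abR1 and gSema4abR2, as points with exact Poisson 95% intervals and with open triangles at the level that 3 counts allow where no UMI was found. Macrophage/microglia-like cells stood at 322, 126 and 157, cluster 42 at 552, 270.1 and 407, and red blood cell-like cells at 2.69, 1.30 and 0.912.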

Using the microglia marker *apoeb* and a marker set for macrophages/microglia from adult zebrafish brain after traumatic brain injury [51], we found that MM#1 and MM#2 expressed higher levels of microglial marker genes in this set, compared to MM#3 and MM#4 (Fig 1F). Based on the majority of expressed markers, MM#1 and MM#2 were classified as microglia and MM#3 and MM#4 as BDMs. Of note, most of the markers co-segregated with microglia and BDM identities. However, some of the markers did not fully agree with the assigned cell identities. This may be due to regional heterogeneity within the CNS and/or differences across zebrafish developmental stages that affect marker expression by BDMs and microglia. 

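At a resolution of 2, 402 dividing macrophage/microglia-like cells separated into cluster 34, with 167 gControl, 125 gSema4abR1 and 110 gSema4abR2 cells. The *apoeb*-high cells formed cluster 7, with 316, 365 and 417 cells. In the dividing cluster, *sema4ab* stood at 209.7 CPM in gControl, 75.0 in gSema4abR1 and 92.3 in gSema4abR2, a log2 ratio of -1.32 (-1.53 to -1.16). In cluster 7 it stood at 452, 167 and 199.9, a log2 ratio of -1.30 (-1.40 to -1.21). The share of dividing cells was 1.36% (1.17% to 1.59%) of all gControl cells and 0.978% (0.858% to 1.11%) of the cells of both gSema4ab libraries, a log2 ratio of -0.48 (-0.77 to -0.18). That of cluster 7 was 2.58% (2.31% to 2.88%) and 3.26% (3.03% to 3.49%), a log2 ratio of 0.34 (0.15 to 0.53).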

Population MM#2, in contrast to population MM#1, expressed proliferation markers, but otherwise marker expression was very similar between the two populations (Fig 1F). Therefore, MM#2 likely is a proliferative sub-group of microglia and together with population MM#1 represent microglia. Hence, microglia is likely the main cell type expressing *sema4ab* in the injury site.

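Of the 6286 *sema4ab* UMIs in gControl cells, 43.5% were in MM#1-like cells, 12.5% in fibroblast-like cells, 7.81% in neutrophil-like cells and 7.08% in epidermis-like cells. Unnamed clusters together held 23.5%, with 531 UMIs in cluster 14, which was led by genes that include *csf1rb*, *cxcr3.2* and *mrc1b*. Muscle-like cells held 1.88% and xanthophore-like cells 1.75%. Fibroblast-like cells stood at 38.3 CPM in gControl, 25.6 in gSema4abR1 and 26.0 in gSema4abR2, and neutrophil-like cells at 61.9, 37.4 and 32.7. Red blood cell-like cells, whose UMIs of this gene can come from RNA free in the suspension, held 0.239% of the UMIs.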

To analyze alterations in the scRNA-seq profiles resulting from *sema4ab* disruption, we first compared cell numbers between samples. This indicated no major changes in cell type representation resulting from *sema4ab* disruption with the possible exception of peridermis cluster 2 (PD#2), which showed a ~50% reduction in cell number (S2B Fig).

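Macrophage/microglia-like cells made up 4.51% (4.15% to 4.89%) of gControl cells, 4.51% (4.15% to 4.90%) of gSema4abR1 cells and 4.93% (4.55% to 5.34%) of gSema4abR2 cells, a log2 ratio of 0.07 (-0.08 to 0.22). Leaving out cells that mixed markers of several classes moved this ratio most, to -0.014. Fibroblast-like cells made up 20.7%, 21.0% and 21.4%, and neuron-like cells 6.46%, 6.39% and 6.26%. Epidermis-like cells fell from 18.4% to 13.5% and 14.1%. Most of this came from cluster 4, which held 861 gControl, 393 gSema4abR1 and 380 gSema4abR2 cells. Its share was 7.03% (6.58% to 7.50%), 3.25% (2.94% to 3.59%) and 3.18% (2.87% to 3.51%), which is a reduction of 54.2%. The other epidermis-like clusters together stood at 11.4%, 10.3% and 10.9%, and they moved both ways. Cluster 6, which was led by genes that include the immune genes *irg1l* and *ccl20a.3*, rose from 3.27% to 4.13% and 4.60%, a log2 ratio of 0.41 (0.25 to 0.58), while clusters 9 and 12 had log2 ratios of -0.38 and -0.44. The highest log2 ratio of a cluster, 1.64 (1.28 to 2.03), was that of red blood cell-like cluster 26, with 71, 216 and 219 cells or 0.580%, 1.79% and 1.83%. In 3 classes the shares were higher in both repeats, with log2 ratios whose intervals lay above 0. Notochord-like cells made up 1.05%, 1.61% and 1.95%, xanthophore-like cells 2.12%, 3.17% and 2.99%, and cells like those of the enteric nervous system 0.882%, 1.21% and 1.18%. Variation between pools of larvae adds to counting error and was not measured, as gControl was 1 pool.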

Next, we analyzed gene expression changes per cluster. 

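How far genes moved was measured in each class as the interquartile range of the log2 ratio over genes with a mean of at least 50 CPM over the libraries and at least 20 UMIs. In macrophage/microglia-like cells it was 0.43 over 2842 genes, against 0.18 for the ratio of one technical repeat to the other. Of these genes, 50.7% were lower and 34.7% higher in both repeats. With TMM factors these shares turned around, to 28.3% lower and 60.6% higher. Genes were not called as changed, since a single gControl pool gives no estimate of variation between pools.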

Considerable changes in gene expression (>300 differentially expressed genes) were present in microglia (MM#1, MM#2), compared to BDM-like clusters (MM#3, MM#4), which correlates with the expression levels of *sema4ab* in these cell cluster. 

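The same range was 0.56 over 2609 genes in fibroblast-like cells, with 0.11 between the repeats, and 0.52 over 2467 genes in epidermis-like cells, with 0.10 between the repeats. It was 0.37 in neutrophil-like cells (0.15 between the repeats), 0.51 in neuron-like cells (0.21), 0.47 in muscle-like cells (0.23) and 0.58 in red blood cell-like cells (0.12). In ERG-like cells, which held 368445 gControl, 347780 gSema4abR1 and 363103 gSema4abR2 UMIs, the range was 0.69, close to the 0.66 between the repeats.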

Fibroblasts (FB#1, FB#2, FB#3, FB#5), another regeneration-relevant cell population, also showed high levels of gene expression changes, together with neutrophils (NP#1), neurons (NN#2), muscle (MC#1), peridermal cells (PD#1, PD#2), keratinocytes (KC#1, KC#2) and red blood cells (RB#1) (Fig 1G). 

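Taken over its genes, the median log2 ratio was below 0 in both repeats in 12 of 15 classes. It was above 0 in both repeats in epidermis-like cells (0.020) and melanophore-like cells (0.046). The median over the classes was -0.066. Neuron-like cells, which were not split as in the paper, had a median of -0.066, with 50.4% of 3939 genes lower and 37.2% higher in both repeats. Fibroblast-like cells had a median of -0.12 and macrophage/microglia-like cells -0.057. The lowest median, -0.43, was that of red blood cell-like cells, in which globin genes took 65.6% of UMIs in gControl, 72.6% in gSema4abR1 and 75.1% in gSema4abR2, and with globin genes left out it was -0.044. The direction of these medians changed with the scaling, as TMM factors put all 15 of them above 0, with a median over the classes of 0.079. Genes with at least 200.0 CPM gave 0.036. With TMM factors, 39.4% of the genes of neuron-like cells were lower and 48.1% higher in both repeats.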

Interestingly, most clusters showed reduced gene expression in the absence of *sema4ab* function, with the exception of the neuronal cluster NN#2 that showed increased gene expression. This indicates changes in gene expression across many cell types when *sema4ab* is disrupted.

To determine whether such changes may have influenced regenerative neurogenesis, we analyzed changes in proliferation and in gene expression related to neuronal differentiation in ERGs. Using the “Cell-Cycling Scoring” analysis code in Seurat [52] we calculated the proportion of ERGs in different cell cycle phases. We found a substantial increase in ERGs in G2/M phase in sema4ab-injected larvae (gControl: 16%, gSema4ab: 28%) (Fig 1H). Additionally, a comparison of neuronal differentiation markers (*neurog1*, *neurod1*, *ascl1a*) and motor neuron cell fate marker *mnx1* showed increased expression of these genes in ERGs in the absence of *sema4ab* function (Fig 1I). This is consistent with enhanced progenitor proliferation and neurogenesis.

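ERG-like cells numbered 53 in gControl, 52 in gSema4abR1 and 79 in gSema4abR2, at median depths of 5434, 4861 and 2564 UMIs. The cell cycle lists of Seurat, mapped to 45 S-phase and 51 G2/M-phase zebrafish genes, placed 3 of the 53, 7 of the 52 and 14 of the 79 cells in G2/M. This is 5.66% (1.18% to 15.7%), 13.5% (5.59% to 25.8%) and 17.7% (10.0% to 27.9%). Both gSema4ab libraries together gave 16.0% (10.2% to 23.5%), which is 10.4 percentage points above gControl, with an interval of -1.20 to 19.0 points. An increase of this size was therefore not separated from counting error at this number of cells. Thinning left out 5, 5 and 33 cells and gave 16.7%, 23.4% and 34.8%. Any UMI of *mki67*, *aurkb*, *top2a* or *ube2c* was found in 18.9% of gControl cells, 7.69% of gSema4abR1 cells and 10.1% of gSema4abR2 cells, a difference of -9.71 points. This share depends on depth, which was highest in gControl. Thinned cells, a comparison added after the values were seen, gave 8.33%, 6.38% and 6.52%, a difference of -1.88 points with an interval of -14.2 to 7.40, against 2.18%, 1.31% and 1.03% of thinned red blood cell-like cells, taken as background. Neither list therefore settled the direction. With clusters 25 and 44 added, which were led by genes of neural crest glia and were chosen after the values were seen, 19.6% of 214 gControl cells and 27.7% of 577 gSema4ab cells were in G2/M. Once thinned, the shares of this larger set were 28.3% of 198 gControl cells and 40.7% of 482 gSema4ab cells. Cluster 44, with 82.4% and 84.5% of its cells in G2/M, made up 17 of the 214 and 71 of the 577 cells. Within clusters 25 and 44 the differences were 3.71 and 2.15 points without thinning, and 9.77 and -2.94 points in thinned cells. Thinned cells of cluster 25 had 24.8% (17.7% to 33.0%) in G2/M in gControl and 34.6% (29.4% to 40.1%) in gSema4ab, with intervals that overlap. Both clusters also held the ERG markers of the paper. Over all libraries, *fabp7a* stood at 747 and 768 CPM against 5126 in ERG-like cells, and *sox2* at 306 and 187 against 322. Of the ERG-like cells alone, 24.5%, 19.2% and 11.4% were in S phase.

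**Figure D2:**
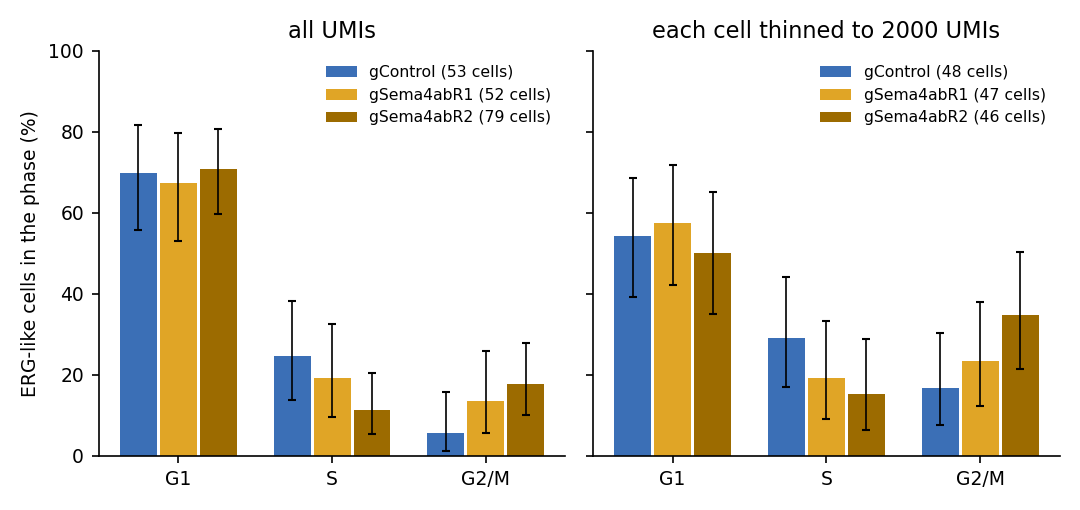
ERG-like cells in G1, S and G2/M in percent of the cells of gControl, gSema4abR1 and gSema4abR2, from all UMIs and from cells thinned to 2000 UMIs, as bars with exact binomial 95% intervals. In G2/M the bars stand at 5.66%, 13.5% and 17.7% from all UMIs and at 16.7%, 23.4% and 34.8% from thinned cells, with intervals that overlap.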

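In ERG-like cells, *neurog1* (ENSDARG00000056130) had 38 UMIs in gControl, 34 in gSema4abR1 and 15 in gSema4abR2, or 103, 97.8 and 41.3 CPM, a log2 ratio of -0.56 (-1.22 to 0.07). The counts of *neurod1* (ENSDARG00000019566) were 3, 3 and 1 UMIs, a log2 ratio of -0.42 (-3.10 to 2.24), and those of *ascl1a* (ENSDARG00000038386) were 4, 4 and 1 UMIs, a log2 ratio of -0.52 (-2.84 to 1.71). For *mnx1* (ENSDARG00000035984) there were 0, 0 and 3 UMIs, and 3 counts in gControl would allow up to 8.14 CPM. The summed UMIs of the 4 genes had a log2 ratio of -0.49 (-1.09 to 0.08), so that a change in either direction was not detectable at this depth. A single repeat decided its size, since without gSema4abR2 it was -0.05 and without gSema4abR1 it was -1.13. The sign changed without integration (0.28, interval -0.23 to 0.82), without doublet removal (0.06, -0.26 to 0.38) and with clusters 25 and 44 added (0.59, 0.19 to 0.97). Only the last interval excluded 0, and it covers counting error only. Each time the repeats went opposite ways. Without integration the log2 ratio was 0.99 in gSema4abR1 and -1.14 in gSema4abR2, without doublet removal -0.05 and 0.17, and with clusters 25 and 44 added, on 73, 191 and 71 UMIs, 1.16 and -0.35. A *neurog1* UMI was found in 17.0% of gControl, 13.5% of gSema4abR1 and 6.33% of gSema4abR2 ERG-like cells, and in 12.5%, 8.51% and 4.35% once thinned, against 0.0719%, 0.0723% and 0.0764% of red blood cell-like cells. In neuron-like cells, *neurod1* stood at 96.1, 127 and 146 CPM, a log2 ratio of 0.51 (0.35 to 0.67). Levels of *mnx1* there were 28.7, 47.0 and 39.9 CPM, a log2 ratio of 0.60 (0.30 to 0.90). There, *neurog1* had a log2 ratio of -0.33 (-0.83 to 0.16) on 57, 36 and 55 UMIs, and *ascl1a* had 3, 5 and 9 UMIs. The paper starts from the changes in gene expression across cell types, then takes the larger share of ERGs in G2/M phase together with the differentiation markers in ERGs (Fig 1H and 1I), and relates them, without a firm conclusion, to enhanced progenitor proliferation and neurogenesis. Its later conclusion that *sema4ab* limits both rests on experiments in larvae. There it reports more EdU-labeled ERGs, more *neurod1*-expressing motor neuron progenitors and more new motor neurons. The last of these were counted in somatic and germline mutants, with a rescue by overexpression. None of these experiments was re-analysed here.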

To determine potential direct signaling from microglia to ERGs, we analyzed altered signal/receptor interactions between microglia and ERGs using CellChat, which evaluates cell-cell interactions based on known ligand-receptor interactions in scRNA-seq data [53]. That indicated reduced interactions of *sema4ab* with *plxnb1a*, *plxnb1b*, and *plxnb2a* (Fig 1J). Hence, scRNA-seq predicts microglia to directly signal to ERGs using Sema4ab to Plexin receptors.

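The plexin genes were measured in ERG-like cells by their UMIs, and CellChat was not rerun. In these cells, *plxnb1a* (ENSDARG00000075821) stood at 109 CPM in gControl, 118 in gSema4abR1 and 102 in gSema4abR2, a log2 ratio of 0.02 (-0.55 to 0.60). Levels of *plxnb1b* (ENSDARG00000017211) were 364, 233 and 319, a log2 ratio of -0.40 (-0.72 to -0.06) that became 0.26 in thinned cells. For *plxnb2a*, whose 2 entries ENSDARG00000094799 and ENSDARG00000003811 were summed, the levels were 48.9, 17.3 and 35.8 on 18, 6 and 13 UMIs, a log2 ratio of -0.85 (-1.88 to 0.14). The UMIs of the 3 genes summed had a log2 ratio of -0.34 (-0.60 to -0.06), and without gSema4abR1 it was -0.19 and without gSema4abR2 -0.50. Leaving out cells that mixed markers of several classes moved it most, to -0.15. In macrophage/microglia-like cells of gControl, *plxnb1a* stood at 4.48 and *plxnb1b* at 12.1 CPM.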

To get a comprehensive view of how cell types could be affected by changes in microglia, we used CellChat to analyze the outgoing interactions of microglia cluster MM#1. This indicated potentially altered signal/receptor interactions with all identified cell clusters, including ERGs and fibroblasts, but mostly with themselves and their proliferative version MM#2. Most of these signal/ligand interactions were reduced when *sema4ab* was disrupted (Fig 2A).

**Fig 2:**
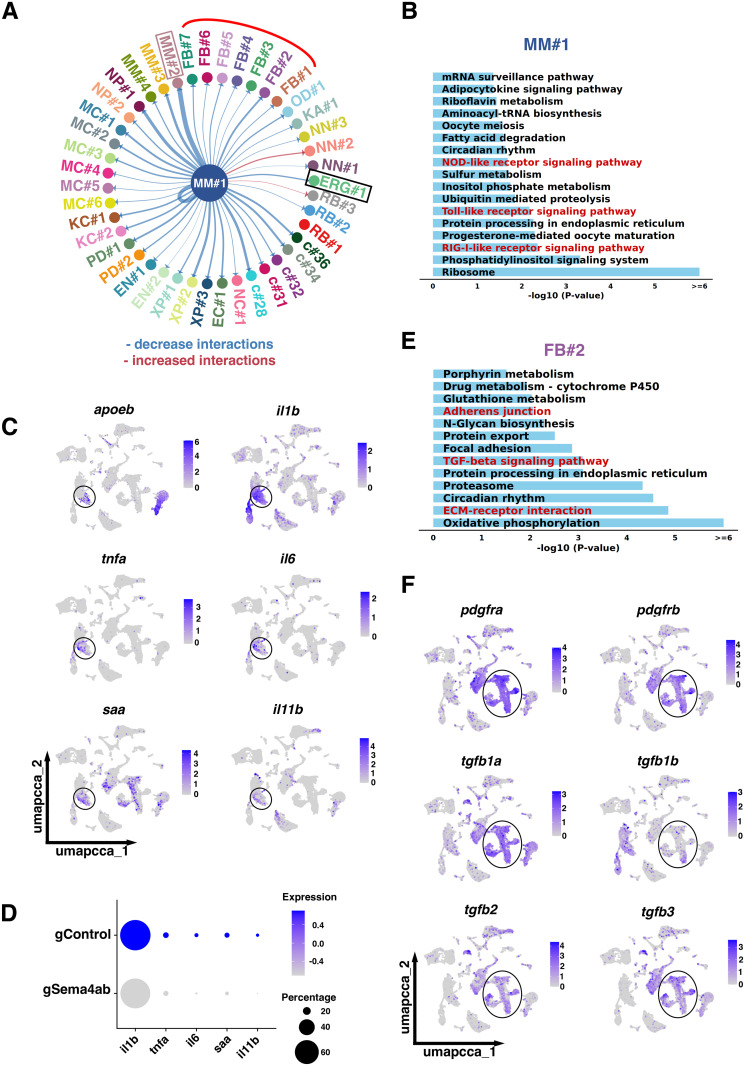
scRNA-seq indicates changes in cell-cell interactions between microglia and other cell types after *sema4ab* ablation. **(A)** CellChat analysis for MM#1 shows interactions with all cell types and a general decrease in these interactions (blue lines) when *sema4ab* is disrupted. Interactions of MM#1 with ERGs (black box), fibroblasts (red curved line) and MM#2 (pink box) are highlighted. **(B)** KEGG analysis of the main cluster that expresses *sema4ab* (MM#1) shows changes in immune activation pathways (highlighted in red). **(C)** Feature plots show enrichment of pro-inflammatory cytokines and inflammatory markers (*il1b, tnfa, il6, saa, il11b)* in microglia (*apoeb*, circle). **(D)** Dot plot showing reduction of expression of pro-inflammatory cytokines and inflammatory markers after *sema4ab* ablation. **(E)** KEGG analysis of the signaling pathways most affected by *sema4ab* disruption in fibroblast-like cell cluster FB#2 is shown. *tgfb* signaling and ECM interaction-related terms are highlighted in red. **(F)** Feature plots showing enrichment of anti-inflammatory cytokines (*tgfb1a, tgfb1b, tgfb2, tgfb3)* in fibroblasts (*pdgfra, pdgfrb;* circled).

To analyze the type of gene expression changes in microglia in the absence of *sema4ab* function, we used GOstats for KEGG analysis [54] on microglia cluster MM#1. This indicated changes in activation pathways, namely RIG-I-like receptor signaling [55], Toll-like receptor signaling pathways [56] and NOD-like receptor signaling [57] (Fig 2B). 

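The genes of the RIG-I-like, Toll-like and NOD-like receptor signaling lists of S1 Data were each compared in MM#1-like cells. The median log2 ratio was -0.59 over 21 RIG-I genes, -0.66 over 32 Toll-like receptor genes and -0.63 over 17 NOD-like receptor genes. Of the 50 different genes in these lists, 47 were lower and 3 higher, 46 of them lower in both repeats, with a median of -0.60 (-0.65 to -0.53). The genes that were higher were *zgc:171775* (2, 11 and 10 UMIs), *tollip* (46.4 CPM in gControl, 58.4 in gSema4abR1 and 57.2 in gSema4abR2) and *ctsk* (1409, 1748 and 2104). Among 10000 random lists of genes with similar counts, medians ran from -0.28 to -0.02 in the central 95%, and the share of lists with a median as low was 0%. The lists had been drawn by the authors from the same libraries, so this share is not independent evidence. With TMM factors, the alternative that moved the median most, 45 of the 50 genes were lower, with a median of -0.39.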

Most of the indicator genes for these GO terms were under-represented in the sample in which *sema4ab* was disrupted compared to the control sample (20 of 21 genes for RIG-I-pathway, 29 of 32 for Toll-like receptor pathway; 16 of 17 genes for NOD-like receptor signaling; S1 Data), suggesting reduced activation of microglia in the absence of *sema4ab*. Analysis of the top down-regulated genes in MM#1 confirmed this result (S6 Table). For example, one of the most underrepresented genes after *sema4ab* disruption, *lyz* (5.91-fold down), is related to a pro-inflammatory state [58,59]. Similarly, *grn1* (6.87-fold down), is linked to a pro-inflammatory state and cytokine production [60].

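All 10 genes of S6 Table were lower in MM#1-like cells, with log2 ratios from -2.54 to -1.08 and a median of -1.36. The weighting moved this median most, as the mean of each cell's own share gave -1.81. The ratio of *mxf* (ENSDARG00000026049), a member of a family of similar genes among which reads could be split, was -1.78, from 323 to 92.8 and 95.1 CPM. That of *ifitm1* (ENSDARG00000093303) was -1.08, from 375 to 198 and 157. For *fthl31*, whose entries ENSDARG00000094210 and ENSDARG00000113150 were summed and whose reads could be shared with other ferritin genes, the ratio of -1.18 rested on gSema4abR2, with -0.48 in gSema4abR1 and -2.59 in gSema4abR2. The other genes, *dyrk1aa*, *acacb*, *fam78ab*, *b4galt1* and *scp2b*, had between 117 and 164 UMIs each in gControl and ratios from -1.55 to -1.09. Among 2720 genes ranked in these cells, the lowest ratios were those of *grn1* (ENSDARG00000089362), *fthl29* (ENSDARG00000113977, -2.34), *FO704772.3* (ENSDARG00000116076, -1.82), *mxf* and *NC_002333.17* (ENSDARG00000082753, -1.74). Of these, *FO704772.3* and *NC_002333.17* were also lower in nearly all other classes. The highest ratios were those of *and2* (ENSDARG00000079302, 2.78), *CABZ01021592.1* (ENSDARG00000114516, 2.33), *actc1b* (ENSDARG00000099197, 2.01), *pvalb1* (ENSDARG00000037789, 1.72) and *hbae1.1* (ENSDARG00000089475, 1.69). Most *and2* UMIs came from gSema4abR2, with 67, 143 and 700 UMIs. The muscle genes *actc1b* and *pvalb1* were also higher in 11 of 12 other classes, and *hbae1.1* belongs to globin genes with near-identical copies.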

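In MM#1-like cells, *lyz* (ENSDARG00000057789) stood at 77.1 CPM in gControl, 34.8 in gSema4abR1 and 24.9 in gSema4abR2, on 654, 284 and 190 UMIs. This is a log2 ratio of -1.37 (-1.54 to -1.19), or 2.58-fold lower. Neutrophil-like cells had 80391, 68718 and 73903 CPM of it. In 11 classes other than these, *lyz* had a median of 89.3 CPM in gControl, 42.0 in gSema4abR1 and 24.8 in gSema4abR2. In CPM, the level in MM#1-like cells was therefore not above the median of these classes. This does not settle whether MM#1-like cells held more *lyz* than free RNA brings, because UMIs per cell were not compared. The median gControl cell held 16102.5 UMIs in MM#1-like cells and 3877 in red blood cell-like cells. In gControl, 10 of the 552 cells held 48.8% of its UMIs, and 9 of the 10 had no *apoeb* UMI. Cells with an *apoeb* UMI had a log2 ratio of -0.53 (-0.82 to -0.23), and cells without one -1.88 (-2.13 to -1.64).

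**Figure D3:**
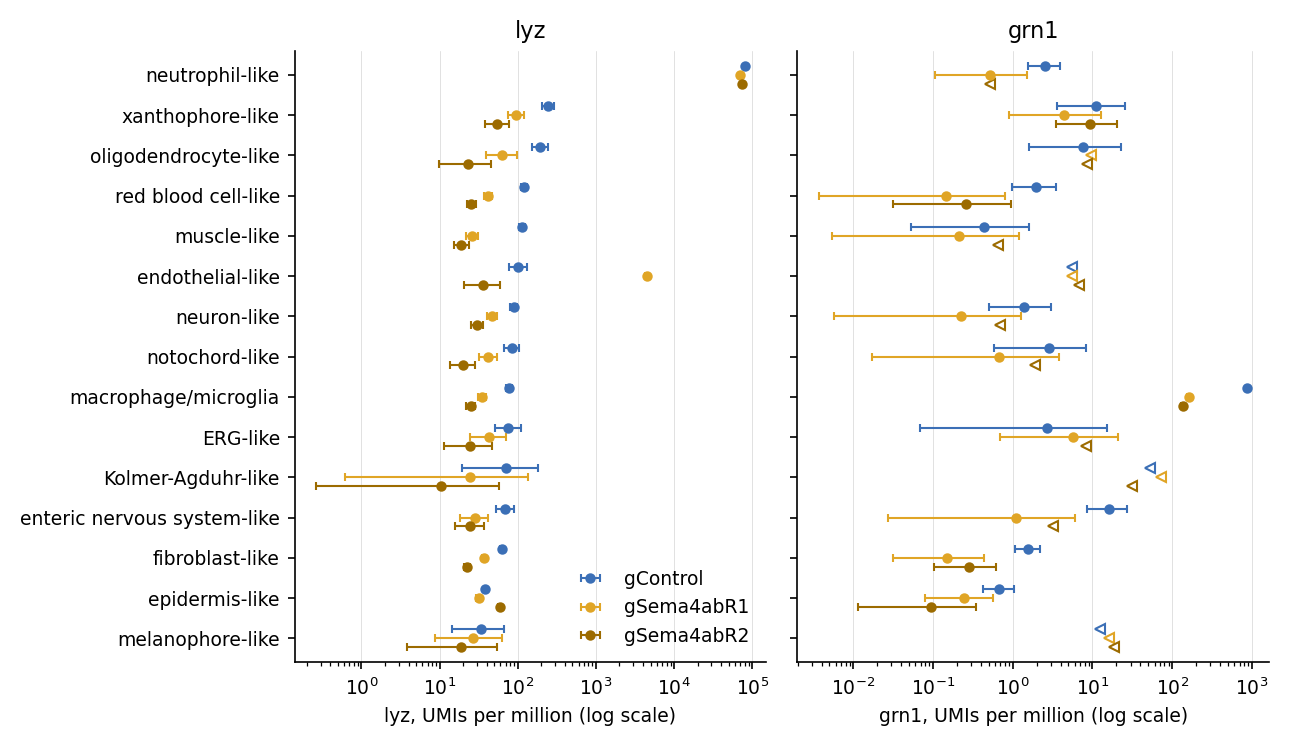
*lyz* and *grn1* in CPM (log axes) by cell class for gControl, gSema4abR1 and gSema4abR2, as points with exact Poisson 95% intervals and with open triangles at the level that 3 counts allow where no UMI was found. In macrophage/microglia-like cells *lyz* stood at 77.1, 34.8 and 24.9 and *grn1* at 869, 160.4 and 137, and in red blood cell-like cells *lyz* stood at 120.1, 41.8 and 25.5.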

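With 7370 UMIs in gControl, 1311 in gSema4abR1 and 1050 in gSema4abR2, *grn1* was 5.83-fold lower, with an interval of -2.61 to -2.47 on the log2 scale. Of the classes other than neutrophil-like cells, the next highest stood at 16.0 CPM in gControl, 1.85% of the level in MM#1-like cells. The gene has close relatives in the genome, and reads that match several of them could have been counted on another one.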

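In MM#1-like cells, *il1b* (ENSDARG00000098700) stood at 944 CPM in gControl, 631 in gSema4abR1 and 590.1 in gSema4abR2, a log2 ratio of -0.63 (-0.67 to -0.58). *tnfa* (ENSDARG00000009511) stood at 52.2, 28.3 and 32.2, a log2 ratio of -0.79 (-0.98 to -0.60). The ratio of *il6* (ENSDARG00000102318) was -1.11 (-1.47 to -0.77) on 149, 63 and 65 UMIs, and that of *saa* (ENSDARG00000045999) was -0.58 (-0.76 to -0.40) on 451, 304 and 258 UMIs. For *il11b* (ENSDARG00000058557), 63, 51 and 39 UMIs gave a ratio of -0.38 (-0.86 to 0.10), a fall that was not detectable beyond counting error. At a resolution of 2, its ratio was -0.75 (-1.32 to -0.19) in cluster 7 and 0.32 (-0.86 to 1.46) in dividing cluster 34. Only the first of these intervals excluded 0. The median of the 5 genes was -0.63. It moved most, to -0.91, when only cells with an *apoeb* UMI were used. Neutrophil-like cells had 1098 CPM of *il1b* in gControl, 907 in gSema4abR1 and 933 in gSema4abR2, a log2 ratio of -0.25. The other 4 genes stood between 0.504 and 2.40 CPM in neutrophil-like cells of gControl.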

Based on this altered activation state of microglia, we analyzed expression levels in the scRNA-seq data of common pro-inflammatory cytokines in microglia (MM#1) and indeed found reduced expression for *il1b*, *tnfa*, *il6*, *saa*, and *il11b* (Fig 2C and 2D)*.* Reduced activation and pro-inflammatory cytokine production of microglia likely influences different cell types in the injury site.

Of note, fibroblasts have pivotal functions in successful spinal cord regeneration in zebrafish [61], and all 7 clusters of fibroblasts showed reduced incoming signals from microglia, when *sema4ab* was disrupted. Affected signal/receptor interactions included cytokine signaling (*e.g., tnfb, tgfb1b)*, among other pathways (S2C Fig). In addition, KEGG analysis for the three fibroblast populations that showed highest levels of differentially expressed genes after *sema4ab* disruption (FB#1, FB#2, FB#3) indicated ECM-receptor interactions, TGF-beta signaling (enriched in fibroblasts), and adherens junction pathways as changed (shown for FB#2 in Fig 2E). 

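In MM#1-like cells, *tnfb* (ENSDARG00000013598) stood at 316 CPM in gControl, 275 in gSema4abR1 and 294 in gSema4abR2, a log2 ratio of -0.15 (-0.22 to -0.08). Scaling by TMM factors changed its sign, to 0.06. At a resolution of 2, the ratio was -0.38 (-0.46 to -0.29) in cluster 7 and 0.15 (0.002 to 0.26) in dividing cluster 34. Levels of *tgfb1b* (ENSDARG00000034895) were 24.7, 20.7 and 17.7, a log2 ratio of -0.37 (-0.62 to -0.10).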

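Fibroblast-like cells of gControl had 94.7 CPM of *tgfb1a* (ENSDARG00000041502), 31.2 of *tgfb2* (ENSDARG00000027087) and 50.2 of *tgfb3* (ENSDARG00000019367). Macrophage/microglia-like cells had 4.71, 0.471 and 0.118. For *tgfb1b* the order was the other way round, as fibroblast-like cells had only 1.85 CPM. After *sema4ab* disruption, fibroblast-like cells had a log2 ratio of 0.15 (0.07 to 0.23) for *tgfb1a* and -0.41 (-0.56 to -0.27) for *tgfb2*. Notochord-like cells had the higher level of *tgfb2* in gControl, 256 CPM. For *tgfb1a* the paper reports a slight decrease by qRT-PCR, which measured tissue of the lesion site rather than fibroblast-like cells alone.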

Interestingly, TGF-beta signaling genes *tgfb1a, tgfb2,* and *tgfb3,* but not *tgfb1b,* are enriched in fibroblasts, compared to BDM/microglia (Fig 2F) [62]. This data suggests that signaling and ECM-related functions were changed in fibroblasts when *sema4ab* was disrupted. Hence, scRNA-seq indicates multiple simultaneous signaling events of *sema4ab+* microglia with other non-neural lesion cells, such as fibroblasts, that likely condition the lesion environment. Overall, scRNA-seq suggests a scenario, in which *sema4ab* signaling from microglial cells to spinal progenitors, as well as via other cell types, attenuates neurogenesis.

### Expression of *sema4ab* and *plexinb1 receptors* *in vivo*

As a first step to verify scRNA-seq results *in vivo*, we determined gene expression patterns of *sema4ab* and *plxnb1a/b* in immune cells and neural progenitors, respectively. We used whole-mounted larvae for multiplexed hybridization chain reaction fluorescence *in situ* hybridization (HCR-FISH) in combination with detection of cell type-specific transgenic markers.

Microglia were identified in *mpeg1:mCherry* transgenic fish, in which mCherry is expressed under the *mpeg1.1* promoter [63], and by additional expression of *apoeb* (*mpeg1:mCherry*+/*apoeb*+). Putative BDMs were *mpeg1:mCherry*+/*apoeb*−. In uninjured three-day-old larvae, hardly any *sema4ab*+ cells were detectable, consistent with expression in injury-reactive immune cells. In contrast, at 6 hpl, numbers of *sema4ab*+ cells were strongly increased in the lesion site and remained high to at least 48 hpl (Fig 3A and 3B; see S3A Fig for method control). Co-labeling experiments at 24 hpl indicated that the majority of *sema4ab*+ cells were microglia (68.8%; *sema4ab+/mpeg1:mCherry+/apoeb+*). Eighteen percent were BDMs (*sema4ab*+/*mpeg1:mCherry*+/*apoeb−*), and 13.2% were unidentified (*sema4ab*+ only; Fig 3C–3E).

**Fig 3:**
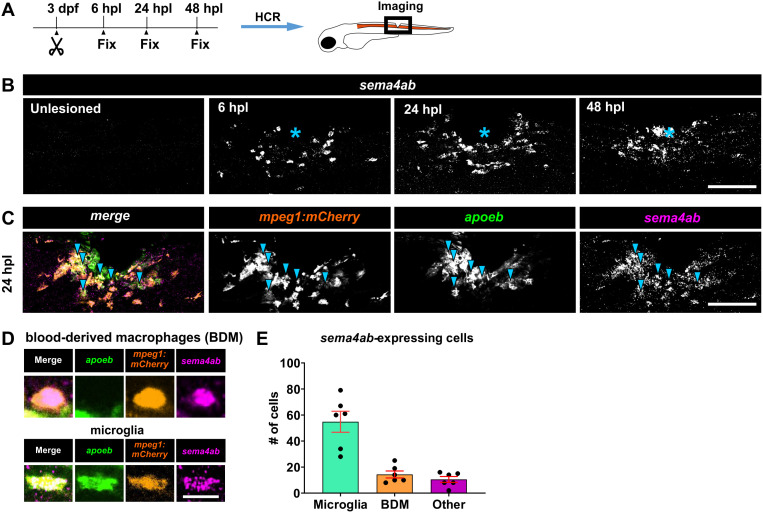
*Sema4ab* is expressed mainly in microglia in the spinal injury site. **(A)** Experimental timeline and schematic of a zebrafish larva indicating the lateral view of the spinal injury site shown throughout the article (unless specified differently) are shown. **(B)** A time-course analysis of HCR-FISH indicates increased expression of *sema4ab* during spinal cord repair. **(C)** Triple-multiplexed HCR-FISH at 24 hpl shows co-localization of *sema4ab, mpeg1:mCherry, and apoeb* at 24 hpl (blue arrowheads). **(D)** High magnifications of *apoeb/mpeg1:mCherry/sema4ab* labeling to differentiate blood-derived macrophages (BDMs; *apoeb−*) from microglia (*apoeb+*) for cell counting. **(E)** Quantifications at 24 hpl show that most *sema4ab-*expressing cells are microglia (*apoeb+/mpeg1:mCherry+*/*sema4ab+*). Error bars show SEM. Asterisks indicate the injury site. Scale bars: 100 µm **(B, C)**, 15 µm **(D)**. Data files for graphs available in S2 Data.

scRNA-seq analysis from Cavone and colleagues [42] showed that *sema4ab* was also expressed in neutrophils (see S1D Fig). To determine whether unidentified cells might be neutrophils we determined *sema4ab* expression in neutrophils using the *mpx:GFP* transgenic fish, in which GFP is expressed under the *mpx* promoter [64]. Co-labeling of *sema4ab* with *mpx:GFP* expressing neutrophils indicated that 16% of *sema4ab+* cells were neutrophils at 6 hpl and at 24 hpl (S3B Fig), indicating that the few *sema4ab+* cells not labeled by *mpeg1:mCherry* were likely mostly neutrophils. In summary, a spinal lesion induced the presence of *sema4ab+* cells that were mostly microglial cells.

To detect *plexin b1* receptors expression *in vivo*, we performed multiplexed HCR-FISH for *plxnb1a* and *plxnb1b* in combination with the *her4.1:EGFP* transgenic reporter line, to label ERGs [65]. *plxnb1a* mRNA was detectable at low levels in ERGs in unlesioned animals at 3 dpf (Fig 4A and 4B). At 24 hpl, the signal appeared slightly weaker, as predicted by lower expression levels in scRNA-seq (see S1G Fig). The signal for *plxnb1b* was generally stronger in ERGs (*her4.1:EGFP+*) than that for *plxnb1a* both before and after lesion (Fig 4C). High magnifications indicated co-expression of *plxnb1a and plxnb1b* in the same ERGs in unlesioned and lesioned animals. Notably, outside the ERGs only very low (*plxnb1a*) or no signal (*plxnb1b*) was detectable in spinal tissue (Fig 4D). Quantifications of *plxnb1a* and *plxnb1b* comparing unlesioned and lesioned fish showed a small (24%) reduction in expression of *plxnb1a* after injury, but no changes in *plxnb1b* (Fig 4E). This is also predicted by Cavone *her4.1:eGFP*-enriched scRNA-seq dataset [42]. In the non-neural lesion site, BDMs/microglia (*mpeg1:mCherry*+) were also negative for *plxnb1a and plxnb1b* (Fig 4F). This indicated that transcripts for the paralogous *plxnb1a* and *plxnb1b* were enriched in ERGs, as predicted by scRNA-seq (see S1I Fig).

**Fig 4:**
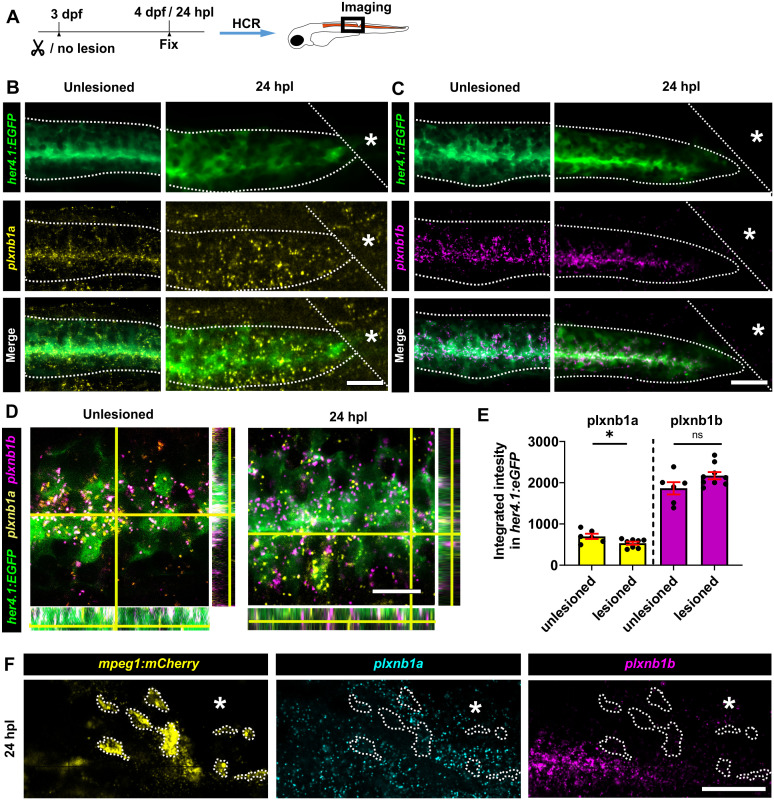
*plxnb1a* and *plxnb1b* are selectively expressed by spinal progenitors. **(A)** A schematic indicating the experimental design for HCR. Photomicrographs are oriented as in Fig 3. **(B-C)** HCR-FISH in the *her4.1:EGFP* line indicate expression of *plxnb1a* (B) and *plxnb1b* (C) in spinal progenitor cells (*her4.1:EGFP*+) before and after injury. Dotted lines indicate the spinal cord boundaries. **(D)** High magnifications with orthogonal views of co-localization of *plxnb1a* and *plxnb1b* in *her4.1:EGFP*+ cells before and after injury are shown. **(E)** Quantification showing a slight decrease of *plxnb1a* expression after injury, but no changes in *plxnb1b (plxnb1a:* unlesioned 699.4 a.u, lesioned 532.9 a.u, Unpaired *t* test: *p* = 0.0340; *plxnb1b:* unlesioned 1,865 a.u., lesioned 2,171 a.u, Unpaired *t* test: *p* = 0.0797). **(F)** HCR-FISH in the *mpeg1:mCherry* line indicates very low expression of *plxnb1a* and no detectable expression of *plxnb1b* in BDM/microglial cells (outlined) after injury. Asterisks indicate the injury site in (B, C). Scale bars: 50 µm (B, C, F), 10 µm (D). Data files for graphs available in S2 Data.

### *sema4ab* disruption increases regenerative neurogenesis

For a loss-of-function analysis of *sema4ab* in regenerative neurogenesis, we targeted *sema4ab* in somatic mutants by injecting haCRs into fertilized eggs. We controlled each experiment by an internal control RFLP to show >90% effectiveness of guides in destroying a targeted restriction enzyme recognition site (S4A Fig). Further evidence for the effectiveness of gene disruption comes from the complete disappearance of correct DNA sequences in scRNA-seq analysis (see above and see S3 and S4 Tables). Potential stress responses to the injection are controlled for by always using control gRNA injections in internal controls for each experiment [66]. Somatic targeting reduces mRNA detectability of *sema4ab* in qRT-PCR by 50%, indicating that gene disruption perturbed mRNA transcription (S4A Fig). Finally, we raised a germline stable mutant for *sema4ab* to verify gene disruption phenotypes. The germline mutant introduced a 14 bp insertion in exon 6, leading to a premature stop codon, which is predicted to lead to a truncated protein lacking functionally important domains, such as sema superfamily domains, plexin repeat domains and the intracellular part, containing a sema4F domain (S4B Fig).

Somatic mutants for *sema4ab* showed no differences in growth compared to control gRNA injected larvae, as measured by body length (S4C–S4E Fig), notochord thickness (S4F Fig), and spinal cord thickness (S4G Fig). However, a small decrease in eye size was observed (11% reduction, S4H Fig). Germline mutants showed no change in body length (S4I–S4K Fig) and replicated the reduction in eye diameter seen in somatic mutants (9% reduction; S4L Fig). Slightly reduced eye size may be related to compromised photoreceptor maintenance in the absence of Sema4a function [67]. Hence, *sema4ab* disruption was effective in somatic and germline mutants and gross development of larvae was largely unimpaired in the absence of *sema4ab*.

To analyze regenerative neurogenesis in somatic and germline stable mutants, we used 5-Ethynyl-2′-deoxyuridine (EdU) labeling in the *mnx1:GFP* transgenic line that indicates motor neurons [68]. Motor neurons represent the main cell type that is newly generated during lesion-induced neurogenesis [42]. In unlesioned *sema4ab* haCR-injected somatic mutant larvae (EdU added at 72 hpf, analysis at 96 hpf) few newly generated motor neurons (EdU+/*mnx1*:*GFP*+) were present, similar to control gRNA-injected larvae (Fig 5A). This was expected, since *sema4ab* was not detectable in the spinal cord without lesion, and shows that *sema4ab* does not have a detectable role in ongoing low-level developmental neurogenesis.

**Fig 5:**
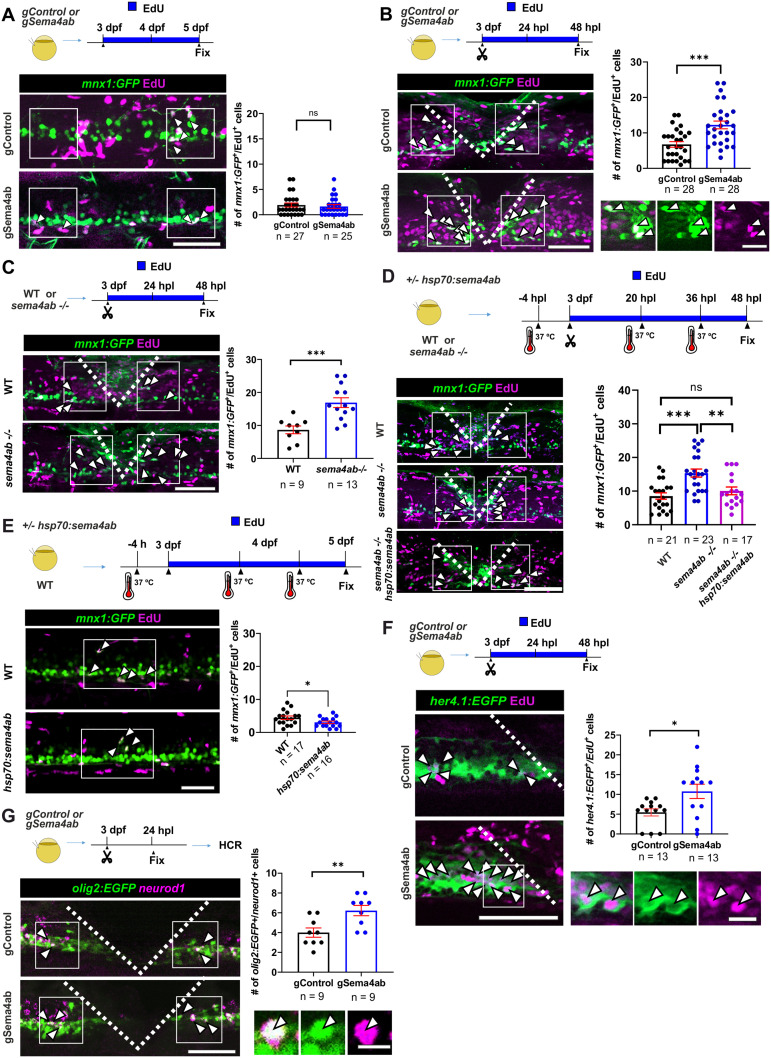
*Sema4ab* loss of function increases regenerative neurogenesis. **(A)** Ongoing developmental neurogenesis of motor neurons (*mnx1:GFP*+/EdU+) is not different between gControl- and gSema4a-injected unlesioned larvae (gControl: 1.9 cells per larvae ± 0.3920; gSema4ab: 1.7 cells per larvae ± 0.3646; Mann–Whitney *U* test: *p* = 0.5972). **(B)** Lesion-induced generation of motor neurons (*mnx1:GFP*+/EdU+) is increased in somatic mutants for *sema4ab* (gControl: 6.9 cells per larva ± 0.8; gSema4ab: 12.9 cells per larva ± 1.1; Mann–Whitney *U* test: *p* = 0.0001). (**D)** Lesion-induced generation of motor neurons (*mnx1:GFP*+/EdU+) in germline mutants for *sema4ab* is also increased (WT: 8.7 cells per larva ± 1.2; *sema4ab*−/−: 16.9 cells per larva ± 1.5; Mann–Whitney *U* test: *p* = 0.0001). **(D)** Overexpression of *sema4ab* driven by a heat-shock promotor (*hsp70:sema4ab*) reduces over-production of motor neurons (*mnx1:GFP*+/EdU+) back to wild type levels in *sema4ab* germline mutants (WT: 8.5 cells per larva ± 0.95; *sema4ab*−/−: 15.4 cells per larva ± 1.2; *sema4ab*−/− +  *hsp70:sema4ab*: 10 cells per larva ± 1.15; Kruskal–Wallis test: p = 0.0004; Dunn’s multiple comparisons test: ***p = 0.006; n.s > 0.9999, **p = 0.0168). All conditions shown were heat-shocked. **(E)** Overexpression of *sema4ab* in unlesioned larvae reduces ongoing developmental neurogenesis of motor neurons (*mnx1:GFP*+/EdU+) (WT: 4.4 cells per larva ± 0.52; *hsp70:sema4ab*: 3.0 cells per larva ± 0.37; Unpaired *t* test: *p* = 0.0374). **(F)** Lesion-induced proliferation of ERGs (*her4.1:EGFP+*/*EdU+*) is increased in somatic mutants for *sema4ab* (gControl: 5.4 cells per larva ± 0.9; gSema4ab: 10.77 cells per larva ± 1.8; Mann–Whitney *U* test: *p* = 0.0219). **(G)** The number of *neurod1*-labeled motor neuron progenitor cells (*olig2:EGFP+/neurod1+*) is increased after *sema4ab* disruption (gControl: 4.0 cells per larvae ± 0.4714; gSema4ab: 6.2 ± 0.5212 cells per larvae; Unpaired *t* test: *p* = 0.0060). Error bars show SEM. Scale bars: 50 µm (A, B, C, D, E, F, G), 10 µm (insets). Data files for graphs available in S2 Data.

After a lesion at 3 dpf, we observed a ~ 4-fold lesion-induced increase in the number of new motor neurons in control gRNA-injected larvae in the vicinity of the lesion at 48 hpl, as previously reported [14]. Remarkably, in *sema4ab* haCR injected larvae, this number was further increased by 85%, compared to lesioned wild type control gRNA-injected larvae (Fig 5B). Similarly, in the lesioned *sema4ab* germline mutant, the number of new motor neurons almost doubled (95% increase) compared to lesioned wild type control larvae (Fig 5C). This result is in agreement with the prediction by scRNA-seq of increased neurogenesis after *sema4ab* disruption.

To determine whether this phenotype is likely due to *sema4ab* loss-of-function, we over-expressed the protein in *sema4ab* germline mutants to see a possible rescue effect. To that aim, we generated a construct that leads to marked overexpression of *sema4ab* and a fluorescent reporter under the control of a heat-shock promotor (*hsp70l:sema4ab-t2a-mCherry,* abbreviated as *hsp70:sema4ab)* in heat-shocked plasmid-injected, but not in control animals (S5A–S5D Fig). Indeed, over-expression in the *sema4ab* germline mutant reduced the number of newly generated motor neurons to that observed in wild type controls (Fig 5D), indicating a phenotypic rescue. Over-expression of *sema4ab* in lesioned wildtype animals did not alter the number of newly generated motor neurons (S5E Fig), which might have been due to a ceiling effect for *sema4ab* expression. We therefore over-expressed *sema4ab* in unlesioned wildtype animals in which no detectable *sema4ab* expression is present. Indeed, we observed a 32% reduction in ongoing developmental neurogenesis (Fig 5E). This supports the assumption that there was a ceiling effect in lesioned animals and it shows that progenitors do not need any lesion signal to react to Sema4ab. The phenotypic rescue in the *sema4ab* mutant confirmed that the germline mutant carried a *loss-of-function* mutation, and that *sema4ab* was a strong negative regulator of neurogenesis.

To determine how the increased number of new motor neurons observed after *sema4ab* disruption was related to progenitor proliferation, we cumulatively labeled *her4.1:EGFP*-expressing ERGs with EdU (Fig 5F). This indicated a doubling (97% increase) in EdU-labeled ERGs (*her4.1:EGFP*+/EdU+) in lesioned *sema4ab* somatic mutant larvae, compared to control-gRNA injected lesioned larvae. This suggests that *sema4ab* negatively affects progenitor proliferation.

To determine whether there was a change in the number of ERGs undergoing neuronal differentiation, we analyzed the expression of the proneural transcription factor *neurod1* [69] in motor neuron progenitor cells by HCR-FISH. The number of *neurod1*-expressing motor neuron progenitor cells (*olig2:EGFP+/neurod1+*) was increased by 50% in lesioned somatic mutants for *sema4ab*, compared to lesioned control-gRNA injected larvae, at 24 hpl (Fig 5G). Hence, in the absence of *sema4ab* function, the number of EdU label-retaining progenitor cells, the number of neurogenic progenitors, and newly generated neurons were all increased. This is consistent with scRNA-seq data and indicates that in unperturbed regeneration, *sema4ab* restricts proliferation of neurogenic progenitors to reduce regenerative neurogenesis.

### sema4ab disruption impairs recovery of swimming function and axon regrowth

Behavioral recovery is an important aspect of spinal repair. Therefore, we assessed functional recovery by measuring the distance swum after a vibration stimulus. Uninjured *sema4ab* germline mutants swam distances that were not different from those of uninjured wild type larvae at 5 dpf (Fig 6A). In contrast, after a previous spinal cord transection at 3dpf, we observed a 35% reduction in swim distance in lesioned *sema4ab* germline mutants, compared to lesioned wild type animals (Fig 6B).

**Fig 6:**
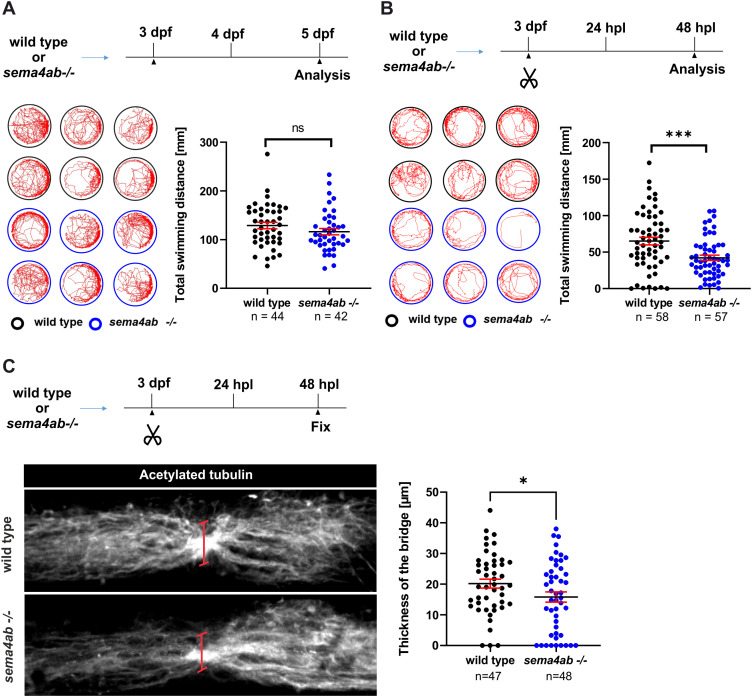
Disruption of *sema4ab* impairs recovery of swimming behavior. **(A)** A test of swimming behavior at 5 dpf in unlesioned larvae shows no change in swimming distance in *sema4ab* germline mutants, compared to wildtype controls (wild type: 128.8 mm/min ± 6.657; *sema4ab* −/−: 116.2 mm/min ± 6.504; Unpaired *t* test: *p* = 0.1798). **(B)** A test of swimming behavior at 48 hpl in 5 dpf larvae shows a reduction in swimming distance in *sema4ab* germline mutants (wild type: 76.98 mm/min ± 8.846; *sema4ab* −/−: 42.15 mm/min ± 5.508; Mann–Whitney *U* test: *p* = 0.0005). **(C)** In *sema4ab* mutants the axonal fiber bundle crossing the injury site shows reduced thickness, compared to controls at 48 hpl (wild type: 20.20 µm ± 1.5; *sema4ab* −/−: 15.8 µm ± 1.7; one-tailed *t* test: *p* = 0.0253). Error bars show SEM. Scale bars: 50 µm. Data files for graphs available in S2 Data.

Since recovery from spinal injury strongly correlates with axon regrowth across the lesion [30], we tested whether axon regrowth would be reduced in *sema4ab* mutants. We assessed the thickness of the neuronal tissue bridge across the lesion by immunolabeling of axons re-connecting the spinal cord stumps in germline mutants for *sema4ab* (Fig 6C) [30]. Indeed, we observed a 25% reduction in the thickness of the axonal bridge at 48 hpl in lesioned *sema4ab* germline mutant animals, compared to lesioned wild type control animals. These results demonstrate that *sema4ab* does not detectably affect development of the locomotor system, but is necessary for efficient recovery of swimming function and axon regrowth after injury.

### Disruption of *plxnb1a/b* augments regenerative neurogenesis

Enriched expression of *plxnb1a* and *plxnb1b* in ERGs after injury made these good candidates for receiving a *sema4ab* signal. Therefore, we disrupted *plxnb1a* and *plxnb1b* by haCR injection. Internal RFLP controls confirmed high efficiency of the haCRs and mRNA expression was reduced by 55%–60% for these genes (S6A Fig). While single somatic mutations had no effect (Fig 7A and 7B), simultaneous mutation of *plxnb1a* and *plxnb1b* by co-injecting the respective haCRs increased numbers of newly generated motor neurons (EdU+/*mnx1:GFP*+) by 55% at 48 hpl (Fig 7C). Disruption of *plxnb2b*, which was also expressed in ERGs, and its paralog *plxnb2a* (S6B–S6E Fig), had no effect in regenerative neurogenesis (S6F–S6H Fig).

**Fig 7:**
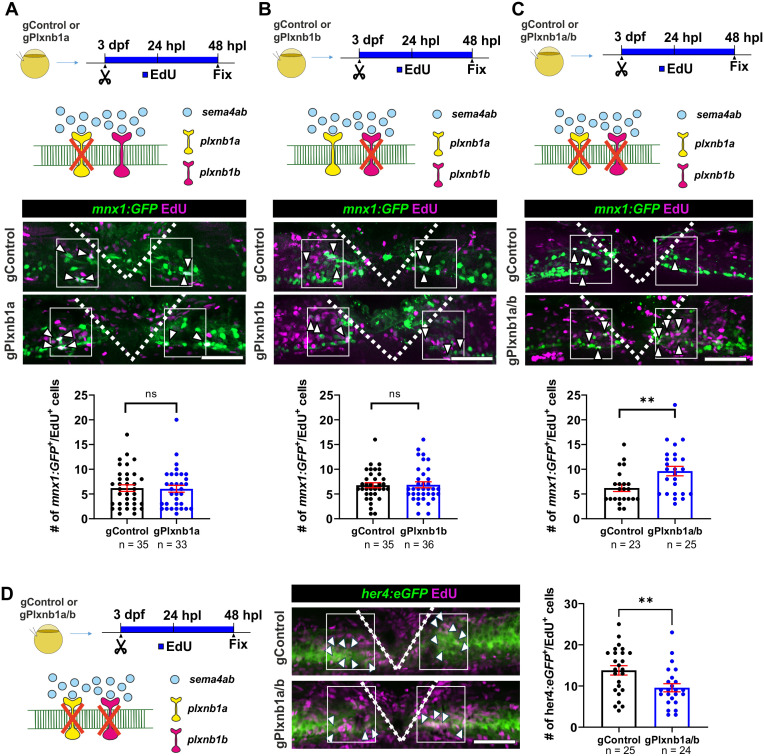
Combined *plxnb1a* and *plxnb1b* loss of function increases regenerative neurogenesis. Photomicrographs are oriented as in Fig 2. **(A,B)** Regenerative neurogenesis is not changed in single somatic mutants for *plxnb1a* (A, gControl: 6.2 cells per larva ± 0.66; gPlxnb1a: 6.1 cells per larva ± 0.71; Mann–Whitney *U* test: *p* = 0.8371) and *plxnb1b* (B, gControl: 6.8 cells per larva ± 0.52; gPlxnb1b: 6.9 cells per larva ± 0.60; Mann–Whitney *U* test: *p* = 0.6511). **(C)** Regenerative neurogenesis is increased in double somatic mutants of *plxnb1a and plxnb1b* (gControl: 6.2 cells per larva ± 0.71 cells per larva; gPlxnb1a/b: 9.6 cells per larva ± 0.96; Mann–Whitney *U* test: *p* = 0.0057). **(D)** Lesion-induced proliferation of ERGs (*her4.1:EGFP+*/*EdU+*) is decreased in double somatic mutants for *plxnb1a/b* (gControl: 5.4 cells per larva ± 0.9; gSema4ab: 10.77 cells per larva ± 1.8; Mann–Whitney *U* test: *p* = 0.0219). Error bars show SEM. Scale bars: 50 µm. Data files for graphs available in S2 Data.

To determine whether disrupting *plxnb1a* and *plxnb1b* affected ERG proliferation, we cumulatively labeled *her4.1:EGFP*-expressing ERGs with EdU in lesioned animals in which both *plxnb1a* and *plxnb1b* were disrupted. We observed a 30% reduction in the number of EdU-labeled ERGs, compared to lesioned control gRNA-injected larvae (Fig 7D). Together, that indicated that *plxnb1a* and *plxnb1b* activity attenuated neuronal differentiation. Hence, disrupting *plxnb1a/b* partially replicated the effect of *sema4ab* mutation, with a lower increase in the number of newly generated neurons and, differently from *sema4ab* disruption*,* a decrease in the number of EdU-labeled ERGs. This suggested that while some direct signaling from microglia to ERGs was likely, there was probably also a major indirect effect of *sema4ab* on ERGs via the lesion site environment.

### Disruption of *sema4ab* reduces the number of microglia but does not change numbers of other invading cell types

To characterize the influence of *sema4ab* on the lesion site environment *in situ*, we analyzed the numbers of cells invading the lesion site with known roles in regeneration, namely neutrophils [70], microglia, BDMs [71], and fibroblast-like cells [37,30]. The number of neutrophils (*mpx:GFP*+) in the lesion site was unchanged between lesioned control gRNA-injected larvae and *sema4ab* haCR-injected larvae at 4 hpl (peak of neutrophil invasion, [71] and 24 hpl (S7A–S7C Fig). Also, the density of fibroblasts (*pdgfrb:GFP+*) also remained unchanged in the absence of *sema4ab* function at 24 hpl (S7D Fig).

For BDMs and microglia (*mpeg1:mCherry*+) we observed a moderate reduction in number by 12% in *sema4ab* haCR injected larvae (S7E Fig) at 24 hpl. To determine whether microglia and BDMs would be differently affected in the absence of *sema4ab*, we separately quantified BDMs and microglia by co-labeling with the 4C4 microglia marker antibody [32]. This showed that BDMs (*mpeg1:mCherry+/*4C4−) did not change in cell numbers, whereas microglia numbers (*mpeg1:mCherry+/*4C4+) were reduced by 25% (Fig 8A).

**Fig 8:**
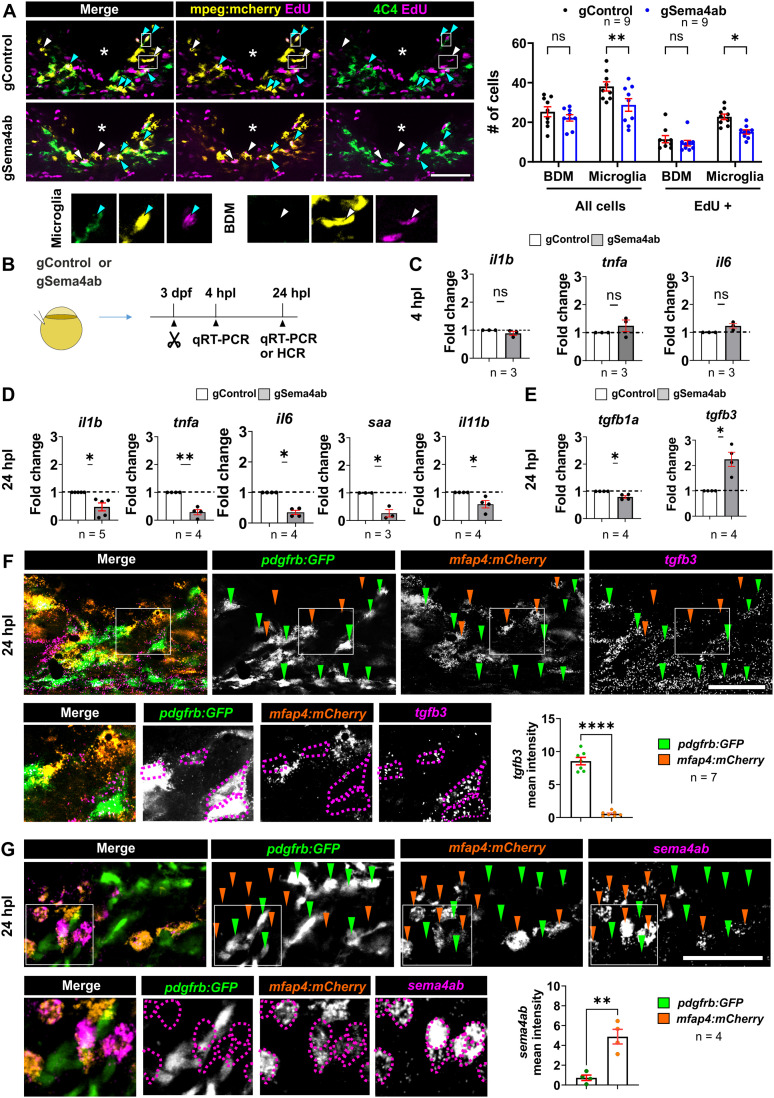
Loss of *sema4ab* function in microglia changes the cytokine profile of the lesion site and increases *tgfb3* expression fibroblasts. **(A)** There is a reduction in microglia cell number (gControl: 38.11 ± 2.3 cells per larvae, Microglia 28.78 ± 3.2 cells per larvae) but not for BDMs (gControl: 25.33 cells per larvae ± 2.5, gSema4ab: 22.22 cells per larvae ± 1.6) in sema4ab somatic mutants. The number of EdU-incorporating cells (incubation from lesion at 3 dpf to analysis at 24 hpl) is also reduced for microglia (gControl 22.8 ± 1.4 cells per larvae; gSema4ab 15.11 ± 1.1 cells per larvae), but not BDMs (gControl 11.4 ± 1.8 cells per larvae; gSema4ab 9.4 ± 1.4 cells per larvae) (Šídák’s multiple comparisons test: BDM *p* = 0.7388; Microglia *p* = 0.0077, BDM/EdU *p* = 0.9328, Microglia/EdU *p* = 0.0392). **(B)** A schematic indicating the experimental design for cytokine quantification by qRT-PCR is shown. **(C)** qRT-PCR analyses of major pro-inflammatory cytokines in *sema4ab* somatic mutants show no differences to injured control gRNA-injected larvae at 4 hpl (One-sample *t* test; *il1b*: *p* = 0.2526; *tnfa*: *p* = 0.3623; *il6*: *p* = 0.1028). **(D)** At 24 hpl, *sema4ab* somatic mutants show decreased expression levels of pro-inflammatory cytokines and markers (One-sample *t* test*; il1b*: −2.12 fold-change, *p* = 0.0212; *tnfa*: −3.58 fold-change, *p* = 0.0047; *il6*: −2.94 fold-change, *p* = 0.0024; *saa*: −3.84 fold-change, *p* = 0.0311; *il11b*: −1.73 fold-change, *p* = 0.0495). **(E)** While the anti-inflammatory cytokine *tgfb1a* shows a slight decrease (−1.26 fold-change, One-sample *t* test; *p* = 0.0251), *tgfb3* is substantially increased in expression in *sema4ab* somatic mutants (+2.24 fold-change, One-sample *t* test; *p* = 0.0210). (**F)** HCR-FISH against *tgfb3* in the *pdgfrb:GFP* × *mfap4:mCherry* double transgenic line shows expression of *tgfb3* in *pdgfrb:GFP*+ cells (green arrowheads) and hardly in *mfap4:mCherry*+ cells (orange arrowheads) (*pdgfrb:GFP*: 8.557 [a.u]; *mfap4:mCherry:* 0.5726 [a.u]; Unpaired *t* test: *p* < 0.0001). Purple dotted circles point at *tgfb3*-expressing cells. **(G)** HCR-FISH against *sema4ab* in the the *pdgfrb:GFP* × *mfap4:mCherry* double transgenic line shows hardly any expression of *sema4ab* in *pdgfrb:GFP*+ cells (green arrowheads), but in *mfap4:mCherry*+ cells (orange arrowheads) (*pdgfrb:GFP*: 0.7313 [a.u]; *mfap4:mCherry:* 4.883 [a.u]; Unpaired *t* test: *p* = 0.0019). Purple dotted circles point at *sema4ab*-expressing cells. Each dot for qRT-PCR represents a pool of 50 larvae. β-actin was used as housekeeping gene. Raw data for qRT-PCR can be found in S5 and S6 Data. Error bars show SEM. Scale bars: 50 µm. Data files for graphs available in S2 Data.

We also assessed potential changes in proliferation of BDMs and microglia using cumulative EdU labeling in combination with immunohistochemistry with 4C4 labeling in the *mpeg1:mCherry* reporter line (Fig 8A). This showed that 44% of BDMs and 57% of microglia were newly generated in control animals after injury. The number of newly generated BDMs (*mpeg1:mCherry+*/ EdU+ /4C4−) was not changed in *sema4ab* somatic mutants after lesion. In contrast, the number of newly generated microglia (*mpeg1:mCherry+*/EdU+/4C4+) was reduced by 33%. Hence, microglia numbers were reduced, likely related to impaired proliferation in the absence of *sema4ab.*

We next analyzed phagocytosis of cellular debris, which is one of the major behaviors of BDMs/microglia [72]. We used acridine orange staining to detect levels of cellular debris as a proxy for efferocytosis. The average fluorescence intensity of acridine orange in the lesion site was comparable between control gRNA-injected larvae and *sema4ab* somatic mutants at 24 hpl (S7F Fig). Similarly, the number of BDMs/microglia with acridine orange-positive inclusions, as indicators of phagocytosed debris, did not show differences in these experimental groups (S7G Fig). This indicates that efferocytosis of debris by BDMs/microglia was not quantitatively altered in *sema4ab-*deficient animals.

### Cytokine signaling is altered in *sema4ab*-deficient animals

Changes in cytokine levels, as indicated by our scRNA-seq analysis, can have profound effects on cell behavior. Additionally, changes in immune cell numbers, like a microglia reduction, can affect the overall cytokine release in the injury site and condition the inflammatory milieu. Therefore, we analyzed expression levels of *serum amyloid A* (*saa*), an inflammation marker and regulator of cytokine release [73], and major pro- (*il1b, tnfa, il6, il11b*) and anti- (*tgfb1a, tgfb3*) inflammatory cytokines [74] in the lesion site environment in control gRNA- and *sema4ab* haCR-injected lesioned larvae by qRT-PCR at 4 and 24 hpl (Fig 8B). *il1b*, *tnfa*, and *il6* did not show any changes at 4 hpl (Fig 8C), when the immune response was dominated by neutrophils. However, reduced expression levels of pro-inflammatory cytokines *il1b* (by 50%), *tnfa* (by 75%), and *il6* (by 65%), together with those of *il11b* (by 45%) and *saa* (by 75%), were detected at 24 hpl (Fig 8D), when microglia dominated the injury site. At that time point, levels of *tgfb1a* expression were slightly reduced (by 20%), whereas those of *tgfb3* were more than doubled (120% increase; Fig 8E). In histology, overall fluorescence intensity for *il1b:GFP* and *tnfa:EGFP* was likewise reduced in *sema4ab* somatic mutants (S8A–S8C Fig). There was also a reduction (11%) in the labeling intensity for *il1b* specifically in microglia (*apoeb+,* S8D Fig). Overall, a combination of a reduction in microglia number, activation state, and influence on other lesion site cells led to a shift from a pro-inflammatory to an anti-inflammatory lesion environment in the absence of *sema4ab* function.

Interestingly, after co-disruption of *plxnb1a/b,* cytokine expression levels of *il1b, tnfa, il6 and tgfb3* remained unchanged in these animals in qRT-PCR (S8E and S8F Fig). Hence, *plxnb1a/b* do not mediate the *sema4ab*-dependent changes in the inflammatory milieu, supporting that their action on neurogenesis could be due to ligand-receptor interactions in ERGs and not by changing the inflammatory milieu of the lesion.

### Fibroblasts increase *tgfb3* expression in the absence of *sema4ab* function in immune cells

Next, we analyzed the cell type(s) expressing *tgfb3*, since scRNA-seq predicted the cytokine not to be strongly expressed in immune cells. In HCR-FISH, the labeling intensity of *tgfb3* mRNA was generally increased in *sema4ab* somatic mutants compared to control gRNA-injected controls, in agreement with qRT-PCR results (S9A Fig). 

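A *tgfb3* UMI was found in 24.7% of fibroblast-like cells of gControl (23.1% to 26.5%), 15.7% in gSema4abR1 and 16.0% in gSema4abR2, at median depths of 7201, 6691.5 and 7109.5 UMIs. Thinned cells gave 8.80%, 5.18% and 5.41%. Macrophage/microglia-like cells gave 0.181%, 0% and 0.509% at median depths of 16102.5, 14737 and 12245 UMIs, where 0 of 545 cells allows a share of up to 0.675%. The share in red blood cell-like cells, taken as background, was 0.288%, 0.145% and 0.306%.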

Remarkably, expression of *tgfb3* in fibroblasts (*pdgfrb*+), but not in BDMs or microglia was observed in scRNA-seq (see Fig 2F). In agreement with scRNA-seq, in HCR-FISH co-localization studies the *tgfb3* signal was hardly detectable in BDM/microglia cells (*mfap4*:*mCherry*+). Instead, the signal was present mostly in fibroblasts (*pdgfrb:GFP*+; Fig 8F) and increased by 20% in the absence of *sema4ab* function (S9B Fig). Conversely, *sema4ab* was hardly detectable in fibroblasts in the lesion by HCR-FISH, but in *mfap4:mCherry*+ cells (Fig 8G). This suggested a scenario in which predominant expression of *sema4ab* in microglia influences the lesion site environment in such a way that *tgfb3* production by fibroblasts is reduced.

Indeed, live observation of BDMs/microglia (*mfap4:mCherry*) and fibroblasts *(pdgfrb:GFP)* from 10 to 25 hpl indicated close physical interactions between these cell types in the injury site, where *mfap4:mCherry+* cells move along elongated stationary fibroblasts (S9C and S9D Fig, S1 and S2 Movies). No obvious differences in these cell behaviors were detectable between control gRNA- and *sema4ab* haCR-injected larvae. These data suggest that BDMs/microglia are in close contact with fibroblasts and may modify the microenvironment, such that *tgfb3* expression in fibroblasts is attenuated in a *sema4ab*-dependent manner.

To determine whether microglia were indeed responsible for attenuating *tgfb3* expression, we genetically depleted microglia using the *csf1ra/b* double mutant line, in which disruption of *csf1r* receptors lead to a strong impairment in microglia development and recruitment to a spinal lesion [71,75], which we confirm here (S10A and S10B Fig). In this mutant, we observed an 1.9-fold increase in *tgfb3* levels in lesioned *csf1ra/b* double mutants, compared to lesioned wild type larvae, which was comparable to the consequences of *sema4ab* loss of function (S10C Fig). This observation is consistent with microglia negatively impacting on *tgfb3* expression in fibroblasts.

To determine whether microglia may have affected *tgfb3* expression via the observed increase in the expression of major pro-inflammatory signals *il1b* and *tnfa* after *sema4ab* disruption, we disrupted these pathways by YVAD treatment (inhibition of IL-1b processing; [71]) and in *tnfrsf1a* (expressed by fibroblasts; S10D–S10F Fig; [42]) somatic mutants. However, these manipulations failed to change *tgfb3* expression levels in lesioned animals at 24 hpl, as measured by qRT-PCR, indicating more complex potential interactions between microglia and fibroblasts. This could be via additional cytokine receptors expressed by fibroblasts (S10F Fig).

### *tgfb3* is enriched in specific fibroblasts clusters and in close contact with ERGs and growing axons

To characterize *tgfb3*-expressing fibroblasts, we analyzed the fibroblast clusters defined by unsupervised clustering in our scRNA-seq dataset (S11A Fig), and we performed an analysis of the most highly enriched gene expression per cluster (S11B Fig). We found that the 7 clusters of fibroblasts were differentially enriched in marker genes (S11C Fig; see S4 Data for citations). Based on these, we tentatively annotated them as: ECM-associated fibroblasts (FB#1; enriched marker genes: *hapln1b, HAPLN1, fbln1c*), mesenchymal fibroblasts (FB#2; enriched marker genes: *six1b, eya1, eomesa*), perivascular fibroblasts (FB#3; enriched marker genes: *foxc1a, fixd1, col18a1b, cldn11a*), signaling-related fibroblasts (FB#4; enriched marker genes: *fgf8a, fgf8b, fsta*), signaling-related fibroblasts 2 (FB#5; enriched marker genes*: asip1, agrp, grem1a*), immune-related fibroblasts (FB#6; enriched marker genes: *masp1, fgl2, COLEC10, tnfsf14*) and myofibroblasts (enriched marker genes: *acta2, desmb, cald1b, mylkb, pdlim3a*). Among these clusters, those representing mesenchymal fibroblasts, signaling-related 1 fibroblasts, immune-related fibroblasts, and myofibroblasts showed enriched expression of *tgfb3* (S11D Fig). However, scRNA-seq did not indicate specific increases in expression or cell numbers after *sema4ab* disruption, making it difficult to positively identify the relevant sub-population(s).

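The fibroblast-like clusters made here differed in their level of *tgfb3*, and they were not matched to the annotations of the paper. In gControl, cluster 34 had 202 CPM, cluster 19 had 88.2, cluster 5 had 64.3, cluster 8 had 46.6 and cluster 1 had 43.4. Clusters 10 and 23 were lowest, with 17.1 in cluster 10. Cluster 34 was named by 6 fibroblast markers, *col12a1a*, *col1a2*, *col5a1*, *dcn*, *pdgfra* and *pdgfrb*, but its leading genes include the tendon genes *tnmd* and *scxa* as well as *comp* and *col22a1*, so that it need not be a fibroblast cluster. Cluster 18, which was led by smooth muscle genes and left unnamed, had 157. Outside these cells, notochord-like cells had 112.

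**Figure D4:**
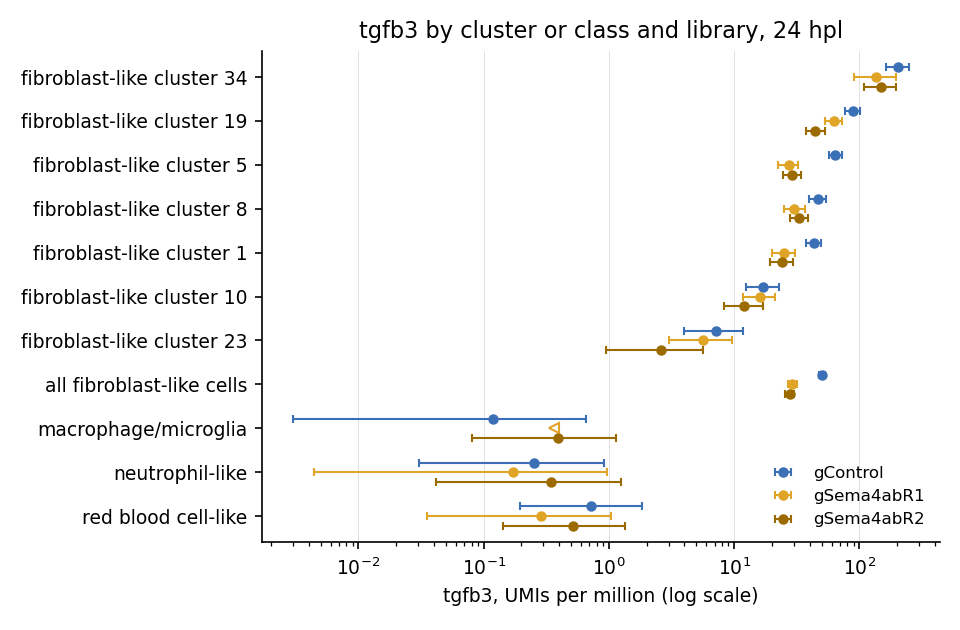
*tgfb3* in CPM (log axis) in the 7 fibroblast-like clusters, in all fibroblast-like cells and in the macrophage/microglia-like, neutrophil-like and red blood cell-like classes, as points for gControl, gSema4abR1 and gSema4abR2 with exact Poisson 95% intervals and with open triangles at the level that 3 counts allow where no UMI was found. Cluster 34 stands highest among the fibroblast-like clusters, at 202, 135 and 148.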

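Over all fibroblast-like cells, the log2 ratio of *tgfb3* was -0.82 (-0.94 to -0.70), on 1031, 579 and 590 UMIs. TMM factors, which moved the median of all genes in these cells by 0.23, gave -0.59 and moved it most. The ratio was below 0 in all 7 clusters, from -1.19 to -0.28, and the intervals of clusters 10 and 23 included 0. Cluster 18 had a ratio of -0.79 (-1.07 to -0.52). The share of fibroblast-like cells among all cells had a log2 ratio of 0.04 (-0.03 to 0.11). The lower *tgfb3* here is opposite in direction to the rise that the paper reports by qRT-PCR and, within fibroblasts, by HCR-FISH. Those are unlike measures on other samples.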

To assess whether *tgfb3*-expressing fibroblasts were close to ERGs and axons to potentially directly affect these, we performed histology and *in vivo* imaging. *tgfb3*-expressing fibroblasts (*tgfb3+/pdgfrb:GFP*) were found throughout the thickness of the trunk tissue by HCR, including in the lesion, where axons grow, and on the surface of the spinal stumps, which contained the ERGs (S11E Fig). In live the double-transgenic animals, in which fibroblasts and axons are labeleld (*pdgfrb:GFP x elavl3:mkate*), we observed axons in close contact with fibroblasts (S11F Fig). In double transgenic animals labeling fibroblasts and motor neuron progenitors (*pdgfrb:GFP x olig2:dsRed*), we found fibroblasts in the vicinity of ERGs (S11G Fig). This is consistent with potential diffusible signaling of *tgfb3* to both axons and ERGs.

### Fibroblasts promote regenerative neurogenesis via *tgfb3*

The observed increase of *tgfb3* expression levels in fibroblasts after *sema4ab* disruption could affect neurogenesis [76]. To test the role of *tgfb3* in regenerative neurogenesis in the zebrafish spinal cord, we effectively disrupted the gene in somatic mutants, as shown previously [48]. We verified effective gene disruption here by demonstrating resistance of the target site of the haCR to restriction enzyme digestion in RFLP and by showing a 70% reduced *tgfb3* mRNA expression in qRT-PCR (S9E Fig). In addition, we used a temporally conditional way to reduce Tgfb signaling by pharmacologically blocking Tgfb receptors with the small molecule inhibitor SB431542 [77]. Somatic mutants for *tgfb3* showed a 45% reduction in the number of newly generated motor neurons (EdU+/*mnx1:GFP*+) after spinal lesion, compared to control gRNA-injected lesioned larvae at 48 hpl (Fig 9A). Similarly, adding SB431542 to lesioned larvae reduced the number of newly generated motor neurons by 45%, compared to DMSO treated controls, at 48 hpl (Fig 9B).

**Fig 9:**
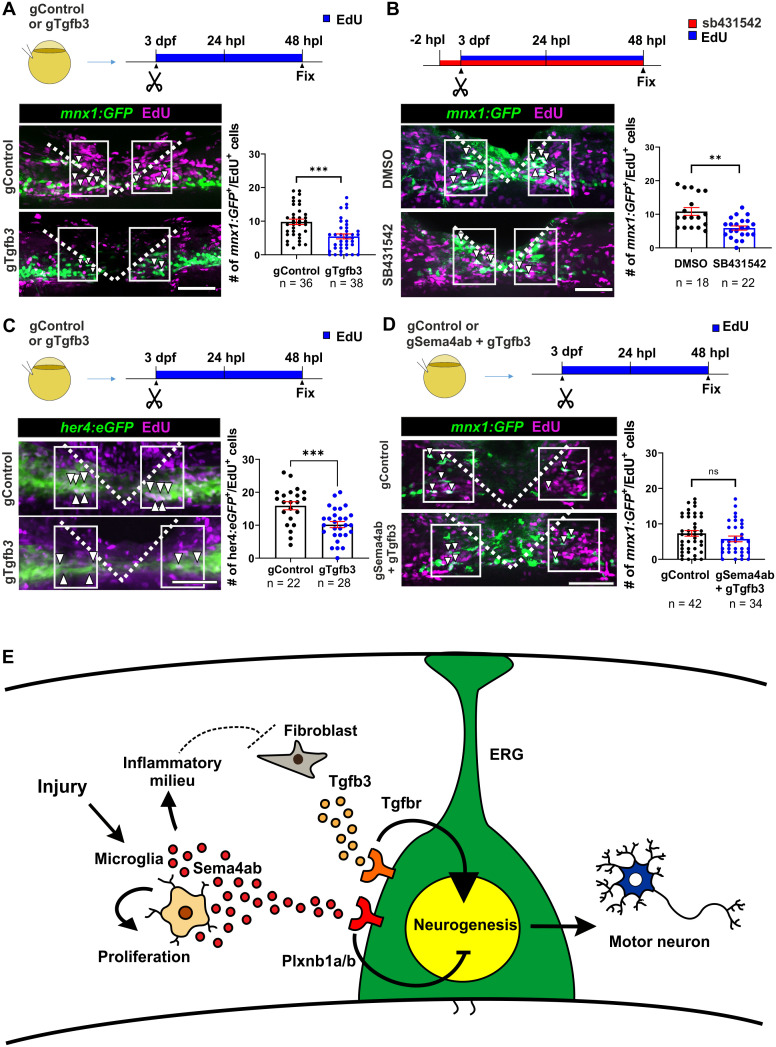
Fibroblasts promote regenerative neurogenesis via *tgfb3.* **(A)** Somatic mutants for *tgfb3* show a reduction in the number of newly generated motor neurons (gControl: 9.8 cells per larva ± 0.8; gTgfb3: 5.5 cells per larva ± 0.7; Mann–Whitney *U* test: *p* = 0.0001). **(B)** SB431542 treatment reduces regenerative neurogenesis (DMSO: 10.8 cells per larva ± 1.15; SB431542: 5.9 cells per larva ± 0.63; Mann–Whitney *U* test: *p* = 0.0011). **(C)** Lesion-induced proliferation of ERGs (*her4.1:EGFP+*/*EdU+*) is decreased in somatic mutants for *tgfb3* (gControl: 15.91 cells per larva ± 1.2; gTgfb3: 10.18 cells per larva ± 0.9; Unpaired *t* test: *p* = 0.0004). **(D)** Double haCR injection against *sema4ab* and *tgfb3* restores control levels of regenerative neurogenesis (gControl: 8.1 cells per larva ± 0.7; gSema4ab+gTgfb3: 6.6 cells per larva ± 0.8; Mann–Whitney *U* test: *p* = 0.1523). **(E)** A graphical summary of proposed interactions of *sema4ab* during spinal cord regeneration is shown. After spinal injury, microglia likely control neurogenesis directly by signaling through Sema4ab and Plxnb1a/b on ERGs, and indirectly by changing the injury site environment, which leads to lower expression of *tgfb3*, a positive regulator of regenerative neurogenesis, in fibroblasts. Additionally, Sema4ab controls microglia number by promoting cell proliferation. Error bars show SEM. Dotted lines show the injury site. Scale bars: 50 µm. Data files for graphs available in S2 Data.

To determine whether disrupting *tgfb3* also affected ERG proliferation, we cumulatively labeled *her4.1:EGFP*-expressing ERGs with EdU in *tgfb3 somatic* mutants (Fig 9C). We observed a 35% reduction in the number of EdU-labeled ERGs. These observations support a promoting role of *tgfb3* for regenerative neurogenesis by promoting ERG progenitor cell proliferation. The results are also consistent with the observed increase in ERG proliferation after *sema4ab*, but not *plxnb1a/b,* disruption, potentially by increasing *tgfb3* expression.

### Disruption of *tgfb3* abolishes the effect of *sema4ab* disruption on lesion-induced neurogenesis

To determine whether control of *tgfb3* expression by Sema4ab signaling could explain at least in part the role of *sema4ab* in attenuating regenerative neurogenesis, we disrupted both genes simultaneously by co-injecting *sema4ab* and *tgfb3* haCRs. Disruption of both genes was effective, as indicated by internal RFLP controls for both targets. In these larvae, lesion-induced generation of motor neurons (EdU+/*mnx1:GFP+*) was comparable to those in lesioned control gRNA-injected larvae (Fig 9D), fully abolishing the enhancing effect of *sema4ab* disruption on neurogenesis. These data show that *tgfb3* is a strong neurogenesis-promoting signal in fibroblasts and that it is controlled via *sema4ab,* which is predominantly expressed in microglia.

Interestingly, the reduction of neurogenesis when *sema4ab* and *tgfb3* were co-disrupted was stronger than expected, given the potential contribution of a *sema4ab* to *plxnb1a/b* direct signaling axis, which would still be disrupted in the absence of *sema4ab*. A likely reason for that was that haCRs almost completely disrupted gene function and could not be titrated to match expression levels of *tgfb3* present in control lesioned animals. Overall, these observations suggest that control of *tgfb3* expression in fibroblasts is a major mechanism by which *sema4ab*^*+*^ microglia attenuate lesion-induced neurogenesis.

### Potential *sema4ab* signaling in adult zebrafish and mouse spinal cord injury

To determine whether cell type-specific expression of *sema4ab, plexins* and *tgfb3* is conserved across ontogeny and phylogeny, we analyzed expression of relevant genes in published scRNA-seq profiles of the lesioned spinal cord of adult zebrafish [26] and adult mice [78].

In adult zebrafish, we found expression of *plxnb1a* and *plxnb1b* in clusters of *her4.1*+ ERGs. In scRNA-seq data, *sema4ab* reads were present in microglia (*p2ry12+*)*. tgfb3* reads were present in fibroblasts (*pdgfrb+*), but not in immune cells (S12A and S12B Fig). We confirmed expression of *plxnb1a and plxnb1b* this by HCR-FISH in cross sections of adult spinal cord, where we found expression in the ventricular layer (S12C Fig).

Similarly, in the sample from the lesioned spinal cord of adult mice, we found selective expression of *Sema4A* in microglia (*P2ry12+*) and *Plxnb1* selectively in potential ventricular progenitors (*Foxj1+*). *Tgfb3* was expressed in fibroblasts (*Pdgfra+*), but not in microglia (S13A and S13B Fig). This indicated that in the injured adult zebrafish and mouse spinal cords, the relevant genes are expressed in comparable cell types. However, whether expression levels and dynamics are sufficient for similar interactions between cell types as we observe in larval zebrafish to occur in other systems needs to be directly tested.

In summary, we propose a model by which Sema4ab from microglia controls neurogenesis directly through Plxnb1a/b on ERGs and indirectly via control of fibroblast-derived Tgfb3 in successful spinal cord regeneration in zebrafish (Fig 9E).

## Discussion

Here, we elucidate a mechanism by which regenerative neurogenesis is controlled in a regeneration-competent vertebrate. We show that *sema4ab*, mainly expressed by microglia, influences several cell types. We provide evidence for major functions of Sema4ab in preventing ERG progenitor over-proliferation directly via Plxnb1a/b receptors on ERGs and indirectly, by inhibiting Tgfb3 signaling from fibroblasts.

Even though mostly regeneration-promoting signals are reported for regenerating systems, regulation of growth is indispensable for appropriate repair. Here we show that expression of *sema4ab* attenuates regenerative neurogenesis. Some other attenuating signals have also been reported. For example, notch signaling is re-activated after spinal injury in adult zebrafish and attenuates neurogenesis there [79] and *myostatin a* is a secreted factor by spinal ventricular cells that also attenuates regenerative neurogenesis [31]. In a recent functional screen in the regenerating retina of adult zebrafish, 11 out of 100 regeneration-associated genes have been found to promote and 7 genes to attenuate neuronal regeneration [80]. Interestingly, when a stroke is induced or Notch signaling is disrupted, limited neurogenesis can be elicited from ependymal cells in the lateral ventricles of mice, but this leads to depletion of the ependymal cells [22]. Hence, attenuating factors are likely needed to keep the balance between progenitor maintenance and neuronal differentiation in successful regenerative neurogenesis.

Microglia may signal directly to ERGs to attenuate regenerative neurogenesis. Both signal (*sema4ab*) and receptors (*plxnb1a/b*) were expressed with high selectivity in microglia and ERGs, respectively, as indicated by HCR-FISH. However, other cell types may also express low levels of these genes, as suggested by scRNA-seq. Direct signaling from BDMs to ERGs has been shown for Tnfa, but with a promoting effect on neurogenesis [42]. In mammals, microglia also attenuate regenerative neurogenesis in the subventricular zone and hippocampus, which is related to the microglia’s pro-inflammatory status and may in part explain the poor regenerative outcome there [81–83].

Sema4ab interactions may affect regenerative neurogenesis in two ways, firstly by attenuating neuronal differentiation via *plxnb1a/b* expression on ERGs and secondly by reducing ERG proliferation via negatively controlling *tgfb3* expression in fibroblasts. Disruption of *plxnb1a/b* only partially replicated the *sema4ab* phenotype by also showing increased neuronal differentiation, but at the expense of ERGs. Interestingly, in mice, mutating Sema4A receptors *PlxnB1* and *PlxnB2* similarly decreased proliferative activity of progenitors, but increased their differentiation in the developing cortex, leading to a net effect of reduced neurogenesis [41]. Increased EdU labeling in ERGs after *sema4ab* disruption, may be attributable to increased levels of *tgfb3* expression, since we demonstrate here that the *tgfb3* promotes ERG proliferation (discussed below). A balance between the activation of Plexinb1 receptors and Tgfb3 levels might explain the overall effects of Sema4ab in attenuating both proliferation and differentiation in ERGs.

We here demonstrate that *sema4ab* signaling regulates expression of *tgfb3*, a crucial signaling molecule, in fibroblast-like cells *in vivo* [62]. We detect *tgfb3* expression only in fibroblasts by HCR-FISH and scRNA-seq, and *sema4ab* mostly in microglia. Hence, changes of *tgfb3* expression after *sema4ab* disruption are most likely a consequence of the perturbed cytokine environment. Our data indicate that fibroblast-produced Tgfb3 promotes regenerative neurogenesis. Exogenous TGFB3 has been shown to be a mitogen for retinal cells of the developing rat in vitro [84], such that Tgfb3 could act on progenitor cells directly in the lesioned spinal cord. However, fibroblast-derived Tgfb3 also mitigates inflammation in the lesioned spinal cord of larval zebrafish, indicating additional systemic functions of the cytokine [62]. In the adult zebrafish retina, Tgfb3 has been shown to increase pSmad levels in Müller glia, the retinal progenitor cells, and inhibit their injury-induced proliferation [76]. However, there is also evidence for pro-regenerative functions of Tgfb3 in zebrafish retina regeneration, perhaps through indirect effects [85–87]. This indicates context-dependent functions for Tgfb3 in neural development and regeneration.

In addition to signaling to other cell types, *sema4ab* may also maintain the activation state of microglia. KEGG analysis in microglia clusters highlighted reduced activity of important activation pathways, related to bacterial (Toll-like receptors), viral (RIG-I) response, and initiation of the inflammatory response [55–57] to be changed after disruption of *sema4ab*. In addition, the top down-regulated genes, including activation markers such as *grn1* [88], confirm this change in activation state. Finally, we found reduced expression of pro-inflammatory cytokines in microglia. Since the activation state of microglia affects cytokine signaling [89], it was not surprising to detect significant changes in the abundance of different cytokines, in particular a reduction of pro-inflammatory ones, in the absence of *sema4ab.* In mammals, microglia cells also express Sema4A [38,39], including in a spinal lesion site, as analyzed here. In agreement with our findings, injecting exogenous Sema4A into the mouse brain increased activation of microglia there [90]. Mammalian macrophages also increase *Sema4A* expression when activated by lipopolysaccharides [39].

Interestingly, we observed reduced expression of *tgfb1* when *sema4ab* was disrupted. Although Tgfb1 and Tgfb3 belong to the same ligand family, reports show that Tgfb1 and Tgfb3 have opposing roles in terms of scar resolution; Tgfb1 is widely described as pro-fibrotic, whereas Tgfb3 has been associated with scar resolution and scar-less healing in wound injury models [91]. Thus, antagonistic roles have been described. Therefore, the reduction of *tgfb1a* in our spinal cord injury together with the upregulation of *tgfb3* may contribute to a pro-regenerative shift in the lesion environment after *sema4ab* disruption.

How microglia signal to fibroblasts is still unclear. While we show that *sema4ab* and microglial cells are necessary to reduce *tgfb3* expression in fibroblasts, disruption of of potential receptors had no effect on *tgfb3* expression levels (*plxnb1a/b*) or regenerative neurogenesis (*plxnb2a/b*). Inhibiting Il-1beta or Tnf signaling also produced negative results. However, a number of other potential receptors for Sema4ab (*havcr1, havcr2, nrp1b, plxnd1*) [46,92] or for microglia-derived cytokines (e.g., *il6st* or *il11ra*) could also play a role in the complex signaling interactions of different cell types in the injury site.

Our re-analysis of mouse scRNA-seq data shows that microglia in a spinal injury site in mice selectively express *Sema4A,* spinal progenitors express *Plxnb1* and fibroblasts express *Tgfb3*. Hence, in principle, Sema4A could also contribute to inhibition of neurogenesis in the lesioned spinal cord of mice. A relatively stronger Sema4A signal in mice than in zebrafish could tip the balance to inhibition of neurogenesis after spinal injury. Selective expression of *Tgfb3* in fibroblasts indicates the possibility for similar suppression of *Tgfb3* in fibroblasts in an environment that is conditioned by Sema4A from microglia in a non-regenerating system. The interactions between fibroblasts and immune cells after CNS injury in mammals are highly dynamic, such that *in vivo* experiments would be needed to determine whether expression levels in mice are adequate to establish such interactions [35].

We show that *sema4ab* promotes axonal growth and swimming function recovery, while regenerative neurogenesis is reduced. This raises the possibility that enhancing neurogenesis beyond an optimal level may interfere with other regenerative outcomes, such as axon regrowth or functional recovery, perhaps through mal-adaptive integration into the repaired circuitry. For example, excessive neurogenesis in the hippocampus after stroke impairs memory, which in turn can be rescued by experimentally reducing levels of neurogenesis [23]. However, whether the observed effects on regenerative neurogenesis and axonal regrowth are connected is still unclear. Alternatively, *sema4ab* could act directly on axonal guidance, for instance via Sema4 receptors such as neuropilins [93], which can act as axon guidance receptors [94]. The altered cytokine environment is also likely to contribute to reduced axonal regrowth in the absence of *sema4ab* function*.* This could happen, for example, through modulation of the ECM [95,96].

### Study limitations

First, while the genes we manipulate (*sema4ab, plxnb1a/b,* tgfb3) show strong enrichment in the cell types of interest, we cannot exclude that our global perturbation approaches had inadvertent effects on other cell types with low expression levels. Second, direct signaling from microglia to fibroblasts cannot be comprehensively addressed, indicating a high degree of complexity of cell interactions within the injury environment. Third, although the pharmacological inhibition of *tgfb* signaling (SB431542) aligns with the results obtained using somatic mutants for *tgfb3*, the drug can affect multiple ALK receptors, and therefore the conclusions obtained from this experiment should be considered cautiously.

### Conclusions

We conclude that the microglia activation state is crucial for the outcome of a spinal injury. The balance of pro- and anti-regenerative signals from multiple cell types determines the regenerative outcome. Single-cell -omics approaches are well placed to unravel such complexity. Here, we identify *sema4ab,* predominantly expressed in microglia, as a potentially evolutionarily conserved signal in the regulation of the cytokine milieu and as an inhibitor of regeneration of neurons and axons. Hence, *Sema4a* may present a potential therapeutic target in non-regenerating mammals*.*

## Materials and methods

### Ethics statement

All experiments were performed under state of Saxony licenses TVV 36/2021, TVV 45/2018, and holding licenses DD24-5131/364/11, DD24-5131/364/12 (approved by Landesdirektion Sachsen, Referat 25 Veterinärwesen und Lebensmittelüberwachung); conformed to the guidelines established by the European Communities Council Directive of 22 September 2010 (2010/63/UE) and were in accordance with German animal law and regulations (Tierschutzgesetz TierSchG version 18 May 2006 with all modifications included thereafter until the date of publication of this manuscript).

### Animals

All zebrafish lines were raised and kept under standard conditions [97]. For experimental conditions, larvae up to an age of 5 days post-fertilization (dpf) were used of the following lines: wild type (AB); Tg(*mnx1:GFP*)^ml2tg^, abbreviated as *mnx1:GFP* [68]; Tg(*her4.1:EGFP*)^y83Tg^, abbreviated as *her4.1:EGFP*) [65]; Tg(*olig2:EGFP*), abbreviated as *olig2:EGFP* [98]; Tg(*olig2:dsred2*)^vu19^, abbreviated as *olig2:dsRed* [99]; Tg(*mpx:GFP*)^uwm1^, abbreviated as *mpx:GFP* [64]; Tg(*mpeg1.1:mCherry*)^gl23^, abbreviated as *mpeg1:mCherry* [63]; Tg(*pdgfrb:Gal4ff*)^ncv24^; Tg(*UAS:GFP*), abbreviated as *pdgfrb:GFP* [100]; TgBAC(*il1b:eGFP*)^sh445^, abbreviated as *il1b:EGFP* [101]; Tg(*tnfa:EGFP*)^ump5Tg^, abbreviated as *tnfa:EGFP* [102]; Tg(*elavl3:mrasKate2*)^mps1Tg^, abbreviated as *elavl3:mKate [37];* and *csf1ra*^*j4e1/j4e1*^ *× csf1rb*^*+/re01*^*,* abbreviated as *csf1ra/b −/−* [75].

### Spinal cord lesion

Lesions of larvae were performed as previously described [14]. Briefly, at 3 dpf, zebrafish larvae were deeply anaesthetized in E3 medium [103] containing 0,02% of MS-222 (Sigma). Larvae were then transferred to an agarose plate. After removal of excess water, larvae were placed in lateral positions. A transection of the entire spinal cord was made using a 30G syringe needle at the level of the 15th myotome, without injuring the notochord.

### Generation of somatic mutants

Somatic mutations were generated mainly following a previous protocol [48]. CRISPR gRNAs were selected using the CRISPRscan website (www.crisprscan.org/gene) webtools. gRNAs were chosen based on the CRISPRScan score (preferentially >60), and on the availability of a suitable restriction enzyme recognition site (www.snapgene.com) that would be destroyed by the gRNA. Additional criteria were to avoid the first exon and to target functional domains. 1 nL of gRNA mix (1 µl of Tracer (5nM, TRACRRNA05N, Sigma-Aldrich), 1 µl of gRNA (20µM, Sigma-Aldrich), 1 µL of phenol red (P0290, Sigma-Aldrich), and 1 µL of Cas9 (20µM, M0386M, New England Biolabs) was injected into one-cell stage embryos. gRNA efficiency was tested by restriction fragment length polymorphism analysis (RFLP) in a proportion of larvae for each experiment as an internal experimental control [48]. Sequences for gRNAs and primers for RFLPs can be found in S7 Table. All experiments conducted with somatic mutants were carried out with a control injected group with a non-targeting gRNA.

### Generation of s*ema4ab* germline mutant and *Tg(mfap4:mCherry-CAAX;myl7:mCerulean*) line

The *sema4ab* mutant stable line (*sema4ab*^tud123^) was generated by raising somatic mutants as potential founders, as described [48]. The founder selected to generate the stable line carried a 14 bp insertion in exon 6 that generated a frameshift with a premature stop codon. Sequencing primers were the same as for RFLP.

BDMs/microglia selectively express *mfap4* [104]*.* To generate the *Tg(mfap4:mCherry-CAAX;myl7:mCerulean)* line (abbreviated as *mfap4:mCherry)*, pDEST *mfap4:turquoise2* vector purchased from Addgene (#135218) was used to PCR-amplify the *mfap4* promoter sequence with primers designed to introduce 5′ SacI and 3′ AscI. In parallel, a second plasmid backbone containing *ins:nls-mCerulean; cryaa:mCherry* was digested with SacI/AscI and ligated with *mfap4* using SacI/AscI sites *(mfap4:nls-mCerulean; cryaa:mCherry).* Subsequently, mCherry was PCR amplified by using primers designed to introduce 5′ EcoRI and 3′ CAAX box followed by a stop codon and PacI. Then *mfap4:nls-mCerulean; cryaa:mCherry* were digested and ligated using EcoRI/PacI to mCherry-CAAX fragment *(mfap4:mCherry-CAAX; cryaa:mCherry).* Finally, the newly generated *mfap4:mCherry-CAAX; cryaa:mCherry* construct and *ins1.1:ins-sepHLourin; myl7:NLS-mCerulean* constructs were digested with EcoRI/PacI to yield compatible fragments which were ligated to generate the final construct *(mfap4:mCherry-CAAX;myl7:mCerulean).* The entire construct was flanked with I-Sce sites to facilitate transgenesis and was injected in wild type AB eggs. Several founders were selected based on mCerulean (blue) expression in the heart and mCherry (red) expression in BDMs and the founder with mendelian segregation in the F1 was selected. Primers are described in S8 Table.

### *In situ* hybridization chain reaction (HCR-FISH)

Larvae were collected in E3 medium and incubated with 0.003% 1-phenyl 2-thiourea (PTU) at 6 hpf to suppress melanocyte development. Larvae were fixed overnight in 4% paraformaldehyde (PFA) at 4 °C and then transferred to 100% Methanol (MeOH) at −20 °C overnight for permeabilization. The next day, larvae were rehydrated in a graded series of MeOH at room temperature (RT) and subsequent washes in phosphate-buffered saline with 0.1% Tween (PBST). Thereafter, larvae were treated with 500 μL proteinase K (Roche) at a concentration of 30 μg/mL for 45 min at RT, followed by post-fixation in 4% PFA for 20 min RT and washes with PBST (3 × 5 min). Pre-hybridization was performed using 500 μL of pre-warmed probe hybridization buffer (Molecular Instruments [105]) for 30 min at 37 °C. The probe sets, which were designed based on the NCBI sequence by Molecular Instruments [105], were prepared using 2 pmol of each probe set in 500 μL of pre-warmed hybridization buffer. Then, buffer was replaced with probe sets and incubated for 16 h at 37 °C. On the following day, samples were washed 4 × 15 min with pre-warmed probe washing buffer (Molecular Instruments) at 37 °C followed by 2 × 5 min in 5× sodium chloride sodium citrate with 0.1% Tween (SSCT) at RT. Larvae were then treated with 500 μL of room temperature equilibrated amplification buffer (Molecular Instruments, LA, USA) for 30 min at RT. Hairpin RNA preparation was performed following the manufacturer’s instructions. Samples were incubated with Hairpin RNAs for 16 h in the dark at RT. Finally, samples were washed for 3 x 30 min in 5 x SSCT at RT and immersed in 70% glycerol for imaging on a Zeiss LSM980 confocal microscope.

For HCR-FISH on adult animal, fish were killed, perfusion-fixed with 4% para-formaldehyde, and tissue slices of 50 µm thickness were obtained from dissected unlesioned spinal cord using a vibrating blade microtome (VT1200S, Leica, Wetzlar, Germany), as described [106]. HCR was performed right away following the protocol described above for larvae, with the exception that no permeabilization steps were applied (starting directly with hybridization blocking buffer step).

### Combining EdU with motor neuron and ERG labeling

Labeling newly generated motor neurons followed previous protocols [14]. Briefly, lesioned and unlesioned larvae were incubated in E3 medium containing 1% dimethylsulfoxide (DMSO, Sigma-Aldrich, Taufkirchen, Germany) and 1:100 EdU (Thermo-Fisher, Schwerte, Germany) for 48 h. Samples were fixed in 4% PFA for 3 h at RT and permeabilised in 100% MeoH at −20 °C for at least overnight. Larvae were then rehydrated, tails were dissected and incubated in proteinase K (Roche, Sigma-Aldrich) for 45 min at RT at a concentration of 10 μg/mL and then postfixed at RT in 4% PFA for 15 min. Then, larvae were incubated for 20 min at RT in 0.5% DMSO-PBST and incubated for 2 h at RT with the Click-it Chemistry Edu Alexa 647 kit (Thermo-Fisher, Waltham, USA) as described by the manufacturer. Subsequently, tails were washed in PBST and incubated with blocking buffer solution (2% BSA, 1% DMSO, 1% Triton, 10% Normal donkey serum, in PBST) for 1 h at RT and then with a chicken anti-GFP antibody, (1:200, Abcam, Cambridge, UK) at 4 °C for 72 h. Secondary antibody (alexa-488 anti-chicken, 1:200, Jackson Immuno) incubation took place overnight at 4 °C. Finally, samples were washed in PBST and transferred to 70% glycerol in PBST, mounted and imaged. Imaging was performed using a Widefield Axio Observer (Inverted) with ApoTome 2 Unit (Zeiss). Images were analyzed using Fiji [107,108]. Newly generated motor neurons were counted by assessing the number of double-positive cells for GFP and EdU. Cells were counted manually along the Z-stack, ensuring counting individual cells in single optical sections, in 50 µm windows located at both sides of the injury site (100 µm in total). To mitigate bias, experimental conditions were occluded for the analysis. At least two independent experiments were performed. Individual experiments were merged and analyzed for statistical significance.

To label proliferating ERGs, we followed the same experimental procedure, imaging and cell counting analysis as for newly generated motor neurons using the ERG reporter line *her4.1:EGFP* instead of the *mnx1:GFP* transgenic line.

### Immunofluorescence

Samples were fixed in 4% PFA at 24 hpl for 1.5 h at room temperature and permeabilised in 100% methanol at −20 °C for at least overnight. Larvae were then rehydrated, tails were dissected, and incubated for 10 min in 100% chilled acetone at −20 °C. Samples were washed and incubated with 500 μL proteinase K (Roche) at a concentration of 12.5 μg/mL for 45 min at room temperature, followed by post-fixation in 4% PFA for 20 min at room temperature and washes with PBST (3 × 5 min). Tails were then incubated with blocking buffer solution (2% BSA, 1% DMSO, 1% Triton, 10% Normal donkey serum, in PBST) for 1 h at room temperature and then with the corresponding antibody, (mouse anti-acetylated tubulin, 1:300, Sigma, T6793; rabbit anti-mCherry, 1:200, Invitrogen, PA5-34974; mouse anti-4C4, 1:50, European Collection of Authenticated Cell Cultures, 7.4.C4) at 4 °C for 72 h. After washings in PBST, incubation with matching secondary antibody (1:200, Jackson Immuno) took place overnight at 4 °C. Finally, samples were washed in PBST and transferred to 70% glycerol in PBST, mounted and imaged.

### Generation of heat shock plasmid and treatment

To create the pTol-hsp70l:sema4ab-T2a-mcherry plasmid, we modified the pTol-hsp70l:mCherry-T2A-atho1b vector [109]. We PCR-amplified the *sema4ab* coding sequence from genomic cDNA and PCR-amplified T2a-mcherry with specific primers (S9 Table). Then, we performed a simultaneous multiple fragment ligation in the opened backbone vector. The final construct pTol-hsp70l:sema4ab-T2a:mcherry was verified by sequencing, qRT-PCR for over-expression and mCherry fluorescence after injection.

### Measurement of axonal regrowth

As an indicator for successful axon regrowth, we determined the extent of continuous labeling of axons across the spinal cord injury site, termed axonal bridging. We determined the thickness of the axonal bridge at its narrowest point. Spinal lesion was performed at 3 dpf as described in larvae above. At 2 hpl, larvae were inspected under a fluorescence stereo-microscope and those larvae with incomplete spinal cord transection and those in which the notochord was inadvertently injured (over-lesioned) were excluded from the experiment. At 48 hpl, larvae were fixed and immuno-labeled against acetylated tubulin. Images were taken with a Dragonfly Spinning Disk microscope (Andor/Oxford Instruments, Belfast, UK) with a step size of 1 µm.

The bridge thickness was determined using a custom script in Fiji [107,108]. Measures were taken at the narrowest point of the axonal bridge, automatically detected by using a maximum projection of the z-stack and a binary segmentation. Measurements of three independent experiments were obtained and merged for statistical analysis.

### Analysis of swimming behavior

The swimming behavior was assessed using the ZebraBox (View Point, Lyon, France). As above, under- and over-lesioned larvae were excluded from the experiment at 2 hpl. Subsequently, the larvae were individually arranged in 24-well plates, ensuring representation of all groups on each plate, and kept in the incubator at 28 °C until 48 hpl. Larval movements were automatically tracked during three repetitions of the same protocol. The protocol comprised 1 min of rest, a 1-s vibration stimulus (frequency set at 1,000 Hz [target power 100]), followed by 59 s of no stimulus. The analysis focused on the time period of 1 min encompassing the vibration stimulus (including the 1-s stimulus and the subsequent 59 s). For each larva, the mean of their swimming distances over the three repeats was computed. Two independent experiments with an average of 30 larvae per condition were performed and the results were merged for statistical analysis (see below and figure legends).

### Quantitative RT-PCR

Following spinal cord lesion of 3 dpf, RNA extraction was performed at 1 dpl using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions (50 larvae/condition). The injury site was enriched by cutting away rostral and caudal parts from the larvae at positions approximately 3 somites away from the lesion site in either direction. cDNA was synthesized using the iScript cDNA Synthesis Kit (BioRad, cat #. 1708890) according to the manufacturer’s instructions. qRT-PCR was performed using the SsoAdvanced Universal SYBR Green Supermix kit (BioRad) according to the manufacturer’s instructions and run in triplicates on a LightCycler 480SW instrument (Roche). For gene-specific primers see S10 Table. For both control and experimental conditions, the average CP value from three technical replicates was first normalized to the average CP value of β-actin from the corresponding sample (ΔCP = CPgene − CPβ-actin). Subsequently, values were normalized to the control condition (ΔΔCP = ΔCPsample − ΔCPcontrol), and relative expression levels were calculated using the 2^ − ΔΔCP method [110,111]. This approach is performed for each biological replicate individually. This normalization strategy results in control samples always having a value of 1, while experimental samples are expressed relative to the control, thereby representing the fold-change values shown in the graphs. For statistical analysis, a One-Sample *T* test was used on 2^ − ΔΔCP values [112–114]. Raw data can be found in S5 and S6 Data. At least three biological repeats were performed for each gene, but further repeats were made occasionally as positive controls for effective lesion in subsequent experiments and pooled for statistical analysis to improve robustness.

### Immune cell counting in whole-mounted larvae

Larvae were lesioned at 3 dpf and fixed for 1 h in 4% PFA at different time points. Larvae were washed in PBST and transferred to glycerol (70% in PBST), mounted and imaged immediately using a Widefield Axio Observer (Inverted) with an ApoTome 2 Unit. Images were analyzed using Fiji with the experimental condition unknown to the observer. A window of 200 µm width and 75 µm height was placed in the center of the injury site of individual images, right above the notochord. Cells were counted manually inside the window along the Z-stack with the experimental condition occluded. At least two individual experiments were carried out and merged.

### Acridine orange labeling

Larvae of the *mpeg1:mCherry* line were incubated after a lesion in 1 µg/ml of Acridine Orange (stock solution 10 mg/ml in water) in E3 for 24 h. Then, fish were washed for 3 × 10 min in E3. Larvae were then mounted in 0.5% agarose in E3 for live imaging on the Dragonfly Spinning Disk microscope (Andor). To estimate total debris, GFP mean intensity was analyzed using a 250 × 100 µm counting window placed in the center of the injury site. To determine the number of BDMs/microglia that ingested debris, cells positive for both mCherry and GFP were counted in the injury site using same window as before.

### Fluorescence intensity/area measurements

Images were analyzed with Fiji ImageJ (https://imagej.net/ij/). The region of interest was defined as a rectangle of 400 × 100 µm, centered on the injury site and located right above the notochord. Z-stacks were collapsed in sum intensity projections and then background subtraction was performed before analyzing the mean intensity with a custom Fiji macro to automatize the process [107,108]. Mean intensity was represented by normalizing each value to the control average value.

### Drug treatment of larvae

SB431542 (Fisher Scientific) or YVAD (Sigma-Aldrich, Cat# SML0429) was dissolved in DMSO to a stock concentration of 10 mM. The working concentration was 50 µM prepared by a dilution of the stock solution in E3. Larvae were pre-treated for 2 h before injury and then incubated for 48 h for SB431542 or pre-treated for 4 h before injury and then incubated for 24 h for YVAD. Control larvae were treated with DMSO at the same concentration.

### Cell dissociation and fluorescence-activated sorting

Fifty larvae per sample were used. Lesion-site tissue was enriched by dissecting 3 somites rostral and caudal of the injury site and collecting them in cold 1× PBS. The tissue was dissociated using the Miltenyi Neural Tissue Dissociation Kit (P) with addition of collagenase. In brief, we removed excess 1x PBS and added 950 µL Buffer X. 6 µL of 1/1000 diluted β-mercaptoethanol, 50 µL Enzyme P and 8 µL collagenase (50 mg/mL) were added. The tissue was pipetted 10 times with 1 mL pipette tips and let it rotate at RT (~22–23 °C) for approximately 1 min. In the meantime, 10 µL of Buffer Y and 10 µL of Enzyme A were mixed and added this to the dissociation mix. Tissue was triturated slowly using fire-polished small-orifice glass Pasteur pipette. Each trituration was performed 10 times (6 s each) for 1 min, and we let the sample rotate for 1 min. This step was repeated until complete dissociation was achieved. The reaction was stopped after ~14 min by adding 1 mL of DMEM + FBS (1%) + Protease Inhibitor (1×) mix (DFP), followed by centrifugation at + 4 °C at 500 *g* for 5 min. The supernatant was removed and the pellet was resuspended in 1 mL of HBSS (Mg2+/Ca+) + Protease Inhibitor (1×) and then passed through a 40 µm filter equilibrated with 200 µL of DFP. Cells were recentrifuged at +4 °C at 500 *g* for 5 min. The pellet was resuspended in 300 µL of DFP. Just before cell sorting, 0.5 µL of propidium iodide (100 µg/mL) was added and mixed well by pipetting. Viable, propidium iodide-negative cells were sorted using FACS Aria (BD Biosciences) using a 100 µm nozzle at flow rate 1. 100,000 cells per sample were sorted into BSA-coated 1.5 mL Eppendorf tubes with 500 µL of a 0.4% BSA solution in 1x PBS. The sorted cells volume was around 200 µL and the final concentration of BSA was 0.28%. One control gRNA and two *sema4ab* gRNA samples were processed by the Dresden Concept Genome Center for cell encapsulation using the 10X Genomic V3.

### Droplet encapsulation and single-cell RNA sequencing

Cells were pelleted at 500 *g* for 5 min at 4 °C, leaving 20 µL of suspension. Cell viability was assessed with trypan blue, and samples with >80% viability were prepared for encapsulation. Single-cell RNA sequencing followed the 10x Genomics (Chromium Single-cell Next GEM 3′ Library Kit V3.1) workflow [115]. In brief, cells were mixed with Reverse Transcription Reagent and loaded onto a Chromium Single Cell G Chip, targeting 10,000 cells per sample. GEM generation, barcoding, reverse transcription, cDNA amplification, fragmentation, and purification were performed according to the manufacturer’s protocol. Libraries were prepared using 25% of cDNA, quantified, and sequenced on an Illumina NovaSeq 6000 in 100 bp paired-end mode.

### Alignment to zebrafish genome

The raw sequencing data were processed with the ‘count’ command of the Cell Ranger software (v7.1) provided by 10x Genomics. To build the reference, the zebrafish genome (GRCz11) and gene annotation (Ensembl 109), were downloaded from Ensembl (https://www.ensembl.org/). The ‘count’ command was used to generate count matrices that were further used by Seurat V5 for downstream analyses.

### Quality control and doublet removal

For data analyses, cells were kept based on the following conditions: (i) nFeature_RNA ≥ 200 (number of genes detected per cell), 500 < nCount_RNA < 50,000 (number of total reads detected per cell), (ii) percent.mt < 20% (mitochondrial RNA percentage), (iii) nCount_RNA/nFeature_RNA > 20-fold (an indication of possible doublets), (iv) genes found in fewer than 3 cells were removed from the analyses. Additionally, doublets were determined using scDblFinder V1.18.0 [116]. However, rare cells expressing markers for cell types distinct from the clusters they were allocated to remained and were possible doublets. Cells were removed, if cells other than neurons expressed *elavl3* or *elavl4*, if cells other than red blood cells expressed *hbbe1.3/hbbe2*, if cells other than muscle, fibroblast-like cells or keratinocytes expressed *col12a1a*, *col12a1b*, or if cells other than muscle or fibroblast-like cells expressed *fgl1,* or *vwde*. Using this method an additional ~5% of cells per sample were removed.

### Seurat data analyses

After removing low-quality cells and doublets, we utilized Seurat V5 for data integration using CCAIntegration method and followed its standard pipeline. Briefly, a Seurat object was created and the data were normalized. The top 2,000 variable genes were identified, and the data were scaled using all genes, with nCount_RNA regressed out. Clustering was performed at resolution 1, yielding 44 distinct clusters (numbered as 0–43).

### Finding marker genes and annotation of clusters

To identify marker genes (the genes which are specific to a cluster compared to the remaining all other cell types), the FindAllMarkers function from Seurat, using the default options was used. The “Wilcoxon rank sum test”, and *p*_val_adj (*p*-value adjusted) < 0.1 and avg_log2FC ≥ 0.25 (average log2 fold change) was used for selecting significantly expressed marker genes. Additionally, genes were selected using pct.1 (percentage in the cluster) > 0.2 and ordered, based on their avg_log2FC in descending order for each cell cluster. Based on the literature, known cell type marker genes were selected from the top ranked genes and used to annotate the main cell types accordingly.

The main cell types were annotated using the following marker genes and the top-ranked genes for each cluster [42,117,118]: Ependymoradial Glia (ERG; *fabp7a, sox2*), Enteric Nervous System (ENS; phox2aa, phox2b), Fibroblast-Like Cells (FBL; 3 main clusters, *col12a1a*, *col12a1b*, *pdgfrb*+), Keratinocytes (KC; *pfn1, krt4*), Peridermis (PD; *krt5, krt91, icn2)*, Muscle Cells (MC; m*eox1, mylz3*), Xanthophores (XP; *gch2, aox5)*, Oligodendrocyte (OD; *cldnk, mbpb, mpz*), Kolmer-Agduhr Cells (KA; *npcc, sst1.1*), neutrophils (NP; *lcp1, mpx, lyz*), BDMs/microglia (MM; *lcp1, mfap4, mpeg1.1*), Neurons (NN; *elavl3, elavl4*), Endothelia Cells (EC; *kdrl, cldn5b*), Notochord (NC; s*hha, gas2b*), Red Blood Cells (RBC; *hbbe1.3, hbbe2*) and 5 clusters that remained not annotated (c#28, c#31, c#32, c#34 and c#36).

Fibroblasts cluster were annotated using 10 top-ranked genes for each cluster (See gene list and references in S11A–S11C Fig and S4 Data). Tentative names were assigned when at least 3 genes out of 10 had a shared function that differentiate the cluster from the rest.

### Differentially expressed gene (DEG) analysis

The FindMarkers function in Seurat was used to determine the differentially expressed genes using “Wilcoxon rank sum test”. *p*_val_adj < 0.1 and abs(avg log2FC) ≥ 0.25 were used for selecting significantly expressed genes.

### Gene ontology term and KEGG analyses

For KEGG (Kyoto Encyclopedia of Genes and Genomes) analyses, GOstats [54], giving all differentially expressed genes (over- or under-represented) using 0.25 log2FC and *p*_value < 0.05 as input, were used. Enriched terms were selected with a *p*-value < 0.05.

### Cell–cell interaction

CellChat V2.1.0 [53] was used for cell-cell interaction and a custom cell-cell interaction as described [119]. In brief, the CellChat Database was modified by adding *sema4ab* as ligand and *plxnb1a, plxnb1b, plxnb2a, plxnb2b, plxnd1, havcr1, havcr2, nrp1a and nrp1b* as its receptors. As there was a pathway named SEMA4, the pathway was renamed to “SEMA4AB” for *sema4ab* and to “SEMA4other” for *sema4c/sema4g*. Then, CellChat objects were created for each data set using normalized data from the integrated Seurat object. Finally, the CellChat objects were merged for comparative analyses.

### Cell cycle scoring analysis

Cell cycle scoring analysis was performed using the “Cell-Cycling Scoring” code for Seurat in R [52] based in a published gene list [120] (loaded in Seurat) and adapted to zebrafish orthologues manually using ZFIN [121].

### Time-lapse microscopy

Zebrafish larvae were prepared for time lapse microscopy based on our established protocol (https://ibidi.com/img/cms/support/UP/UP12_Zebrafish_Co_Culture.pdf). Briefly, double transgenic zebrafish larvae (*pdgfrb:GFP*; *mfap4:mCherry*) were lesioned at 3 dpf and anaesthetized with MS-222 (160 mg/L in E3 medium). Low-melting-point agarose (0.5%, Biozym Plaque Agarose—Low melting Agarose #840100) was prepared in E3 medium and allowed to cool down to 38 °C before adding MS-222 (final concentration 80 mg/L). Anaesthetized zebrafish larvae were transferred to the agarose and one by one positioned into individual wells of the chambered coverslip. Six larvae were used in total; three control gRNA-injected and three *sema4ab* haCR-injected ones. Microscopy was performed with a Dragonfly Spinning Disk microscope (Andor/Oxford Instruments, Belfast, UK) with a temperature-controlled stage at 28 °C using a 20× objective (20×/0.75 U Plan SApo, Air, DIC, OLYMPUS, Tokyo, Japan). The GFP fluorophore was excited with a 488 nm laser (laser power 20%) with an exposure time of 180 ms and the mCherry flourophore was excited with a 561 nm laser (laser power 50%) with an exposure time of 900 ms. We acquired z-stacks of 43 optical sections, with a step size of 1 µm. The interval between single frames of the time-lapse movies was 6 min. Time-lapse was performed from 10 hpl until 25 hpl.

### Bias mitigation and statistical analysis

The experimental conditions were occluded before manual counting and analysis and processing was automated where possible (e.g., measurements of axonal regrowth and intensity measurements). For manual counts of EdU+ cells, pilot experiments were performed by two independent experimenters, both showing comparable effect sizes. Experiments were performed in duplicate, if not indicated differently.

Statistical methods to analyze scRNA-seq data are described above. For all other experiments, quantitative data was tested for normality using Shapiro–Wilk’s *W* test. Then, parametric (unpaired Student *t* test or one-way ANOVA) and non-parametric (Mann–Whitney *U* test or Kruskal–Wallis test) were applied as appropriate. Error bars in figures indicate standard error of the mean (SEM), *p*-values were represented as asterisks in the figures (*p < 0.05; **p < 0.01; *** *p* < 0.001) and exact p-values are given in figure legends. To generate graphs and for statistical analysis we used GraphPad Prism 11 (GraphPad Software, Boston, USA).

### Figure preparation

Images were adjusted for brightness, contrast and intensity. Drawings were made using CorelDraw X8 (Corel/Alludo, Ottawa, Canada). Figure plates were prepared using CorelDraw X8 (Corel/Alludo, Ottawa, Canada) and Adobe Photoshop 2024 (Adobe, CA, USA).

## Supporting information

S1 Fig Potential interaction between *sema4ab* in microglia and plexin receptors in ERGs revealed in cell type-enriched scRNA-seq datasets. (A) UMAP showing clusters in an mpeg1.1:GFP-enriched scRNA-seq. **(B)** UMAPs comparing unlesioned and lesioned conditions are shown. Note an increase of the microglia cluster after injury (circle). **(C,D)** Feature plots comparing expression of *apoeb* (C) and *sema4ab* (D) between unlesioned and lesioned larvae, indicating increased presence of both after injury (circled). **(E)** Dot plot showing all semaphorins expressed in the scRNA-seq dataset before and after lesion. Note that only *sema4ab* is substantially expressed and also upregulated after injury (rectangle). **(F**) UMAP showing clusters in a *her4.1:EGFP*-enriched scRNA-seq. Circle indicates ERGs. **(G)** UMAPs indicate presence of ERGs in unlesioned and lesioned conditions. **(H–J)** Feature plots indicating expression of *plxnb1a* (H) and *plxnb1b* (I) in ERGs of unlesioned and lesioned larvae (circled). Plotting only cells co-expressing receptors shows strong enrichment in ERGs (J, circled). Data are described in Cavone et al., Dev Cell 2021 Jun 7;56(11):1617–1630.e6.
(TIF)

S2 Fig Cell representation and potential interactions in scRNA-seq after *sema4ab* disruption. **(A)** Principal component analysis (PC1 and PC2) shows that gSema4ab replicates (R1 and R2) are more closely related to each other than to gControl. **(B)** A graph indicates similar percentages of cells per cluster across scRNA-seq samples. **(C)** A dot plot illustrates the communication probabilities of all ligand-receptor interactions identified by CellChat between microglia clusters MM#1 and MM#2 and fibroblast clusters. No dot indicates no interaction detected.
(TIF)

S3 Fig HCR-FISH method control and detection of *sema4ab* expression in neutrophils. **(A)** HCR-FISH for the negative control gene (*Drosophila* BicoidXA) shows non-specific labeling in some blood vessels, but not in the spinal cord in uninjured and injured larvae. **(B)** Multiplexed HCR-FISH at 6 and 24 hpl shows that some *sema4ab+* cells express *mpx:GFP* (white arrows: double-positive cells; green arrows: *mpx:GFP+* only; magenta arrows: *sema4ab*+ only). Scale bars: 100 µm (A, B), 10 µm (inset). Data files for graphs available in S3 Data.
(TIF)

S4 Fig Efficient disruption of *sema4ab* does not lead to large changes of larval growth. **(A)** RFLP and qPCR showing gRNA injection efficiency for *sema4ab*. For RFLP each lane represents one larva with and without digestion with the indicated restriction enzymes and with and without targeting these sites with gRNAs as indicated. Targeting the recognition sites with haCR gRNAs leads to efficient somatic mutation, as indicated by the almost complete resistance to digestion. Note a **~**50% reduction in mRNA abundance detected by qRT-PCR. **(B)** A schematic of the *sema4ab* gene structure and position of the mutation in the *sema4ab* germline mutant is shown. Note the insertion of 14 bp in exon 6 (sequence underlaid in red) and the frameshift that predicts a stop codon (red frame and asterisk). **(C)** A schematic indicating the experimental design for D-H is shown. **(D)** Photomicrographs of gControl and gSema4ab larvae are shown at 5 dpf. **(D–H)** Quantifications show no differences in body length (E: gControl: 3,836 µm ± 15.65; gSema4ab: 3,838 µm ± 15.72; Unpaired *t* test: *p* = 0.9917), notochord thickness (F: gControl: 92.09 µm ± 1.527; gSema4ab: 92.20 µm ± 0.9314; Mann–Whitney *U* test: *p* = 0.3423) or spinal cord thickness (G: gControl: 62.49 µm ± 2.215; gSema4ab: 57.83 µm ± 1.677; Mann–Whitney *U* test: *p* = 0.1134) between gControl and gSema4ab larvae. Eye diameter is slightly reduced in gSema4ab larvae (H: gControl: 378.2 µm ± 3.320; gSema4ab: 349.3 µm ± 2.784; Unpaired *t* test: *p* < 0.0001). **(I)** A schematic indicating the experimental design for I-K is shown. **(J)** Photomicrographs show wild type and germline mutant larvae for *sema4ab* at 5 dpf. **(K)** No difference was observed in body length of wild type and mutant larvae (wild type: 3,941 µm ± 15.95; *sema4ab −/−*: 3,940 µm ± 17.50; *t* test: Unpaired *t* test: *p* = 0.6855). **(L)** Eye diameter of mutants is slightly decreased (wild type: 383.3 µm ± 3.788; *sema4ab −/−*: 349.9 µm ± 2.56; Unpaired *t* test: *p* < 0.0001). Each dot for qRT-PCR represents a pool of 50 larvae. β-actin was used as housekeeping gene. Raw data for qRT-PCR can be found in S5 and S6 Data. Error bars show SEM. Scale bars = 1 mm. Data files for graphs available in S3 Data. Original gels with no adjustments can be found in S1 Raw Images.
(TIF)

S5 Fig Efficient heat-shock overexpression of *sema4ab* does not alter regenerative neurogenesis in lesioned wild-type larvae. **(A)** A map of the heat-shock vector injected to over-express *sema4ab* and a reporter (*mCherry*) is shown. **(B)** Heat-shock leads to detectability of mCherry protein mainly in muscle cells surrounding the injury site (position of ventral spinal cord indicated by *mnx1:GFP* transgene) at 24 hpl. **(C, D)** Experimental timeline to assess *sema4ab* over-expression by qRT-PCR after a single heat shock is shown in (C). qRT-PCR analysis shows that a single heat-shock leads to strongly increased *sema4ab* expression for at least 16 hours post heat-shock (hpHS, D). **(E)** Over-expression of *sema4ab* does not elicit any changes in the number of newly generated neurons after spinal lesion (F; gControl: 8.8 cells per larva ± 0.98; hsp70:sema4ab: 6.4 cells per larva ± 0.86; Mann–Whitney *U* test: *p* = 0.3850). Each dot for qRT-PCR represents a pool of 50 larvae. β-actin was used as housekeeping gene. Raw data for qRT-PCR can be found in S5 and S6 Data. Error bars show SEM. Dotted lines show the injury site in B and E. Scale bars: 50 µm. Data files for graphs available in S3 Data.
(TIF)

S6 Fig Somatic mutations of *plxnb2a and plxnb2b* do not affect regenerative neurogenesis. **(A)** RFLP and qPCR showing gRNA injection efficiency for *plxnb1a* and *plxnb1b*. For RFLP each lane represents one larva with and without digestion with the indicated restriction enzymes and with and without targeting these sites with gRNAs as indicated. Targeting the recognition sites with haCR gRNAs leads to efficient somatic mutation, as indicated by the almost complete resistance to digestion. Note a **~**50% reduction in the RNA detected by qRT-PCR for either receptor. **(B, C)** HCR-FISH shows expression of *plxnb2a* (B) and *plxnb2b* (C) in a narrow domain in the spinal cord that does not change after lesion. Additional signal can be observed in the injury site after lesion for both genes (asterisks). **(D, E)** High magnifications of HCR-FISH for *plxnb2a* and *plxnb2b* show no detectable expression of *plxnb2a* at the level of ERGs (D), but of *plxnb2b* in *her4.1:EGFP*+ cells (E). **(F)** RFLP showing high gRNA injection efficiency for *plxnb2a* and *plxnb2b*. Each lane represents one larva with and without digestion with the indicated restriction enzymes and with and without targeting these sites with gRNAs as indicated. Targeting the recognition sites with haCR gRNAs leads to efficient somatic mutation, as indicated by the almost complete resistance to digestion. **(G, H)** haCR gene disruptions of *plxnb2a* (G, gControl: 5.6 cells per larva ± 1.26; gPlxnb2a: 5.5 cells per larva ± 1.00; Mann–Whitney *U* test: *p* = 0.6938) or *plxnb2b* (H, gControl: 6.9 cells per larva ± 0.83; gPlxnb2b: 5.9 cells per larva ± 0.73; Mann–Whitney *U* test: *p* = 0.3336) do not lead to changes in the number of newly generated motor neurons, compared to lesioned gControl-injected larvae. Each dot for qRT-PCR represents a pool of 50 larvae. β-actin was used as housekeeping gene. Raw data for qRT-PCR can be found in S5 and S6 Data. Error bars show SEM. Dotted lines delineate the position of the spinal cord. Scale bars: 100 µm (B, C), 25 µm (D, E). Data files for graphs available in S3 Data. Original gels with no adjustments can be found in S1 Raw Images.
(TIF)

S7 Fig Cell recruitment and phagocytosis in the injury site are mostly comparable after *sema4ab* ablation. **(A)** A schematic indicating the experimental design for B–E is shown. **(B, C)** Neutrophil numbers do not show differences at 4 hpl (B, gControl: 45.89 cells per larva ± 2.1; gSema4ab: 42.69 cells per larva ± 1.8; Mann–Whitney *U* test: *p* = 0.1854) and 24 hpl (C, gControl: 14.63 cells per larva ± 1.7; gSema4ab: 16.33 cells per larva ± 2.5; Mann–Whitney *U* test: *p* = 0.5005) in *sema4ab* somatic mutants compared to control gRNA-injected larvae. **(D)** The abundance of fibroblast-like cells, measured by GFP-positive volume, shows no differences between controls and somatic mutants for *sema4ab* at 24 hpl (gControl: 135,342 µm^3^ ± 17,127; gSema4ab: 118,911 µm^3^ ± 16,774; Mann–Whitney *U* test: *p* = 0.6842). **(E)** There is a reduction in the number of BDMs/microglia in gSema4ab compared to gControl larvae larvae at 24 hpl (gControl: 83.03 cells per larva ± 9.3; gSema4ab: 73.73 cells per larva ± 3.7; Mann–Whitney *U* test: *p* = 0.0156). **(F)** Cell death, measured by average labeling intensity of acridine orange in the lesion site, shows no differences between experimental groups (gControl: 56.67 ± 7.5; gSema4ab 54.27 ± 5.0; Mann–Whitney *U* test: *p* = 0.8123). **(G)** BDMs/microglia phagocytosis, evaluated by counting *mpeg1:mCherry+* cells with engulfed acridine orange+ particles, shows no differences between groups (gControl: 22.21 cells per larva ± 4.327; gSema4ab 17.23 cells per larva ± 1.912; Mann–Whitney *U* test: *p* = 0.9714). White boxes designate quantification windows. Dotted lines outline the edges of the injury site. Error bars show SEM. Scale bars: 50 µm. Data files for graphs available in S3 Data.
(TIF)

S8 Fig Loss of *sema4ab* reduces *il1b* and *tnfa* expression *in vivo, but plxnb1a/plxnb1b* disruption does not alter the cytokine profile of the lesion site. **(A)** A schematic indicating the experimental design for cytokine quantification *in situ* is shown. **(B)** *il1b:GFP* fluorescence intensity reported in transgenic fish is decreased in lesioned *sema4ab* somatic mutants compared to control gRNA-injected fish at 24 hpl (−1.45 fold-change; Unpaired *t* test: *p* = 0.0004). **(C)** *tnfa:EGFP* fluorescence intensity reported in transgenic animals is decreased in lesioned *sema4ab* somatic mutants compared to control injected fish at 24 hpl (−1.49 fold-change; Unpaired *t* test: *p* < 0.0001). **(D)** *il1b* expression in microglia (*apoeb+* cells) detected by HCR shows a reduction of 11% in mean intensity (Unpaired *t t*est: *p* = 0.0380). **(E)** A schematic indicating the experimental design for qRT-PCR. **(F)** qRT-PCR analyses of major pro-inflammatory cytokines (*il1b, tnfa, il6*) and *tgfb3* in *plxnb1a/plxnb1b* double somatic mutants show no differences to injured control gRNA-injected larvae at 24 hpl (One-sample t *t*est; *il1b*: *p* = 0.537; *tnfa*: p = 0.4840; *il6*: p = 0.5464; *tgfb3*: p = 0.687). Each dot for qRT-PCR represents a pool of 50 larvae. β-actin was used as housekeeping gene. Raw data for qRT-PCR can be found in S5 and S6 Data. Error bars show SEM. Scale bars: 50 µm. Data files for graphs available in S3 Data.
(TIF)

S9 Fig Experimental manipulations and cell interactions in the lesion. **(A)** HCR-FISH for *tgfb3* shows an increase in fluorescence intensity in lesioned *sema4ab* somatic mutants compared to lesioned control gRNA-injected fish at 24 hpl (gControl: 1.0 ± 0.058; gSema4ab: 1.3 ± 0.046; Unpaired *t* test: *p* = 0.0011). Dotted lines show the injury site. **(B)** HCR-FISH at 24 hpl shows *tgfb3* expression in fibroblast-like cells (*pdgfrb:GFP*^+^; arrowheads). The mean intensity of the *tgfb3* signal in *pdgfrb:GFP*^+^ cells shows an increase in *sema4ab* haCR-injected larvae at 24 hpl (+1.22-fold change, Unpaired *t* test p = 0.0322). **(C)** Individual frames of time-lapse movies show *mfap4:mCherry*+ cells in close contact to *pdgfrb:GFP*+ cells in both control gRNA-injected animals and in *sema4ab* somatic mutants. **(D)** Time series of movie frames show that *mfap4:mCherry+* cells (arrowheads) migrate along fibroblast processes in both conditions**. (E)** RFLP and qPCR showing gRNA injection efficiency for *tgfb3*. For RFLP each lane represents one larva with and without digestion with the indicated restriction enzymes and with and without targeting these sites with gRNAs as indicated. Targeting the recognition sites with haCR gRNAs leads to efficient somatic mutation, as indicated by the almost complete resistance to digestion. Note a **~** 50% decay in the RNA detected by qPCR. Each dot for qRT-PCR represents a pool of 50 larvae. β-actin was used as housekeeping gene. Raw data for qRT-PCR can be found in S5 and S6 Data. Scale bars: 100 µm (A, C,), 50 µm (B) 15 µm (D). Data files for graphs available in S3 Data. Original gels with no adjustments can be found in S1 Raw Images.
(TIF)

S10 Fig Microglia depletion increases *tgfb3* levels while cytokine/cytokine receptor loss of function drives no changes. **(A–C)** A Microglia depletion line shows an increase in *tgfb3* levels at 24 hpl by qRT-PCR (One-sample *t* test: *p* = 0.0281). **(D, E)** Impairing cytokine signaling by YVAD (impairs il1b cleavage) and *tnfrsf1a* loss of function, results in no meaningful changes in tgfb3 levels at 24 hpl by qRT-PCR (One-sample *t* test; YVAD: *p* = 0.2303; gTnfrsf1a: *p* = 0.6461). **(F)** Feature plots showing main pro-inflammatory cytokine receptor expression pattern. Note a strong expression in fibroblasts (circle). Each dot for qRT-PCR represents a pool of 50 larvae. β-actin was used as housekeeping gene. Raw data for qRT-PCR can be found in S5 and S6 Data. Scale bars: 50 µm. Data files for graphs available in S3 Data.
(TIF)

S11 Fig *tgfb3* is expressed in subsets of fibroblasts and in close contact with ERGs and growing axons. **(A)** UMAP of fibroblasts subset showing 7 clusters of cells. **(B)** Top 10-ranked gene analysis showing differential expressing genes among clusters. **(C)** UMAP showing genes used for annotation and tentative cluster names. **(D)** Feature plot showing expression pattern of *tgfb3*. Arrows point enriched clusters for the gene**. (E)** Single-Stacks of the lesion site at the level of the spinal cord showing *tgfb3*-expressing fibroblasts (arrow). **(F)** Live imaging showing that fibroblasts (green, yellow arrows) are in the vicinity of motor neuron progenitors (magenta, cyan arrows). **(G)** Live imaging showing that fibroblasts (green, yellow arrows) are in close contact with growing axons (magenta, cyan arrows). Yellow dotted lines mark the spinal cord. Scale bars: 50 µm.
(TIF)

S12 Fig scRNA-seq shows that genes analyzed in this study are also expressed in a spinal injury site in adult zebrafish. **(A)** UMAP of the main cell types in the lesion site of adult zebrafish from Cigliola et al. 2023 *Nat Commun* 14:4857 is shown. **(B)** Feature plots show the expression of reference genes for relevant cell types (microglia: *p2ry12*; ERGs: *her4.1*; and fibroblasts-like cells: *pdgfrb*), as well as the expression of genes of interest for this study, *sema4ab, plxnb1a, plxnb1b* and *tgfb3*. Circles label expression in cell types that is conserved between larvae and adults. **(C)** HCR-FISH in cross sections of unlesioned spinal cords of 4-month-old adult zebrafish show expression of *plxnb1a and plxnb1b* in the ventricular zone*.* Dorsal is up and ventral is down. Dotted circle shows the central canal. Scale bar: 50 µm.
(TIF)

S13 Fig scRNA-seq shows that genes analyzed in this study are also expressed in a spinal injury site in adult mice. **(A)** A UMAP representation indicating the main cell types in a mouse spinal lesion from Xue et al., 2024 *Nat Commun* 15:6321 is shown. **(B)** Expression pattern of mouse ortholog genes *Sema4A*, *Tgfb3* and *Plxnb1* is conserved in microglia (*P2ry12*), fibroblasts (*Pdgfra*) and ependymal cells (*Foxj1*), respectively. Circles label expression in cell types that is conserved between zebrafish and mouse.
(TIF)

S1 Table Cell yields of scRNA-seq experiments.

S2 Table The mean, median, and total number of reads (nCount_RNA) and unique genes (nFeatures_RNA) detected per sample.

S3 Table The number of reads mapped to the *sema4ab* gene and the number of reads mapped to the *sema4ab* haCR-targeted site.

S4 Table Examples of reads that span the haCR target site in the *sema4ab* haCR-injected samples in scRNA-seq experiments.

S5 Table Cell cluster annotation reference. The table shows the correspondence between each cluster obtained by unsupervised clustering and the correspondent main cell type and cluster name assigned.
(DOCX)

S6 Table Top 10 downregulated genes in MM#1 after *sema4ab* somatic mutation in scRNA-seq.

S7 Table Table showing the gene sequences targeted with gRNAs. Each column represents the targeted sequence of a gene and the primers and restriction enzymes used to validate the efficiency of the mutation.
(DOCX)

S8 Table Primers used for cloning the *mfap4:mCherry-CAAX;myl7:mCerulean* vector.

S9 Table Primers used for cloning the *hsp70l:sema4ab-t2a-mCherry* vector.

S10 Table List of qRT-PCR primers.

S1 Data Changes in transcript abundance for macrophage activation pathways detected by KEGG analysis. Note that most genes are down-regulated.
(XLSX)

S2 Data Individual data points for all the experiments shown in the Main Figures.

S3 Data Individual data points for all the experiments shown in the Supplementary Figures.

S4 Data Citation list for genes used for fibroblast cluster annotation.

S5 Data qRT-PCR raw data for Main Figures including all values used in the qRT-PCR analysis (CP, average CP, ΔCP, ΔΔCP, and 2^ − ΔΔCP). Roman numbers indicate individual experiments.

S6 Data qRT-PCR raw data for Supplementary Figures including all values used in the qRT-PCR analysis (CP, average CP, ΔCP, ΔΔCP, and 2^ − ΔΔCP), as well as a calculation template. Roman numbers indicate individual experiments.

S1 Movie lesioned control-gRNA injected. 10 to 25 hpl (6 min intervals).
(MP4)

S2 Movie lesioned *sema4ab* haCR-injected. 10 to 25 hpl (6 min intervals).
(MP4)

S1 Raw Images Original gels with no adjustments. Gels were acquired using the Axygen Gel Documentation System (Corning, NY, USA) and imaged from the pocket to the electrophoresis front. No pockets or lane were excluded from the image.
(TIF)

## Abbreviations

BDMs: blood-derived macrophages
CNS: central nervous system
DEG: differentially expressed gene
DMSO: dimethylsulfoxide
dpf: days post-fertilization
ERGs: ependymo-radial glial cells
haCRs: highly-active CrRNAs
HCR-FISH: hybridization chain reaction fluorescence *in situ* hybridization
hpl: hours post-lesion
PBST: phosphate-buffered saline with 0.1% Tween
PFA: paraformaldehyde
PTU: 1-phenyl 2-thiourea
RFLP: restriction fragment length polymorphism analysis
RT: room temperature
Sema4A: Semaphorin 4A

# Supplementary material for: The microglia-derived protein Sema4ab attenuates regenerative neurogenesis after spinal cord injury in zebrafish
**Source:** PLoS Biol. 2026 Jun 18;24(6):e3003865. doi: 10.1371/journal.pbio.3003865
**Supplement:** S1 Table

|  | **gControl** | **gSema4abR1** | **gSema4abR2** |
| --- | --- | --- | --- |
| **All Cells** | 14389 | 14384 | 14163 |
| **Cells removed** | 2601 | 2763 | 2833 |
| **Cells remained** | 11788 | 11621 | 11330 |
| **Percentage** | 81,92 | 80,79 | 80,00 |

# Supplementary material for: The microglia-derived protein Sema4ab attenuates regenerative neurogenesis after spinal cord injury in zebrafish
**Source:** PLoS Biol. 2026 Jun 18;24(6):e3003865. doi: 10.1371/journal.pbio.3003865
**Supplement:** S2 Table

|  | **nFeature_RNA** | | | **nCount_RNA** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **mean** | **median** | **total** | **mean** | **median** | **total** |
| **gControl** | 2419,3 | 2343 | 28518887 | 9925,6 | 7101 | 117002401 |
| **gSema4abR1** | 2218,7 | 2038 | 25783341 | 9548,0 | 6581 | 110957581 |
| **gSema4abR2** | 2217,1 | 2045 | 25119458 | 9768,7 | 6839 | 110678876 |

# Supplementary material for: The microglia-derived protein Sema4ab attenuates regenerative neurogenesis after spinal cord injury in zebrafish
**Source:** PLoS Biol. 2026 Jun 18;24(6):e3003865. doi: 10.1371/journal.pbio.3003865
**Supplement:** S3 Table

|  | ***sema4ab* mapped total reads** | **target site total reads** | **target site intact reads** |
| --- | --- | --- | --- |
| **gControl** | 16945 | 151 | 151 |
| **gSema4abR1** | 9880 | 4 | 0 |
| **gSema4abR2** | 10384 | 6 | 0 |

# Supplementary material for: The microglia-derived protein Sema4ab attenuates regenerative neurogenesis after spinal cord injury in zebrafish
**Source:** PLoS Biol. 2026 Jun 18;24(6):e3003865. doi: 10.1371/journal.pbio.3003865
**Supplement:** S4 Table

| **scRNA-seq reads of *sema4ab* gRNA target site in gSema4ab** | |
| --- | --- |
| **Reference sequence** | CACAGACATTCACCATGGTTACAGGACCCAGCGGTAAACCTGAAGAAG |
| **gSema4abR1** | . .. CAGACATTCACCATGGTTACA---------------------------------------------------- |
|  | .. . CAGACATTCACCATGGTTACAGG-------------------TAAACCTGAAGAAG |
|  | . ... . . GACATTCACCATGGTTA--------------------------------------------------------- |
|  | . .. .. . GACATTCACCATGGTTACAG---------------CGGTAAACCTGAAGAAG |
| **gSema4abR2** | CACAGACATTCACCATGGTTACAGG------------------------------------------------ |
|  | CACAGACATTCACCATGGTTACAGG--------------------AAACCTGAAGAAG |
|  | CACAGACATTCACCATGGTTA--------------------------------------------------------- |
|  | . .. CAGACATTCACCATGGTTACAG---------------CGGTAAACCTGAAGAAG |
|  | . .. . . . .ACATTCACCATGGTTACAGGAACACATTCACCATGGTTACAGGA |
|  | CACAGACATTCACCATGGTTA--------------------------------AACCTGAAGAAG |
| Non-targeted sequence Targeted sequence Missing/New | |

# Supplementary material for: The microglia-derived protein Sema4ab attenuates regenerative neurogenesis after spinal cord injury in zebrafish
**Source:** PLoS Biol. 2026 Jun 18;24(6):e3003865. doi: 10.1371/journal.pbio.3003865
**Supplement:** S5 Table — The table shows the correspondence between each cluster obtained by unsupervised clustering and the correspondent main cell type and cluster name assigned.

| Annotation of Seurat clusters | | | |
| --- | --- | --- | --- |
| Cluster | **Main cell type** | **Marker genes** | **Abbreviation** |
| 28 | c#28 | *NA* | c#28 |
| 31 | c#31 | *NA* | c#31 |
| 32 | c#32 | *NA* | c#32 |
| 34 | c#34 | *NA* | c#34 |
| 36 | c#36 | *NA* | c#36 |
| 35 | Endothelial Cells | *kdrl, cldn5b* | EC#1 |
| 40 | ENS (enteric nervous system) | *phox2aa, phox2b* | EN#2 |
| 27 | ENS (enteric nervous system) | *phox2aa, phox2b* | EN#1 |
| 10 | Fibroblast-Like Cells | *col12a1a, pdgfrb* | FB#5 |
| 17 | Fibroblast-Like Cells | *col12a1a, pdgfrb* | FB#7 |
| 25 | Fibroblast-Like Cells | *col12a1a, pdgfrb* | FB#6 |
| 3 | Fibroblast-Like Cells | *col12a1a, pdgfrb* | FB#3 |
| 5 | Fibroblast-Like Cells | *col12a1a, pdgfrb* | FB#2 |
| 33 | Fibroblast-Like Cells | *col12a1a, pdgfrb* | FB#4 |
| 6 | Fibroblast-Like Cells | *col12a1a, pdgfrb* | FB#1 |
| 9 | Keratinocytes | *pfn1, krt4* | KC#2 |
| 12 | Keratinocytes | *pfn1, krt4* | KC#1 |
| 11 | Macrophages/Microglia | *mfap4, mpeg1.1* | MM#2 |
| 37 | Macrophages/Microglia | *mfap4, mpeg1.1* | MM#4 |
| 15 | Macrophages/Microglia | *mfap4, mpeg1.1* | MM#1 |
| 21 | Macrophages/Microglia | *mfap4, mpeg1.1* | MM#3 |
| 30 | Muscle | *meox1, mylz3* | MC#5 |
| 13 | Muscle | *meox1, mylz3* | MC#2 |
| 2 | Muscle | *meox1, mylz3* | MC#1 |
| 24 | Muscle | *meox1, mylz3* | MC#4 |
| 19 | Muscle | *meox1, mylz3* | MC#3 |
| 38 | Muscle | *meox1, mylz3* | MC#6 |
| 8 | Neural cells | *elavl3, elavl4* | NN#2 |
| 1 | Neural cells | *elavl3, elavl4* | NN#1 |
| 20 | Neural cells | *elavl3, elavl4* | NN#3 |
| 42 | Neural cells (Kolmer Agduhr) | *npcc, sst1.1* | KA#1 |
| 18 | Neural cells | *fabp7a, sox2* | ERG#1 |
| 29 | Neural cells (oligodendrocyte) | *mbpb, mpz* | OD#1 |
| 26 | Neutrophils | *mpx, lyz* | NP#1 |
| 22 | Neutrophils | *mpx, lyz* | NP#2 |
| 23 | Notochord | *shha, gas2b* | NC#1 |
| 4 | Peridermis | *krt5, krt91* | PD#1 |
| 7 | Peridermis | *krt5, krt91* | PD#2 |
| 0 | Red Blood Cells | *hbbe1.3, hbbe2* | RB#1 |
| 4 | Red Blood Cells | *hbbe1.3, hbbe2* | RB#2 |
| 43 | Red Blood Cells | *hbbe1.3, hbbe2* | RB#3 |
| 41 | Xantophores | *gch2, aox5* | XP#1 |
| 16 | Xantophores | *gch2, aox5* | XP#3 |
| 39 | Xantophores | *gch2, aox5* | XP#2 |

# Supplementary material for: The microglia-derived protein Sema4ab attenuates regenerative neurogenesis after spinal cord injury in zebrafish
**Source:** PLoS Biol. 2026 Jun 18;24(6):e3003865. doi: 10.1371/journal.pbio.3003865
**Supplement:** S6 Table

| Top 10 downregulated genes in MM#1 (gSema4ab vs gControl) | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Gene | **p_val** | **avg_log2FC** | **pct.1** | **pct.2** | **p_val_adj** | **Fold Change** |
| fthl31 | 4.53E-10 | -2.8108973 | 0.08 | 0.259 | 1.19E-05 | -7.0172090 |
| grn1 | 7.24E-18 | -2.7803628 | 0.367 | 0.625 | 1.90E-13 | -6.8702511 |
| lyz | 2.71E-09 | -2.5651207 | 0.219 | 0.416 | 7.09E-05 | -5.9180452 |
| dyrk1aa | 1.81E-08 | -2.2728607 | 0.033 | 0.162 | 0.00047467 | -4.8328048 |
| acacb | 1.75E-06 | -2.1746032 | 0.062 | 0.181 | 0.04588534 | -4.5146157 |
| fam78ab | 2.73E-06 | -2.1453837 | 0.068 | 0.191 | 0.07138602 | -4.4240991 |
| mxf | 4.21E-09 | -2.1047832 | 0.24 | 0.438 | 0.00011024 | -4.3013312 |
| b4galt1 | 1.27E-06 | -2.0767341 | 0.05 | 0.166 | 0.03338913 | -4.2185117 |
| ifitm1 | 2.02E-06 | -2.0587836 | 0.13 | 0.266 | 0.05283023 | -4.1663487 |
| scp2b | 1.19E-06 | -2.0462101 | 0.092 | 0.225 | 0.03110672 | -4.1301956 |

# Supplementary material for: The microglia-derived protein Sema4ab attenuates regenerative neurogenesis after spinal cord injury in zebrafish
**Source:** PLoS Biol. 2026 Jun 18;24(6):e3003865. doi: 10.1371/journal.pbio.3003865
**Supplement:** S7 Table — Each column represents the targeted sequence of a gene and the primers and restriction enzymes used to validate the efficiency of the mutation.

| **List of targeted genes using CRISPR/Cas9** | | | |
| --- | --- | --- | --- |
| **Gene** | **RE** | **Sequence** | **Primer** |
| ***sema4ab*** | BseYI | ACCATGGTTACAGGACCCAG | F: GCTCATGTCCACAGAATTCACA |
|  |  |  | R: GCCACTGTTGATATACTTACCCA |
| ***plxnb1a*** | Eco81I | GGCAGAACTGCCCTCAGGCT | F: GAAGTGGATGAGGAAACCGG |
|  |  |  | R: CGTATCTACAGGCCTCTCGG |
| ***plxnb1b*** | TseI | CACCATACTGTGTTGCTGCG | F: TGGGATGGTGTGTGTGACTT |
|  |  |  | R: CGTCTCTTCCTCTGCCTCAA |
| ***plxnb2a*** | BsaIl | ACCTCCCGGCTTGTCCTCAAG | F: CATGGTTCCGTTTCGCCTAA |
|  |  |  | R: CATCGACACATGAGCTGGCA |
| ***plxnb2b*** | BstNI | GGACCACGCTGGCCGGCTGC | F: AAAGTGGCTCGGATGGAGAC |
|  |  |  | R: GAGTGCAGTACCTTGACGGA |
| ***tgfb3*** | XCMI | GAATCCATCCAGCAGATCCC | F: GGGTCAGATCCTCAGCAAAC |
|  |  |  | R: GAGATCCCTGGATCATGTTGA |
| ***tnfrsfr1a*** | BstNI | ATAGTTTGCTTGTTCCAGGT | F: CAGGAATGCAGTGCAGAAAA |
|  |  |  | R: TGACAATCCAGTGCTATTTTGG |

# Supplementary material for: The microglia-derived protein Sema4ab attenuates regenerative neurogenesis after spinal cord injury in zebrafish
**Source:** PLoS Biol. 2026 Jun 18;24(6):e3003865. doi: 10.1371/journal.pbio.3003865
**Supplement:** S8 Table

| Primers use for cloning the *mfap4:mCherry-CAAX;myl7:mCerulean* vector | |
| --- | --- |
| Primer | **Primer sequence (5’-3’)** |
| *mfap4* | **Fw:** ttt ttt gag ctc ctc gag gcg ttt ctt ggt ac |
|  | **Rev:** ttt ttt ggc gcg cct gga tcc cac gat cta aag tca tga ag |
| *mCherry-CAAX* | **Fw:** aaa aaa gaa ttc gcc acc atg gtg agc aag ggc gag g |
|  | **Rev:** aaa aaa tta att aat cag gag agc aca cac ttg cag ctc atg cag ccg ggg cca ctc tca tca gga ggg ttc agc tta gat ctg agt ccg gac ttg tac agc tcg tcc atg ccg aga gtg |

# Supplementary material for: The microglia-derived protein Sema4ab attenuates regenerative neurogenesis after spinal cord injury in zebrafish
**Source:** PLoS Biol. 2026 Jun 18;24(6):e3003865. doi: 10.1371/journal.pbio.3003865
**Supplement:** S9 Table

| Primers use for cloning the *hsp70l:sema4ab-t2a-mcherry* vector | |
| --- | --- |
| Primer | **Primer sequence (5’-3’)** |
| *sema4ab* | **Fw:** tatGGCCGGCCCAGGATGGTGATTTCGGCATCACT |
|  | **Rev:** atatCCTAGGGATGGGTGTGTTGGGCAGGT |
| *T2a-mCherry* | **Fw:** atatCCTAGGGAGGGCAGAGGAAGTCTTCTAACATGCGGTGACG |
|  | **Rev:** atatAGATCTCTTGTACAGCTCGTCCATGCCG |

# Supplementary material for: The microglia-derived protein Sema4ab attenuates regenerative neurogenesis after spinal cord injury in zebrafish
**Source:** PLoS Biol. 2026 Jun 18;24(6):e3003865. doi: 10.1371/journal.pbio.3003865
**Supplement:** S10 Table

| qRT-PCR gene primer list | |
| --- | --- |
| Gene name | **Primer sequence (5’-3’)** |
| *β-actin* | Fw: 5’-CACTGAGGCTCCCCTGAATCCC-3’  Rv: 5’-CGTACAGAGAGAGCACAGCCTGG-3’ |
| *sema4ab* | Fw: 5’-TTCTGTGGCTGGGACCTTTC-3’  Rv: 5’-TGAGGTTCACACTGGAGCAC-3’ |
| *plxnb1a* | Fw: 5’-GAGAGGTGCTCGGTGAACAG-3’  Rv: 5’-GGTTTGCTGGGATCGTGTTG-3’ |
| *plxnb1b* | Fw: 5’-GAGAGCACCGTGGACACAAG-3’  Rv: 5’-CAGGTGGCATGTCAACTATTCAGG-3’ |
| *il1b* | Fw: 5’-ATGGCGAACGTCATCCAAGA-3’  Rv: 5’-GAGACCCGCTGATCTCCTTG-3’ |
| *tnfa* | Fw: 5’-TCACGCTCCATAAGACCCAG-3  Rv: 5’-GATGTGCAAAGACACCTGGC-3’ |
| *il6* | Fw: 5’-CAGCACGGAAAGATGTCTAAC-3’  Rv: 5’-GTTCTTGTCAGCGCTGCCC-3’ |
| *saa* | Fw: 5’-GCCGCTGGAGGTGCAAAG-3’  Rv: 5’-CCTTGCAGAGCCTCCCG-3’ |
| *il11b* | Fw: 5’-CAAATGAACGCaAATGAGTTGAC-3’  Rv: 5’-CTGTCTGTCCGAGcTCTTG-3’ |
| *tgfb1a* | Fw: 5’-GCTGTATGCGCAAGCTTTACA-3’  Rv: 5’-GGACAATTGCTCCACCTTGTG-3 |

How the deposited data were processed for this re-analysis (not part of the article)

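The scRNA-seq experiment of the paper was re-analysed from the deposited matrices. Larvae were lesioned at 3 days post-fertilization, and tissue at the lesion site was collected 24 h after the lesion. Each condition had 50 larvae. There were 3 libraries, with 1 library of larvae injected with a control gRNA (gControl) and 2 technical repeats of larvae injected with haCRs against *sema4ab* (gSema4abR1 and gSema4abR2). The repeats were taken as 1 sample measured more than once.

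The authors made the deposited files with Cell Ranger from 3′ libraries of 10x Genomics, using the zebrafish genome GRCz11 with the annotation of Ensembl. The deposited values are counts, that is, UMIs per gene and cell barcode. The matrices hold 32521 features and the barcodes that Cell Ranger called as cells, before the filters of the paper and without any normalization. There were 14398 barcodes in gControl, 14384 in gSema4abR1 and 14163 in gSema4abR2, with 152455137, 140055125 and 139165621 UMIs. No aligned reads were used, so the mutated target site was not analysed here.

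The filters of the paper were applied, which keep barcodes with at least 200 genes, 500 to 50000 UMIs, less than 20% mitochondrial UMIs and at most 20 UMIs per detected gene. Doublets were scored in each library with Scrublet (scanpy 1.11.5, expected rate 8%), where the paper used another tool. The threshold that Scrublet chose by itself differed widely between the libraries. After this had been seen, the barcodes with the highest scores were removed instead, at 0.8% of a library per 1000 barcodes. The paper also removed cells by mixed marker genes, and its text does not name the thresholds. This step was therefore run only as an alternative, which left out 1076 of the 36266 cells.

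Clusters were made with Seurat 5.3.0 in R 4.3.3 after the methods of the paper. Counts were log-normalized, the number of UMIs per cell was regressed out, the libraries were joined by CCA integration, and 30 dimensions were used at a resolution of 1. From the 2000 variable genes, those reported as outcomes or listed by the study were left out before the clusters were made. A cluster received the name of a cell class when at least 3 marker genes of that class were found in at least 10% of its cells and at a level at least 3-fold above that of the other cells. The marker lists were written before clustering, and these limits were set after a first clustering had been seen. At least 1 marker also had to be among the 10 leading genes where the cluster had few UMIs, under 1/3 of the library median. Leading genes were those in at least 20% of the cells of a cluster with the highest ratio to the other cells after 20 CPM had been added. Clusters led by genes of smooth muscle, ionocytes, neural crest glia, neuromasts or basal epithelium were left unnamed, again by a rule set after these genes had been seen. These clusters and 1 with few UMIs held 10.2% of gControl cells, 10.6% of gSema4abR1 cells and 10.1% of gSema4abR2 cells. MM#1-like cells are a macrophage/microglia-like cluster that is high in *apoeb* and, as a whole, has fewer than 3 markers of division. At a resolution of 1 only 1 macrophage/microglia-like cluster was made, so that the MM#1-like cells are all cells of this class there. They include dividing cells, which separate at a resolution of 2, and cells without an *apoeb* UMI, which were 364 of 552 in gControl, 264 of 545 in gSema4abR1 and 262 of 589 in gSema4abR2. The labels that the authors gave to single cells were not used here.

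UMIs were summed over the cells of a class or cluster in each library and scaled by the total UMIs of these cells to CPM. Levels in CPM have exact Poisson intervals of 95%, and shares of cells have exact binomial intervals. A log2 ratio sets the mean of both gSema4ab libraries against gControl after 0.5 UMIs were added to each count, with an exact conditional binomial interval. Intervals of the medians of gene lists come from 200.0 Poisson draws of the counts, that of the median over classes from as many draws of the classes, and that of a difference between shares from the exact bounds of each share. Distances between libraries used log2 CPM after 1 was added, over genes with a mean of at least 10 CPM for all cells and at least 50 CPM within a class. All intervals cover counting error only. Where a count was 0, the limit is the level that 3 counts would give. No p-values were computed and no genes were called as changed, because each condition is taken as 1 pool of larvae. Medians of gene lists were set against 10000 random lists of genes with similar counts. Cell cycle phases were called with the scoring function of Seurat on its human gene lists, matched by symbol (43 S-phase genes to 45 zebrafish genes and 54 G2/M-phase genes to 51). Shares and phases were repeated after each cell had been thinned to 2000 UMIs. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

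Single genes are named by a fixed rule. It takes all genes that the paper names for these libraries in its results or in S6 Table. It adds the 5 genes with the highest and the 5 with the lowest log2 ratio in MM#1-like and in ERG-like cells, among genes with at least 50 CPM in gControl or gSema4ab, at least 20 UMIs and the same sign in both repeats. Of these, 1 gene is not reported here. It also adds genes beyond 1 on the log2 scale in both repeats in at least 8 classes. The gene lists of S1 Data are given as summaries.

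Each result was computed again under alternatives that changed 1 choice at a time. These were resolutions of 0.5 and 2, no integration, all 2000 variable genes, no doublet removal, a filter on UMIs and mitochondrial share only, TMM factors from edgeR 4.0.16, equal weight for each cell, thinned cells, no cells with mixed markers and each repeat left out in turn. For single results there were also other limits on low counts (10 and 200.0 CPM, or 20 UMIs), only cells with an *apoeb* UMI, only ERG-like cells without an *elavl3* or *elavl4* UMI, and a short list of genes of division. Adding clusters 25 and 44 to the ERG-like cells and the short list in thinned cells were alternatives chosen after the values had been seen. Where an alternative has no bearing on a result, or leaves nothing to compute it from, no value is given.

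The computations were tested on simulated data in which 200.0 genes were changed. The direction was right for 99.5% of the changed genes in MM#1-like cells and for 100.0% in ERG-like and fibroblast-like cells. The intervals covered the true ratio for 96.1% of 14898 genes, 96.4% of 7368 genes and 96.1% of 18955 genes. The simulated counts had counting error only, the same true levels in both repeats, and large changes in well-counted genes. High values were therefore fixed in advance if the computations were right. They say nothing on the spread between real libraries.

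CellChat, GOstats and the calls of differentially expressed genes of the paper were not rerun. The in vivo experiments of the paper have no files among those analysed here.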

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

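The tests in this part were chosen only after the results they bear on had been seen, except the test that leaves out globin genes.

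In most cell classes the median log2 ratio of gSema4ab to gControl lay below 0, and in epidermis-like cells (0.0197) and melanophore-like cells (0.0463) it lay above 0 in both technical repeats. This split was noted because these classes moved the opposite way from the others, and the difference between the classes was not tested. Melanophore-like cells numbered 19, 16 and 11. With TMM factors all 15 medians lay above 0, so the sign of the medians depends on the scaling. A deeper sequencing of control cells is argued against, since the median over the classes was -0.0864 (-0.146 to -0.048) in cells thinned to 2000 UMIs. Genes that take a larger part of the UMIs lower all others in these units. For globin genes in red blood cell-like cells this explanation held, as the median there moved from -0.43 to -0.044 without them. For ribosomal protein genes it cannot be told apart from other causes, because without them the median over the classes was -0.027, still below 0 but closer to it, and the members go both ways. An effect of *sema4ab* disruption on the classes was not tested apart from these.

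The genes *NC_002333.17* and *FO704772.3* were lower, and *rps29*, *rpl38* and *rpl29* higher, in nearly all classes, a signal in genes that the paper does not analyse. The median log2 ratio over the classes was -1.72 for *NC_002333.17* (lower in 15 of 15 classes by the rule used), -1.94 for *FO704772.3* (14 classes), 1.15 for *rps29* (13 classes), 1.15 for *rpl38* (11 classes) and 1.05 for *rpl29* (9 classes). Over all cells, *NC_002333.17* stood at 3099 CPM in gControl, 948 in gSema4abR1 and 966 in gSema4abR2, and *rps29* at 1332, 2815 and 2740.2. An effect only in cells that express *sema4ab* is argued against by red blood cell-like cells, in which *sema4ab* was at 2.69 CPM and *NC_002333.17* had a log2 ratio of -2.25. A difference in the preparation of the control library or in the control pool of larvae cannot be told apart from an effect of the disruption on all cells, since gControl had 1 library and its median of -1.72 goes with both. Reads shared with copies of the ribosomal protein genes were not tested.

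The muscle gene *actc1b* was more than 1 higher on the log2 scale in 8 classes and lower in 1, with a median over the classes of 1.14, which the paper does not analyse either. A candidate explanation is more free RNA from muscle in the gSema4ab suspensions. In 12 classes other than muscle-like and macrophage/microglia-like cells, the median log2 ratio of *actc1b* was 1.18, with 11 of them higher, while it was 0.058 in muscle-like cells. The muscle genes *pvalb1* and *mylpfb* had medians of 0.98 and 1.11 in such classes. Free RNA of this kind can come from the dissociation of the tissue as well as from a change in muscle, and nothing here separates these. Reads shared between actin genes were not tested.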

How the results depend on the processing

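All alternatives were set before the data were examined except 2, the tests with clusters 25 and 44 added to the ERG-like cells and the short list of genes of division in thinned cells, which were chosen only after the result was seen. No paired analysis was possible because the results come from no test. An alternative value is said here to have moved when it lay outside the 95% interval of the value reported.

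Of the 11 results that answer a comparison, 1 is the ratio of the distances between libraries, which is positive by construction and so has no sign to keep. It ran from 2.61 to 3.86 over 6 alternatives. Of the other 10, 6 kept their sign under all alternatives that gave a value. These were *sema4ab* in macrophage/microglia-like cells (from -1.59 to -0.97 over 13 alternatives), the plexin receptors in ERG-like cells (from -0.50 to -0.15 over 13), the activation pathway genes (from -0.72 to -0.39 over 8), the pro-inflammatory genes (from -0.91 to -0.42 over 8), the S6 Table genes (from -1.81 to -1.15 over 7) and *tgfb3* in fibroblast-like cells (from -0.87 to -0.59 over 12). The G2/M share of ERG-like cells kept its sign in 11 of 13 alternatives, the share of macrophage/microglia-like cells in 9 of 10, the differentiation genes in 11 of 14 and the direction of changes over the classes in 12 of 14. In all, 88 of 118 alternative values lay within the interval, 28 moved and 2 turned the direction of changes over the classes around.

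TMM factors turned the direction of changes from -0.066 to 0.079, and genes with at least 200.0 CPM gave 0.036, while genes with at least 10 gave -0.12. TMM factors shift all genes of a class alike, by 0.21 in MM#1-like cells and 0.23 in fibroblast-like cells, and this shift accounts for the moves of single genes and gene lists. With them *sema4ab* stood at -0.97, the pro-inflammatory genes at -0.42, the pathway genes at -0.39, the S6 Table genes at -1.15, *tgfb3* at -0.59 and the distance ratio at 2.63. With equal weight for each cell, *sema4ab* stood at -1.03, the pathway genes at -0.70, the S6 Table genes at -1.81 and the distance ratio at 3.07. Thinned cells gave -0.66 for the pathway genes and a distance ratio of 2.61. A resolution of 2 gave -0.86 for the pro-inflammatory genes and -0.72 for the pathway genes. With only cells that had an *apoeb* UMI, *sema4ab* was at -1.59 and the pro-inflammatory genes at -0.91. The distance ratio was 3.86 without doublet removal and 2.86 with the looser filter. The differentiation genes were at 0.28 without integration and 0.59 with clusters 25 and 44 added. Both values rested on gSema4abR1, with 0.99 and 1.16 there against -1.14 and -0.35 in gSema4abR2. The short list of genes of division put the difference in the G2/M share at -9.71 points, and at -1.88 (-14.2 to 7.40) in thinned cells, so that its size depends on depth. Apart from this and the TMM shift, the cause was not tested.

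Leaving out each technical repeat in turn gave ranges. They ran from -1.35 to -1.03 for *sema4ab*, from -0.68 to -0.58 for the pro-inflammatory genes, from -0.64 to -0.60 for the pathway genes, from -1.64 to -1.41 for the S6 Table genes, from -0.85 to -0.79 for *tgfb3* and from -0.50 to -0.19 for the plexin receptors, where the value without gSema4abR1 was -0.19. The differentiation genes ran from -1.13 to -0.050, so that 1 library decides their size, with -0.050 without gSema4abR2. The G2/M difference ran from 7.80 to 12.1 points, the share of macrophage/microglia-like cells from 0.0015 to 0.13 and the direction of changes from -0.089 to -0.078. With 1 repeat left out, no distance between repeats remains, and the distance ratio has no value. No choice of repeat leaves out gControl, so the weight of the 1 control pool was not measured.

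For 66 single genes, lists and classes, 507 of 619 alternative values lay within the interval and 110 moved, 52 of them to a larger and 58 to a smaller size. Of the values that moved, 2 had the other sign. A called sign was turned around in 2 further values, *tnfb* in MM#1-like cells with TMM factors (0.059) and *plxnb1b* in ERG-like cells once thinned (0.26). The first goes back to the TMM shift of 0.21 in these cells, and the cause of the others was not tested.

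No separate MM#1-like cluster formed at a resolution of 0.5, without integration, with all 2000 variable genes, without doublet removal or with the looser filter, so these settings gave no value for results in MM#1-like cells. For *sema4ab* the whole macrophage/microglia-like class was used there. Scaling and weighting have no bearing on shares of cells and gave no value for them. The clusters have no bearing on the distances over all cells, so the resolutions, no integration and all 2000 variable genes gave no value for the distance ratio.

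Cell number and depth limit the results in ERG-like cells. With 53 gControl cells, 3 of them in G2/M, the interval of that share reached from 1.18% to 15.7%. The genes *neurod1*, *ascl1a* and *mnx1* had 3, 4 and 0 UMIs in gControl, and an increase or a decrease of either was not detectable. In MM#1-like cells, *il11b* had 63 UMIs in gControl, and its interval included 0. In cluster 7 at a resolution of 2, on 49 gControl UMIs, its interval (-1.32 to -0.19) did not.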

Differences from the paper's values

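No tests are reported in this part. Adding clusters 25 and 44 to the ERG-like cells and thinning the cells for the short list of genes of division were chosen only after the values were seen. A share or a fold is said here to come within the paper's value when the 2 differ by a factor of at most 1.5 or, for the G2/M shares and the folds, by no more than the spread of the repeats. A log2 ratio comes within it when the difference is no more than the spread of the repeats. A value within these limits can still be well apart from the paper's.

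The share of ERGs in G2/M was 5.66% in gControl against the paper's 16%, and 16.0% in gSema4ab against the paper's 28%. For gControl, 2 of 8 alternatives set before the data were examined came within the paper's value, thinned cells (16.7%) and the short list of genes of division (18.9%), and the others did not. The last value depends on depth and was 8.33% in thinned cells. For gSema4ab, 2 of 10 came within it, thinned cells (29.0%) and no doublet removal (21.9%), which is still below 28%, and the others did not. Adding clusters 25 and 44, which was chosen after seeing the values, gave 19.6% and 27.7%, and 28.3% and 40.7% once thinned.

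Neural cells made up 7.99% of 36266 cells here, against the paper's 14.86% of its 11788, 11621 and 11330 cells. Of 6 alternatives set before the data were examined, a resolution of 0.5 (14.7%) and a resolution of 2 (10.0%) came within the paper's value, the latter only by the wide limit, and the others did not. Muscle cells made up 2.86%, against the paper's 13.54%, and none of the 6 alternatives closed the gap. These shares are over different cells, and 27.4% of the cells here have no name. Among the unnamed, cluster 15 held 983 cells and was led by genes that include *pax7a*, *myf5* and *meox1*, a muscle marker of the paper. The paper prints 13.54% for red blood cells as well, which leaves its muscle share uncertain.

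The gene *lyz* was 2.58-fold lower in MM#1-like cells, against the paper's 5.91-fold. On the log2 scale this is -1.37 against the paper's -2.57. The 7 alternatives set before the data were examined lay on both sides of the paper's value, with 11.4-fold for equal weight for each cell and from 1.56-fold at a resolution of 2 to 4.05-fold in thinned cells for the others. The last came within the paper's value as a fold but not as a log2 ratio (-2.02), and the others did neither.

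The gene *grn1* was 5.83-fold lower against the paper's 6.87-fold, which came within the paper's value in the main run and under all alternatives. No fold was compared for the other genes of this paragraph. For the log2 ratios of S6 Table, the values here and the paper's are both on the log2 scale, but they are unlike measures. The paper's come from the FindMarkers function of Seurat in its MM#1 cluster. Those here come from summed UMIs in MM#1-like cells, which include dividing cells. S6 Table also holds only the top down-regulated genes of the paper. The gaps can come from any of these, which was not tested. The ratio of *fthl31* was -1.18 against the paper's -2.81, and of 7 alternatives set before the data were examined, a resolution of 2 (-1.52), thinned cells (-1.52) and the value without gSema4ab replicate 1 (-2.59) came within it, while the others did not. For *grn1* it was -2.54 against the paper's -2.78, with equal weight for each cell (-2.73), thinned cells (-2.70) and the value without gSema4ab replicate 1 (-2.66) within it and the others not. For *mxf* it was -1.78 against the paper's -2.10, and only a resolution of 2 (-2.10) came within it. For *scp2b* it was -1.55 against the paper's -2.05, and only equal weight for each cell (-2.07) came within it. None of the 7 alternatives set before the data were examined closed the gap for 5 further genes. These were *dyrk1aa* (-1.51 against the paper's -2.27), *acacb* (-1.32 against the paper's -2.17), *fam78ab* (-1.09 against the paper's -2.15), *b4galt1* (-1.35 against the paper's -2.08) and *ifitm1* (-1.08 against the paper's -2.06).

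The paper reports higher expression of *neurog1*, *neurod1*, *ascl1a* and *mnx1* in ERGs after *sema4ab* disruption (Fig 1I). Of these 4 genes, 3 had a log2 ratio below 0 in ERG-like cells here and *mnx1* had 0, 0 and 3 UMIs, and the summed ratio was -0.49 (-1.09 to 0.08). The sum was above 0 without integration (0.28) and without doublet removal (0.063). With clusters 25 and 44 added, a choice made after seeing the values, it was 0.59 (0.19 to 0.97). In gSema4abR2 it stayed below 0 without integration (-1.14) and with these clusters (-0.35).

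The paper describes expression of *sema4ab* as high and selective in macrophages and microglia. Here xanthophore-like cluster 42 ranked above MM#1-like cells in gControl, at 552 against 322 CPM, while MM#1-like cells held the largest part of the UMIs, 43.5%.

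The paper names a neuronal cluster as an exception with increased gene expression. Neuron-like cells here, which need not be the cells of that cluster, had a median log2 ratio of -0.066, and 50.4% of their genes were lower in both repeats against 37.2% higher. With TMM factors their median was 0.044, and 39.4% of their genes were lower in both repeats against 48.1% higher.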

Other observations

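In this part the tests on the other neutrophil markers, on *grn1* in cells with and without an *apoeb* UMI, on *tgfb3* within clusters, on the non-dividing cluster and on the leading genes of cluster 4 were written before their values were seen, although the reading of the last of these was changed afterwards. The other tests were chosen only after the result was seen.

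The lower level of *lyz* in MM#1-like cells may come from other cells. Free RNA from neutrophils is a candidate explanation, since over 11 classes other than macrophage/microglia-like and neutrophil-like cells the median log2 ratio of *lyz* was -1.38, close to the -1.37 of MM#1-like cells. Whether a few neutrophils in the gControl cluster add to it cannot be told apart from macrophages or microglia that carry neutrophil transcripts. There, 10 cells held 48.8% of the *lyz* UMIs, with a median of 1683.5 UMIs per cell against 16284.5 in the others. They had 807 against 46.4 CPM of *mpx* and 19.7 against 1828 of *apoeb*, but on 14 UMIs each, *nccrp1* (276 against 242 CPM) and *mpeg1.1* (276 against 330) did not set them apart from the others, and neutrophil-like cells had 1198 CPM of *nccrp1*. Whether neutrophil transcripts of other kinds fell among the free RNA cannot be told, as the median over 5 other markers was 0.34 and the markers went both ways. Of these, *nccrp1* was higher in 10 of 12 classes, with medians of 23.3, 37.8 and 30.1 CPM, while *mpx* was lower in 5 of 6, with a median log2 ratio of -0.68. A fall of *lyz* within microglia remains open, with a log2 ratio of -0.53 in cells with an *apoeb* UMI.

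The fall of *grn1* in MM#1-like cells is not put down to free RNA from other cells, because the highest level in any other class but neutrophil-like cells was 1.85% of that in MM#1-like cells. A different mix of cells with and without an *apoeb* UMI is argued against as the whole cause, because *grn1* was lower in both kinds, with log2 ratios of -2.56 (-2.65 to -2.46) and -2.65 (-2.74 to -2.54). Lower expression in microglia after *sema4ab* disruption is a hypothesis, and reads shared between granulin genes and a difference between the pools of larvae were not tested.

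The lower level of *tgfb3* in fibroblast-like cells (a log2 ratio of -0.82) was not due to a shift of cells between their clusters, as the median log2 ratio within the 7 clusters was -0.72, with all 7 lower. Free RNA from notochord cells is argued against as well, since macrophage/microglia-like cells had 0.235% of the *tgfb3* level of fibroblast-like cells. Lower expression after disruption is a hypothesis that the single control pool leaves open. It goes against the rise of *tgfb3* that the paper reports by qRT-PCR and by HCR-FISH, the latter also within fibroblasts. For its own scRNA-seq data the paper states no specific increase. Those are unlike measures on other samples, and the difference in direction was not resolved here.

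Epidermis-like cluster 4 lost cells in both repeats, with a log2 ratio of its share of -1.13 (-1.27 to -0.99). A move of all missing cells to other epidermis-like clusters is argued against, as the share of all epidermis-like cells fell too, with a log2 ratio of -0.41 (-0.49 to -0.34). A move of some of them to cluster 6 is a candidate explanation, as the share of that cluster rose, with a log2 ratio of 0.41 (0.25 to 0.58), and the 10 leading genes of cluster 4 were higher in the other epidermis-like clusters, with a median log2 ratio of 0.47. Lower expression of the genes that define the cluster cannot be told apart from a loss of cells. The 10 leading genes had a median log2 ratio of 0.14 within the cluster, but cells that had lost these genes would no longer be placed in it. A move to unnamed clusters, a loss of these cells in dissociation and a difference between the pools were not tested.

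In gControl, xanthophore-like cluster 42 had the highest level of *sema4ab* of all 49 clusters, 552 CPM. Doublets with microglia, or free RNA from them, are argued against, because *mpeg1.1* in this cluster was at 1.78% of its level in macrophage/microglia-like cells and no *apoeb* UMI was found in its 37 gControl cells. Among all 122 cells of the cluster, 9.02% had an *apoeb* UMI, far fewer than the 67.2% with a *sema4ab* UMI. The log2 ratio was -0.70 (-1.10 to -0.34), so that the level fell after disruption here too. Expression of *sema4ab* by some xanthophores is a hypothesis, as it was found and tested on the same 122 cells, and reads shared with related semaphorin genes were not tested.

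For the higher share of ERG-like cells in G2/M, an effect of the deeper sequencing of the control cells cannot be told apart from other causes. In cells thinned to 2000 UMIs the difference was 12.4 points, but its interval (-3.88 to 26.2) included 0, as did that from all UMIs, so that counting error stays open too. Thinning also left out 33 of 79 gSema4abR2 cells and raised the gControl share from 5.66% to 16.7%.

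In MM#1-like cells, *sema4ab* was lower in gSema4abR1 than in gSema4abR2. Different numbers of dividing cells are argued against, because the ratio of gSema4abR2 to gSema4abR1 in the non-dividing cluster at a resolution of 2 was 0.26 on the log2 scale, against 0.32 in all MM#1-like cells. Other technical differences between the repeats were not tested.

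In ERG-like cells, the lowest log2 ratios among 3036 genes were those of *dbx1a* (ENSDARG00000086393, -2.95, on 48, 7 and 4 UMIs), *pea15* (ENSDARG00000079771, -2.87, on 26, 3 and 3 UMIs), *CABZ01061495.1* (ENSDARG00000074844, -2.71), *abi3bpa* (ENSDARG00000062156, -2.62) and *PPM1K* (ENSDARG00000076011, -2.50). The genes with the highest ratios had few or no UMIs in gControl, where 3 counts allow up to 8.14 CPM, and no fold is given for those at 0. Among these were *nppb* (ENSDARG00000052958, with 0, 24 and 36 UMIs) and *si:ch211-250g4.3* (ENSDARG00000092945, with 0, 0 and 61). The sign of *si:ch211-250g4.3* in gSema4abR1 comes from the 0.5 UMIs added to each count. The globin genes *hbbe1.2* (ENSDARG00000115405, 5.72) and *hbae1.1* (ENSDARG00000089475, 5.47) rested on gSema4abR2, with 451 and 464 UMIs there against 15 and 14 in gSema4abR1, and they have near-identical copies. No biological explanation was tested for these genes.

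In ERG-like cells, *plxnb2b* (ENSDARG00000036985) had a log2 ratio of -0.82 on 16, 8 and 9 UMIs, and *nrp1a* (ENSDARG00000102153) one of -0.96 (-1.54 to -0.41) on 56, 27 and 28 UMIs. The gene *tgfb1a* had 0, 10 and 10 UMIs there.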
